# Extracellular pyridine nucleotides trigger plant systemic immunity through a lectin receptor kinase/BAK1 complex

**DOI:** 10.1038/s41467-019-12781-7

**Published:** 2019-10-22

**Authors:** Chenggang Wang, Xiaoen Huang, Qi Li, Yanping Zhang, Jian-Liang Li, Zhonglin Mou

**Keywords:** Immunology, Plant sciences

## Abstract

Systemic acquired resistance (SAR) is a long-lasting broad-spectrum plant immunity induced by mobile signals produced in the local leaves where the initial infection occurs. Although multiple structurally unrelated signals have been proposed, the mechanisms responsible for perception of these signals in the systemic leaves are unknown. Here, we show that exogenously applied nicotinamide adenine dinucleotide (NAD^+^) moves systemically and induces systemic immunity. We demonstrate that the lectin receptor kinase (LecRK), LecRK-VI.2, is a potential receptor for extracellular NAD^+^ (eNAD^+^) and NAD^+^ phosphate (eNADP^+^) and plays a central role in biological induction of SAR. LecRK-VI.2 constitutively associates with BRASSINOSTEROID INSENSITIVE1-ASSOCIATED KINASE1 (BAK1) in vivo. Furthermore, BAK1 and its homolog BAK1-LIKE1 are required for eNAD(P)^+^ signaling and SAR, and the kinase activities of LecR-VI.2 and BAK1 are indispensable to their function in SAR. Our results indicate that eNAD^+^ is a putative mobile signal, which triggers SAR through its receptor complex LecRK-VI.2/BAK1 in *Arabidopsis thaliana*.

## Abstract (web summary)

Systemic signals allows plants to mount immune responses in sites that are distal from the local infection site. Here, the authors provide evidence that nicotinamide adenine dinucleotide (NAD ^+^ ) is a potential systemic signal that induces immunity via the lectin receptor kinase LecRK-VI.2 and BAK1.

## Introduction

All eukaryotes possess a sophisticated immune system to defend against microbial pathogens. Whereas animals employ both innate and adaptive immunities, plants lack adaptive immunity and strictly rely on innate immunity. Every plant cell is capable of using the so-called two-tiered innate immune system to detect potential microbial pathogens and mount immune responses^1^. In the local leaves where the initial infection occurs, plant cells utilize pattern recognition receptors (PRRs) to sense conserved features on/in the invading microbes, which are named pathogen-associated molecular patterns (PAMPs), and activate PAMP-triggered immunity (PTI). Successful pathogens employ effectors to dampen PAMP signaling. Resistant plants in turn exploit resistance proteins to detect the presence of pathogen effectors, inducing effector-triggered immunity. These plant–pathogen battles often cause injuries to the plant cells, resulting in release of host-derived damage-associated molecular patterns (DAMPs) that further potentiate immunity through PRRs^2^.

Pathogen perturbation in the local leaves induces production of mobile signals that are transported to the uninfected parts (the systemic leaves) of the plant, leading to the activation of a long-lasting form of immunity known as systemic acquired resistance (SAR) that confers resistance to subsequent infections by a broad spectrum of pathogens^3^. A group of structurally unrelated molecules have been proposed as SAR mobile signals, which include the lipid transfer protein Defective in Induced Resistance1 (DIR1)^4^, salicylic acid (SA) and its derivative methyl SA^5–7^, dehydroabietinal^8^, azelaic acid (AzA)^9^, glycerol-3-phosphate (G3P)^10^, pipecolic acid (Pip) and its derivative *N*-hydroxy-Pip (NHP)^11–13^, and monoterpenes^14^. In addition, nitric oxide (NO) and reactive oxygen species (ROS) have been implicated in the SAR signaling amplification loop^15,16^. It has been suggested that NO, ROS, AzA, and G3P function in a pathway in parallel with the SA pathway in SAR signaling and that Pip acts upstream of the NO-ROS-AzA-G3P branch^7,16^. However, how these SAR signals are perceived in the systemic leaves remains unclear.

Nicotinamide adenine dinucleotide (NAD^+^) and NAD^+^ phosphate (NADP^+^) are universal electron carriers functioning in both metabolic reactions and intracellular signaling^17^. Accumulating evidence has indicated that cellular NAD(P)^+^ can also be released into the extracellular space to stimulate outside-in signaling^18^. In plants, extracellular NAD(P)^+^ [eNAD(P)^+^] elicits transcriptional and metabolic changes similar to those induced by pathogen infection, and pathogen infection leads to leakage of NAD(P)^+^ into the extracellular fluid at concentrations sufficient for immune activation^19,20^. Furthermore, transgenic expression of the human NAD(P)^+^-hydrolyzing ectoenzyme CD38 in *Arabidopsis thaliana* (*Arabidopsis*) partially compromises biological induction of SAR^21^. These results suggest that eNAD(P)^+^ may be an SAR signal molecule. Recently, we identified the *Arabidopsis* legume-like lectin receptor kinase (LecRK), LecRK-I.8, as a potential eNAD^+^ receptor^22^. However, LecRK-I.8 does not bind NADP^+^ and mutations in *LecRK-I.8* have no effect on biological induction of SAR^22^. Thus, the identity of the eNADP^+^-binding receptor and whether eNAD(P)^+^ is an SAR signal molecule remain to be uncovered.

In this study, we show that eNAD^+^ is a putative SAR mobile signal and demonstrate that the eNAD(P)^+^ receptor complex LecRK-VI.2/BAK1 (Brassinosteroid insensitive1-Associated Kinase1) is a key signaling component of SAR in *Arabidopsis*.

## Results

### Exogenous NAD^+^ and/or its derivative(s) move systemically

We have shown that exogenous application of NAD(P)^+^ induces immune responses and that depletion of eNAD(P)^+^ by transgenic expression of the human NAD(P)^+^-hydrolyzing ectoenzyme CD38 partially compromises biological induction of SAR in *Arabidopsis*^19,21^. These results strongly suggest that eNAD(P)^+^ may be an SAR signal molecule. However, when infiltrated into lower leaves of *Arabidopsis* plants, only NAD^+^ at a concentration (5 mm) higher than physiological levels (~0.4 mm) was able to induce a partial and significant resistance (intermediate resistance) in the systemic leaves^21^. We reasoned that, during pathogen infection, NAD(P)^+^ might continuously leak into the extracellular space to trigger SAR. To test this hypothesis, we measured the virulent bacterial pathogen *Pseudomonas syringae* pv. *maculicola* ES4326 (*Psm*)-induced NAD(P) (both oxidized and reduced forms) leakage from leaf disks floating on water. As shown in Fig. 1a, b, the amounts of NAD(P) in the water surrounding the *Psm*-infiltrated leaf disks were significantly higher than those surrounding the mock (10 mm MgCl_2_)-infiltrated leaf disks in the first 36 h. To test whether NAD(P) could leak out of intact leaves, detached leaves were submerged in water with the petioles above the water surface. As shown in Supplementary Fig. 1a, b, NAD(P) levels in the water covering *Psm*-infiltrated leaves increased significantly at 36 and 48 hour. The slower kinetics of NAD(P) leakage from intact leaves than from leaf disks may be attributed to the process of diffusing out of the apoplast. Nevertheless, these results indicate that significant amounts of NAD(P) leaked into the extracellular space after *Psm* infection.

**Fig. 1:**
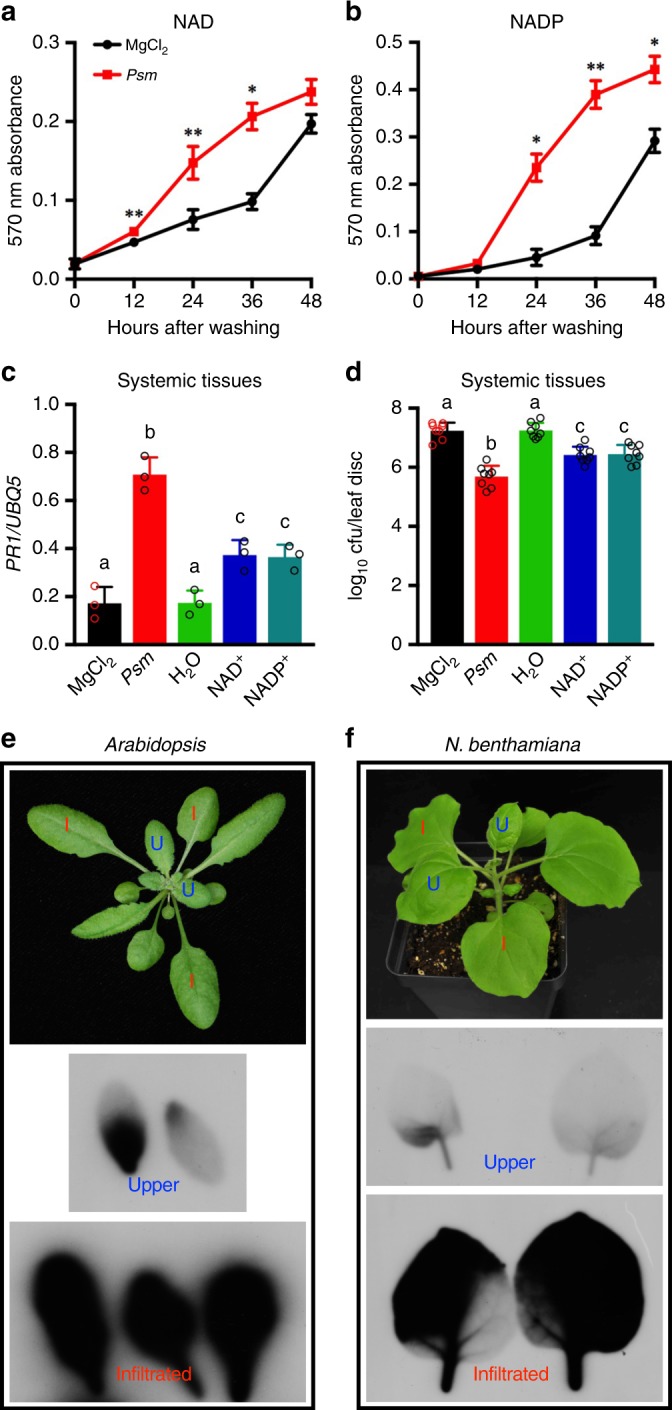
Induction of systemic resistance by exogenous NAD(P)^+^ and movement of exogenously applied NAD^+^. **a**, **b** NAD **a** and NADP **b** leakage from the wild-type Col-0 leaves infiltrated with 10 mm MgCl_2_ (mock) or *Psm* (OD_600_ = 0.002). One leaf disk was removed from each infiltrated leaf and sets of 10 leaf disks were submerged in 5 mL water in test tubes. NAD(P) concentrations in the water were measured over time by enzymatic cycling assays. Data represent the mean ± standard deviation (SD) of three biological replicates. Asterisks denote significant differences between *Psm*- and MgCl_2_-treated samples (*p < 0.05, **p < 0.01; Student’s *t* test). **c**, **d** Expression of *PR1* **c** and growth of *Psm* **d** in the systemic leaves of the wild-type Col-0 plants treated with MgCl_2_, *Psm*, H_2_O, NAD^+^, or NADP^+^. For MgCl_2_ and *Psm* treatments, three lower leaves on each 4-week-old soil-grown *Arabidopsis* plant were infiltrated with 10 mm MgCl_2_ or a *Psm* suspension (OD_600_ = 0.002). Two days later, two systemic leaves were either collected for *PR1* expression analysis by qPCR **c** or challenge-inoculated with *Psm* (OD_600_ = 0.001) **d**. Three days later, eight leaves were collected to examine the growth of the pathogen. Alternatively, three lower leaves were infiltrated with H_2_O, 0.4 mm NAD^+^, or 0.8 mm NADP^+^ every 12 hr for a total of four times. About 5 hr after the last infiltration, two systemic leaves were either collected for *PR1* analysis **c** or challenge-inoculated with *Psm* (OD_600_ = 0.001) **d**. Expression levels of *PR1* **c** were normalized against the constitutively expressed *UBQ5*. Data represent the mean ± SD of three **c** or eight biological replicates **d**. Different letters denote significant differences (*p* < 0.05; one-way ANOVA with Tukey’s test). Compared with the strong systemic resistance induced by *Psm* (~ 35-fold decrease in *Psm* growth), NAD^+^ and NADP^+^ induced intermediate levels of resistance in the systemic leaves (~ 6.5-fold decrease in *Psm* growth). **e**, **f** Autoradiographic detection of ^32^P in the systemic leaves of *Arabidopsis* **e** and *N. benthamiana* **f** plants with the lower leaves infiltrated with ^32^P-NAD^+^. Three lower leaves on an *Arabidopsis* plant or two lower leaves on a *N. benthamiana* plant were infiltrated with a water solution of 6.25 nm ^32^P-NAD^+^ plus 1 mm unlabeled NAD^+^. Twenty-four hr later, the infiltrated leaves (I in red) and two systemic leaves (U in blue) were collected and exposed to X-ray film

To mimic the eNAD(P)^+^ dynamics during pathogen infection, we infiltrated three lower leaves on each *Arabidopsis* plant with 0.4 mm NAD^+^ or 0.8 mm NADP^+^ every 12 hours for a total of four times. Approximately 5 hours after the last infiltration, the systemic leaves were collected for analysis of the induction of *Pathogenesis-Related gene1* (*PR1*), a marker gene of SAR^23^. To test NAD(P)^+^-induced systemic resistance, the systemic leaves were challenge-inoculated with *Psm* and the in planta bacterial growth was determined 3 days later. Meanwhile, *Psm*-triggered biological induction of SAR was used as the positive control. To this end, three lower leaves on each plant were infiltrated with *Psm*. Two days later, the systemic leaves were either collected for *PR1* analysis or challenge-inoculated with *Psm* for resistance test. As shown in Fig. 1c, d, treatment of lower leaves with NAD(P)^+^ significantly induced expression of *PR1* and resistance to *Psm* in the systemic leaves, though the induction levels were significantly lower than those triggered by *Psm*, which is consistent with the notion that multiple signal molecules are involved in SAR activation^24^. Taken together, these results suggest that eNAD(P)^+^ may function as an SAR signal molecule in *Arabidopsis*.

NAD(P)^+^ may act in the infiltrated (local) leaves or be transported to the systemic leaves to trigger resistance. To test whether eNAD(P)^+^-triggered systemic resistance is associated with translocation of eNAD(P)^+^ from local to systemic leaves, an NAD^+^ solution (1 mm unlabeled NAD^+^ plus 6.25 nm ^32^P-NAD^+^) was infiltrated into lower leaves on *Arabidopsis* and *Nicotiana benthamiana* plants (Fig. 1e, f). Twenty-four hours later, the systemic leaves were collected for autoradiographic detection of ^32^P. As shown in Fig. 1e, f, infiltration of ^32^P-NAD^+^ resulted in movement of the radioactivity into the systemic leaves in both *Arabidopsis* and *N. benthamiana*. To define the portion of radioactivity that moves systemically, *Arabidopsis* leaves were infiltrated with 6.25 nm ^32^P-NAD^+^ (without unlabeled NAD^+^) and the radioactivity in the local and systemic leaves was quantified. As shown in Supplementary Fig. 2a, ~ 10.8% and 6.1% of the radioactivity moved into the systemic leaves in the wild type and the *35* *S:CD38* transgenic plants^21^, respectively. Furthermore, whether NAD^+^ per se moves systemically was tested by paper chromatography. As shown in Supplementary Fig. 2b, although three bands were detected in the extracts of local and systemic leaves, the predominant band has the same size as ^32^P-NAD^+^. This result supports the hypothesis that eNAD^+^ can be transported from local to systemic leaves. Interestingly, the signal intensity of the potential ^32^P-NAD^+^ band in the extract of *35* *S:CD38* systemic leaves was significantly reduced (Supplementary Fig. 2b), indicating that the movement of ^32^P-NAD^+^ in the *35* *S:CD38* plants was inhibited. This observation is line with the previously reported result that SAR induction is partially compromised in *35* *S:CD38* plants^21^.

### LecRK-VI.2 is a potential receptor for eNAD(P^)+^

To convincingly demonstrate that eNAD(P)^+^ is an SAR signal molecule, it is crucial to identify its receptors and test their role in SAR responses. We have previously identified LecRK-I.8 as a potential eNAD^+^-binding receptor in *Arabidopsis*^22^. LecRK-I.8 binds NAD^+^ with a dissociation constant (K*d*) of 436.5 ± 104.8 nm. Surprisingly, NADP^+^ did not compete for binding of LecRK-I.8 with ^32^P-NAD^+^. In line with this result, mutations in *LecRK-I.8* did not affect NADP^+^-induced immune responses. Furthermore, the *lecrk-I.8* mutations compromised basal immunity but had no effect on biological induction of SAR^22^. These results prompted us to identify eNADP^+^-binding receptors. We have previously isolated transferred DNA (T-DNA) insertion lines for a group of receptor-like genes that were induced by exogenous NAD^+^^22^. We suspected that NAD^+^ might also induce eNADP^+^-binding receptor genes and thus tested exogenous NADP^+^-induced *Psm* resistance in the T-DNA insertion lines. As shown in Supplementary Fig. 3a, NADP^+^-induced resistance was clearly reduced in the T-DNA insertion line SALK_070801, which harbors a T-DNA insertion in the gene At5g01540 that encodes LecRK-VI.2. We then tested the transcript levels of *LecRK-VI.2* in SALK_070801 and two more T-DNA insertion lines, SAIL_1146_B02 and SAIL_796_E11. Basal transcript levels of *LecRK-VI.2* in the T-DNA insertion lines were ~ 33–48% of those in the wild type, indicating that all three T-DNA insertion lines are knockdown mutants of *LecRK-VI.2* (Supplementary Fig. 3b, c). SALK_070801 has previously been named *lecrk-VI.2-1*^25^, and we thus named SAIL_1146_B02 and SAIL_796_E11 *lecrk-VI.2-2* and *lecrk-VI.2-3*, respectively (Supplementary Fig. 3b). Although previous work has shown that NAD^+^-induced resistance to *Psm* was not affected in the three *lecrk-VI.2* alleles^22^, NAD^+^-induced expression of *PR1*, *PR2*, and *PR5* were all significantly inhibited with the exception of *PR5* in *lecrk-VI.2-3* (Fig. 2a–c). Importantly, NADP^+^-induced *PR* gene expression and *Psm* resistance were significantly suppressed in all three alleles but not in the extracellular ATP receptor mutant *dorn1-3*^26^ (Fig. 2a–d). These results suggest that LecRK-VI.2 may play a more important role in eNADP^+^ signaling than in eNAD^+^ signaling in the local leaves.

**Fig. 2:**
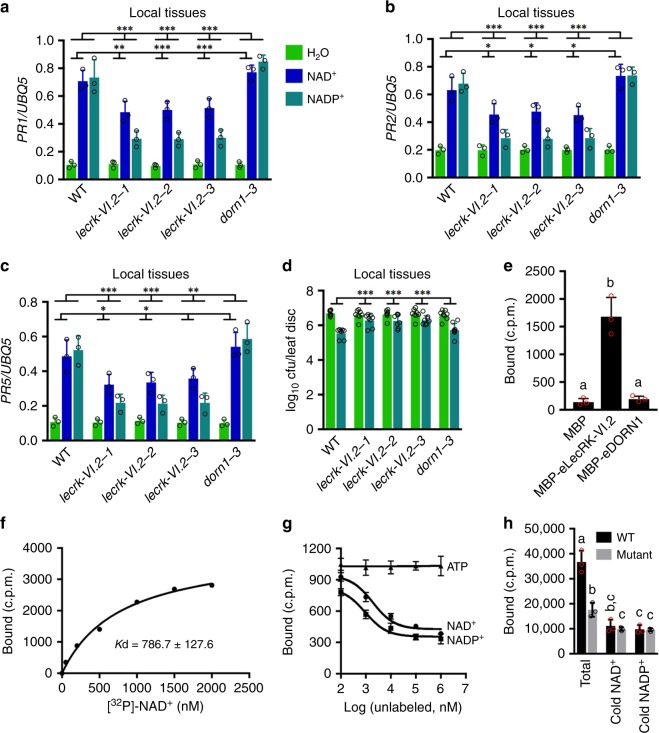
Exogenous NAD(P)^+^-induced local defense responses in the *lecrk-VI.2* mutants and binding of NAD(P)^+^ to LecRK-VI.2. **a**–**c** Exogenous NAD(P)^+^-induced local expression of *PR1* **a**, *PR2* **b**, and *PR5* **c** in the wild-type (WT), *lecrk-VI.2*, and *dorn1-3* plants. Leaves of 4-week-old soil-grown plants were infiltrated with 0.2 mm NAD^+^, 0.4 mm NADP^+^ or H_2_O. The infiltrated leaves were collected 20 hr later. Total RNA was extracted and subjected to qPCR analysis. Expression levels were normalized against the constitutively expressed *UBQ5*. Data represent the mean ± SD of three biological replicates. Asterisks denote significant differences between the induction in the mutants and that in the wild type (*p < 0.05, **p < 0.01, ***p < 0.001; two-way ANOVA with Sidak’s test). Upper line: induction by NADP^+^; lower line: induction by NAD^+^. **d** Exogenous NADP^+^-induced local resistance in the wild-type, *lecrk-VI.2*, and *dorn1-3* plants. Leaves of 4-week-old soil-grown plants were infiltrated with 0.4 mm NADP^+^ or H_2_O. Five hr later, the infiltrated leaves were inoculated with a *Psm* suspension (OD_600_ = 0.001). Three d later, eight leaves were collected to examine the growth of the pathogen. Data represent the mean ± SD of eight biological replicates. Asterisks denote significant differences between the induction in the mutants and that in the wild type (***p < 0.001; two-way ANOVA with Sidak’s test). **e** Binding of ^32^P-NAD^+^ to recombinant MBP, MBP-eLecRK-VI.2, and MBP-eDORN1 proteins. Approximately 5 μg recombinant proteins were used for each binding assay. Data represent the mean ± SD of three experiments. Different letters denote significant differences (*p* < 0.05; one-way ANOVA with Tukey’s test). **f** Saturation binding assay for LecRK-VI.2. Recombinant MBP-eLecRK-VI.2 proteins were incubated with the indicated concentrations of ^32^P-NAD^+^ for 30 min. Free NAD^+^ was removed by washing. Data were plotted as a specific binding. The dissociation constant (*K*d) was calculated by one site specific binding saturation model using GraphPad Prism 7 (www.graphgpad.com). The experiment was repeated four times with similar results and results from a representative experiment were presented. **g** Competitive binding assay for LecRK-VI.2. Samples containing 250 nm of ^32^P-NAD^+^ in the presence of 100 nm to 1 mm of unlabeled nucleotides were assayed for specific binding of ^32^P-NAD^+^. Data were plotted as a specific binding with SD of three experiments. The 50% inhibition concentration (IC_50_) values were calculated in GraphPad Prism 7 using the one site Fit logIC_50_ competition model. **h** Binding of ^32^P-NAD^+^ to the microsomal fractions of the wild-type (WT) and *lecrk-VI.2-2* mutant plants. Samples containing 250 nm ^32^P-NAD^+^ in the absence (total) or presence of 1000-fold unlabeled (cold) NAD^+^ or NADP^+^ were assayed for binding of ^32^P-NAD^+^. Data represent the mean ± SD of three experiments. Different letters denote significant differences (*p* < 0.05; one-way ANOVA with Tukey’s test)

We then tested whether LecRK-VI.2 binds NAD^+^ using ^32^P-NAD^+^. The extracellular domain (amino acids (AAs) 23-310) of LecRK-VI.2 (eLecRK-VI.2) was expressed and purified from *Escherichia coli* as a recombinant maltose-binding protein (MBP) fusion (Supplementary Fig. 3d) and subjected to binding assays with ^32^P-NAD^+^. As shown in Fig. 2e, a specific NAD^+^ binding activity was detected for MBP-eLecRK-VI.2 but not for the simultaneously purified MBP and MBP-eDORN1 (AA 22–288) proteins. MBP-eLecRK-VI.2 exhibited a typical saturation curve for NAD^+^ binding with a K*d* of 786.7 ± 127.6 nm (Fig. 2f). To test whether LecRK-VI.2 binds NADP^+^, we compared the abilities of unlabeled NAD^+^, NADP^+^, and ATP to compete for binding of ^32^p-NAD^+^. Binding of ^32^P-NAD^+^ to MBP-eLecRK-VI.2 was effectively competed by unlabeled NAD^+^ (50% inhibition concentration, IC_50_, 1,887 nm) and NADP^+^ (IC_50_, 945 nm), but was not competed by ATP (IC_50_ > 100,000 nm) (Fig. 2g). As the IC_50_ of NADP^+^ is approximately half of that of NAD^+^, the relative binding affinity of NADP^+^ is slightly higher than that of NAD^+^, which is in agreement with the compromised NADP^+^ responsiveness in the *lecrk-VI.2* mutants (Fig. 2a–d). Furthermore, the total NAD^+-^binding activity in the membrane fractions of the *lecrk-VI.2-2* mutant was significantly lower than that in the wild type, and the binding of ^32^P-NAD^+^ to the membrane fractions was also effectively competed by both unlabeled NAD^+^ and NADP^+^ (Fig. 2h). Note that the reduced binding of ^32^P-NAD^+^ to the membrane fractions of *lecrk-VI.2-2* was further competed by unlabeled NAD^+^ and NADP^+^, indicating the existence of other NAD(P)^+^-binding proteins. Taken together, these results indicate that LecRK-VI.2 is a potential receptor for both NAD^+^ and NADP^+^. In agreement with this conclusion, the *LecRK-VI.2* gene is induced by both NAD^+^ and NADP^+^ (Supplementary Fig. 3e).

### LecRK-VI.2 is required for NAD(P)^+^-induced systemic immunity

To test whether LecRK-VI.2 is essential for exogenous NAD(P)^+^ to trigger systemic resistance, we infiltrated three lower leaves on each *Arabidopsis* plant with 0.4 mm NAD^+^ or 0.8 mm NADP^+^ every 12 hours for a total of four times. About 5 hours after the last infiltration, the systemic leaves were either collected for analysis of the induction of *PR1* or challenge-inoculated with *Psm* to test NAD(P)^+^-induced systemic resistance. As shown Fig. 3a, b, although mutations in *LecRK-VI.2* did not significantly inhibit NAD(P)^+^-induced *PR1* gene expression, NAD(P)^+^-induced resistance to *Psm* in the systemic leaves was completely blocked in the mutants plants. This result indicates that LecRK-VI.2 is required for exogenous NAD(P)^+^-induced systemic resistance and further supports LecRK-VI.2 being an eNAD(P)^+^ receptor.

**Fig. 3:**
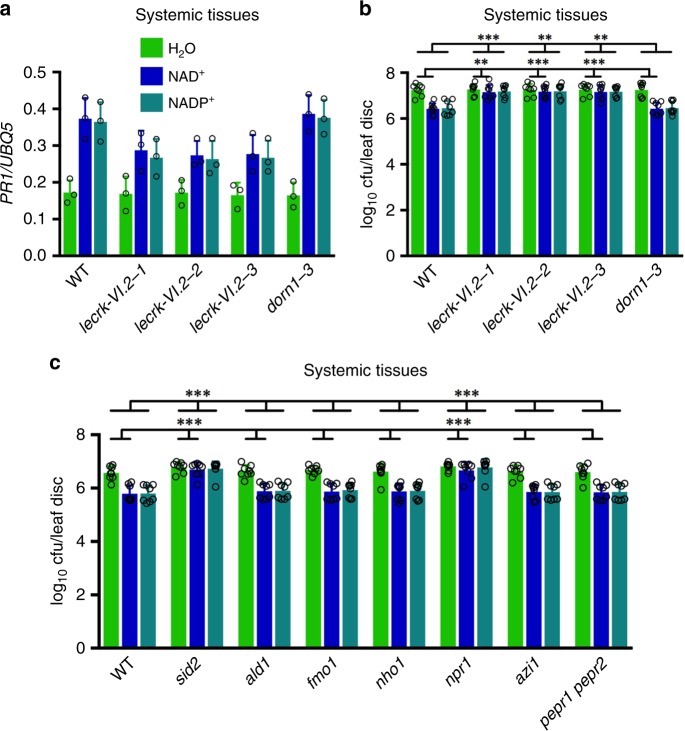
Exogenous NAD(P)^+^-induced systemic responses in *lecrk-VI.2* and several SAR mutants. **a**, **b** NAD(P)^+^-induced systemic *PR1* expression **a** and systemic resistance **b** in the wild-type (WT), *lecrk-VI.2*, and *dorn1-3* plants. Three lower leaves on each 4-week-old soil-grown plant were infiltrated with H_2_O, 0.4 mm NAD^+^, or 0.8 mm NADP^+^ every 12 hr for a total of four times. About 5 hr after the last infiltration, two systemic leaves were either collected for *PR1* analysis **a** or challenge-inoculated with a *Psm* suspension (OD_600_ = 0.001) **b**. Three d later, eight leaves were collected to examine the growth of the pathogen. Expression levels of *PR1* **a** were normalized against the constitutively expressed *UBQ5*. Data represent the mean ± SD of three **a** or eight biological replicates **b**. Asterisks denote significant differences between the induction in the mutants and that in the wild type (**p < 0.01, ***p < 0.001; two-way ANOVA with Sidak’s test). Upper line: induction by NADP^+^; lower line: induction by NAD^+^. **c** NAD(P)^+^-induced systemic resistance in the wild-type, *sid2*, *ald1*, *fmo1*, *nho1*, *npr1*, *azi1*, and *pepr1 pepr2* plants. The experiment was conducted as in **b**. Data represent the mean ± SD of eight biological replicates. Asterisks denote significant differences between the induction in the mutants and that in the wild type (***p < 0.001; two-way ANOVA with Sidak’s test). Upper line: induction by NADP^+^; lower line: induction by NAD^+^

To test the necessity of the well-documented SAR pathway genes in eNAD(P)^+^ signaling, we first monitored exogenous NAD(P)^+^-induced resistance to *Psm* in the local leaves of various SAR mutants. Interestingly, except *fad7* (*fatty acid desaturase7*)^27^, only mutations affecting SA accumulation, including *sid2* (*SA induction deficient2*)^28^, *eds5* (*enhanced disease susceptibility5*)^29^, *eds1*^30^, *pad4* (*phytoalexin deficient4*)^31^, and *ndr1* (*non race-specific disease resistance1*)^32^, significantly inhibited NAD(P)^+^-induced *Psm* resistance (Supplementary Fig. 4a–d). The *npr1-3* (*nonexpressor of PR genes1-3*) mutation, which largely blocks SA signaling^33^, significantly suppressed NADP^+^- but not NAD^+^-induced resistance (Supplementary Fig. 4a), which is consistent with the result obtained with the *npr1-1* allele^19^. These results indicate that eNAD(P)^+^ activates SA-dependent signaling and may function downstream or independently of *ALD1* (*AGD2-Like Defense response protein1*)^34^, *FMO1* (*Flavin-dependent Monooxygenase1*)^35^, *AZI1* (*AZelaic acid Induced1*)^9^, *NHO1* (*NONHOST1*)^36^, *PEPR1* (*PEPp Receptor1*)/*2*^37^, *DIR1*, and *SFD1* (*Suppressor of Fatty acid desaturase Deficiency1*)^38^ in the local leaves.

We further tested exogenous NAD(P)^+^-induced systemic resistance to *Psm* in the systemic leaves of *sid2*, *ald1*^34^, *fmo1*^35^, and *nho1*^36^, which do not accumulate SA, the putative SAR mobile signals Pip, NHP, and G3P, respectively, and *npr1*, *azi1*^9^, and *pepr1 pepr2*^39^, which do not respond to SA, the putative SAR signal molecule AzA, and Pep peptide elicitors, respectively. To this end, three lower leaves on each plant were infiltrated with 0.4 mm NAD^+^ or 0.8 mm NADP^+^ every 12 hours for a total of four times. Five hours after the last infiltration, the systemic leaves were challenge-inoculated with *Psm* to test NAD(P)^+^-induced systemic resistance. As shown in Fig. 3c, NAD(P)^+^-induced systemic resistance against *Psm* was significantly suppressed in *sid2* and *npr1*, but not in *ald1*, *fmo1*, *nho1*, *azi1*, and *pepr1 pepr2*, indicating that eNAD(P)^+^-triggered systemic signaling requires SA and NPR1, but not Pip, NHP, G3P, AzA, and Pep peptide elicitors.

We have previously shown that high concentrations (> 1 mm) of NAD(P)^+^ significantly induce SA accumulation^19^. To test whether the concentrations used above could induce SA accumulation, free SA levels in leaf tissues treated with 0.4 mm NAD^+^ or 0.8 mm NADP^+^ were measured. As shown in Supplementary Fig. 5a, 0.4 mm NAD^+^ and 0.8 mm NADP^+^ did not significantly induce free SA accumulation in the treated leaves, suggesting that basal SA is both necessary and sufficient for eNAD(P)^+^-induced defense signaling. On the other hand, previous microarray analysis indicated that SA treatment quickly (1 hour) induces *LecRK-VI.2* expression^40^. We confirmed this result by quantitative PCR (qPCR) and further revealed that the induction depends on the transcription coactivator NPR1 (Supplementary Fig. 5b, c). These results indicate that SA signaling positively regulates *LecRK-VI.2* expression, suggesting a signaling amplification loop comprising SA, NPR1, and LecRK-VI.2.

### LecRK-VI.2 is required for biological induction of SAR

If eNAD(P)^+^ is an SAR signal molecule and LecRK-VI.2 is a receptor of eNAD(P)^+^, mutations in *LecRK-VI.2* should block biological induction of SAR. To test this hypothesis, we infiltrated three lower leaves on each plant with either 10 mm MgCl_2_ (−SAR) or *Psm* (+ SAR). Two days later, expression of *PR1*, *PR2*, and *PR5* in the systemic leaves was analyzed. As shown in Fig. 4a–c, induction of the three commonly used SAR marker genes was significantly suppressed in the *lecrk-VI.2* mutants, but not in *dorn1-3*. To test SAR activation-induced resistance in the *lecrk-VI.2* plants, we challenge-inoculated the systemic leaves with *Psm* and determined the bacterial growth after 3 days. As shown in Fig. 4d, SAR activation induced strong resistance in the wild-type and *dorn1-3* plants, whereas the resistance was significantly inhibited in the *lecrk-VI.2* mutants. We further conducted a microarray experiment to compare SAR activation-induced transcriptome changes in *lecrk-VI.2-2* and wild type (National Center for Biotechnology Information Gene Expression Omnibus series number GSE121886). 

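The deposited data hold 18 ATH1 arrays, 3 for each of 6 groups. The groups are 3 genotypes, the wild type (Col-0), *lecrk-VI.2-2* and *bak1-5*, each with 10 mM MgCl_2_ (−SAR) or with *Psm* at an OD_600_ of 0.002 (+SAR) infiltrated into 3 lower leaves of 4-week-old plants. *Psm* is a virulent bacterial leaf pathogen, *lecrk-VI.2-2* carries a T-DNA insertion in the gene of the lectin receptor kinase LecRK-VI.2, and *bak1-5* is a mutant of the receptor-associated kinase BAK1. The RNA came from systemic leaves collected 2 days later. The reporting summary states that each RNA sample was collected from 12 plants, and it does not say whether the plants of one group were grown or treated on different days, so the *q* values measure the spread between these samples. The deposited values are log2 intensities per probe set, made by the authors with the affy package by Robust Multichip Analysis, which corrects the background, makes the distributions of the arrays equal and summarizes the probes of a set, while the reporting summary names Expression Console 3.0 for the last step. From these values, one linear model with a mean for each group was fitted to all 18 arrays with limma (lmFit and eBayes). The 64 control probe sets were left out, and *q* values were adjusted by Benjamini and Hochberg's approach over the other 22746. A probe set was counted as up- or downregulated at a *q* value of 0.05 or less and a fold change of at least 2, the thresholds in the paper's methods. Members of gene lists and single genes were judged by the *q* threshold alone. The methods do not name whether a fit held 1 genotype or all 3. In the 1998 rows of Supplementary Data 1 used here, the paper's *q* values equal those of the fit of all 18 arrays within 5.0e-07. A fit of the 6 *lecrk-VI.2-2* arrays alone gave 20 raised and 18 lowered probe sets, where the fit of all arrays gave the paper's 55 and 26. The paper's values are therefore those of a fit of all arrays. All changes are given on the log2 scale for 3 arrays against 3, with the standard error of the fit, which is the same in the 3 genotypes for one probe set. The number of arrays limits the precision, and the median standard error of a change was 0.11. A difference between the changes of 2 genotypes was tested as an interaction in the same fit, with a median standard error of 0.15.

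The log2 signal of *LecRK-VI.2* (*LECRKA4.1*, AT5G01540), the gene disrupted in *lecrk-VI.2-2*, was 5.44, 5.45 and 5.55 in the wild type without SAR and 5.59, 5.52 and 5.57 in the arrays labelled *lecrk-VI.2-2* without SAR. With SAR it was 5.78, 5.91 and 5.84 in the wild type and 5.63, 5.68 and 5.45 in *lecrk-VI.2-2*. The mean level in *lecrk-VI.2-2* was 105% of that in the wild type without SAR (95% confidence interval from limma 93.1 to 119) and 83.7% with SAR (74.0 to 94.7, *q* = 0.089). The probe set is dim, with its highest group mean of 5.84 below the limit of 6 set for dim probe sets, so the ratios are not shown to be of signal above background, and the files do not give where its probes lie relative to the T-DNA. Of the probe sets tested, 14494 were assigned to 1 gene, 521 to several and 33 to conflicting genes, and 7698 had no gene in the files used, so counts are of probe sets. Of the 14494, 981 were named only by a match to rows of Supplementary Data 1, which hold wild-type changes of at least 0.33. Genes in lists therefore lean to those that rose in the wild type, which favors it over the mutants. A pair of the *lecrk-VI.2-2* arrays, MgCl_2_ replicate 2 and *Psm* replicate 3, had 16.0% and 16.8% of probe sets at a log2 signal of 6 or more, against 18.2% to 19.6% in the other 16 arrays.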

Systemic leaf tissues were collected two days after inoculation of the lower leaves with *Psm*, as significant systemic increases in *PR* gene expression and resistance were observed at this time point^41^ (Fig. 4a–d). Genes that were induced or suppressed twofold or higher with a low *q* value (≤0.05) by SAR activation in *lecrk-VI.2-2* and the wild type were identified and compared. As shown in Fig. 4e, f, a total of 564 and 151 genes in the wild type were up- and downregulated, respectively, whereas only 55 and 26 genes in *lecrk-VI.2-2* were up- and downregulated, respectively. 

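The 3 *PR* genes of Fig. 4a–c, commonly used markers of salicylic acid (SA) signaling, rose in the wild type with SAR. *PR1* (AT2G14610) rose by 3.80 (standard error 0.15, n = 3 arrays per group, *q* = 8.8e-12 from limma), *PR2* (*BGL2*, AT3G57260) by 5.88 (0.43, *q* = 3.2e-08) and *PR5* (AT1G75040) by 3.43 (0.22, *q* = 6.6e-09). In *lecrk-VI.2-2*, *PR5* rose by 1.31 (*q* = 0.0042), while the values for *PR1* and *PR2* were 0.29 (*q* = 0.60) and 1.62 (*q* = 0.085). Among the largest rises in the wild type were those of *TAT3*, a tyrosine aminotransferase gene induced by jasmonic acid (JA), by 6.40 (0.77), of *CORI3*, a gene induced by the JA mimic coronatine, by 4.69 (0.53), and of *BSMT1*, the methyltransferase that makes methyl salicylate, by 4.70 (0.93). *CORI3* also rose in *lecrk-VI.2-2*, by 2.45 (*q* = 0.027, a call lost under 5 of the alternatives), where *TAT3* had a value of 2.69 (*q* = 0.13). The 3 *lecrk-VI.2-2* arrays with SAR lay at 8.31, 10.66 and 8.12 for *CORI3* and at 6.29, 10.05 and 6.21 for *TAT3*, the highest in each being *Psm* replicate 2. Among the genes that fell most in the wild type were AT1G62510, by −4.24 (0.44), AT2G10940, by −3.45 (0.40), and the GDSL-type lipase gene AT1G29670, by −2.34 (0.28). AT1G29670 also fell in *lecrk-VI.2-2*, by −1.55 (*q* = 0.0082).

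Of 20 SA-responsive genes, all 20 rose in the wild type and 10 rose in *lecrk-VI.2-2*, and none fell in either (20 and 16 rose when adjusted over the list alone). Of 27 genes of JA synthesis and response that could be assigned to a probe set, 24 rose in the wild type and 5 in *lecrk-VI.2-2* (26 and 10 when adjusted over the list alone). Of 13 genes of protein folding in the endoplasmic reticulum (ER), which serves secreted defense proteins, 13 and 6 rose (13 and 10 when adjusted over the list alone). Of 21 genes of the rapid response to touch, wounding and stress, 20 and 1 rose (21 and 3 when adjusted over the list alone). The wild-type values of many members stand in Supplementary Data 1 and had been seen when the lists were made. The platform annotation named 3, 2, 2 and 4 members of the 4 lists, and the match to rows that rose in the wild type named the others. Of the genes listed, 20 of 20, 27 of 33, 13 of 16 and 21 of 25 were assigned. So neither the direction in the wild type nor a larger response there than in a mutant is independent evidence. With limma's camera and an estimated correlation between the genes of a list, the 4 lists rose in the wild type at an adjusted p of 1.4e-04, 0.0089, 6.0e-04 and 0.0072, in the order given. In *lecrk-VI.2-2*, the SA and ER lists did so by limma's test at an adjusted p of 4.2e-04 and 0.0053, and the JA list (adjusted p = 0.084) and the touch list (adjusted p = 0.11) did not pass. Relative to the MgCl_2_ mean of the genotype, the mean of the JA list was 0.56, 2.12 and 0.54 in the *Psm* arrays of *lecrk-VI.2-2* and 3.08, 2.51 and 2.74 in those of the wild type. Without *Psm* replicate 2, 8 SA-responsive, 1 JA, 3 ER folding and 1 touch gene rose in *lecrk-VI.2-2* (13, 6, 10 and 1 when adjusted over the list alone).

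Over all probe sets, 564 rose and 151 fell in the wild type, and 55 rose and 26 fell in *lecrk-VI.2-2*. Of the latter, 53 and 21 were also called in the same direction in the wild type, where independent sets of these sizes would share 1.36 and 0.173. The other 2 that rose were *AO*, the L-aspartate oxidase of NAD synthesis, by 1.09 (0.24, a call lost under 6 of the alternatives), and *G3Pp1*, a glycerol-3-phosphate transporter gene, by 1.14 (0.18), with wild-type values of 0.62 (*q* = 0.11) and 0.99 (*q* = 6.2e-04). The other 5 that fell were *EXLA1*, an expansin-like gene, by −1.82 (0.29), AT2G30930, by −1.17 (0.18), with wild-type values of −0.94 (*q* = 0.035) and −0.83 (*q* = 0.0041), and 3 probe sets not assigned to 1 gene. For none of these 4 genes did the difference between the genotypes pass. The number that rose in *lecrk-VI.2-2* was 20 in a fit of its 6 arrays alone, 156 with array weights and 32 without *Psm* replicate 2. The number that fell was 46 without MgCl_2_ replicate 2 and 17 without MgCl_2_ replicate 3, and in the wild type it was 98 without *Psm* replicate 1.

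**Figure D1:**
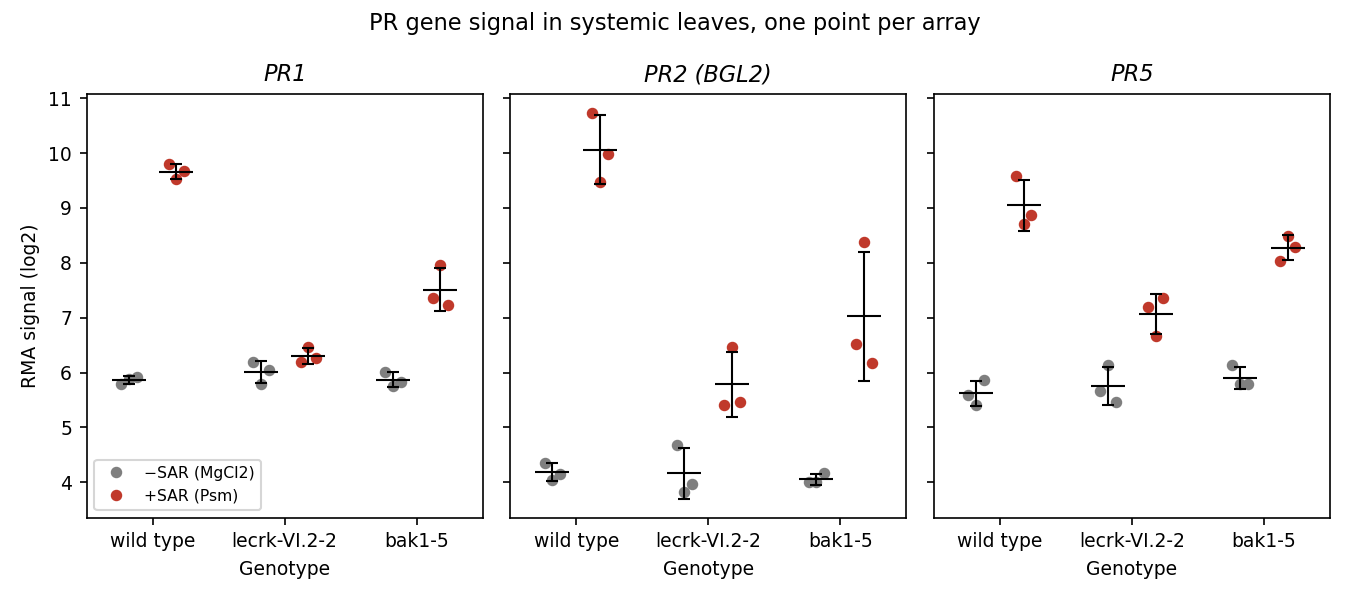
Log2 signal (vertical axis) of *PR1*, *PR2* and *PR5* in systemic leaves of the wild type, *lecrk-VI.2-2* and *bak1-5* (horizontal axis), without SAR (gray) and with SAR (red), one point per array, with the mean as a horizontal line and the SD of 3 arrays as bars. *PR1* lay between 9.52 and 9.80 in the wild type with SAR and between 6.19 and 6.47 in *lecrk-VI.2-2* with SAR.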

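Genes of SA synthesis and its regulators are an example of genes that rose in the wild type and were not called in *lecrk-VI.2-2*. Of 8 such genes assigned to a probe set, 8 rose in the wild type and none passed the test in *lecrk-VI.2-2* (8 and 2 when adjusted over the list alone), and the difference between the genotypes passed for 4 (8 when adjusted over the list alone). Of 11 genes listed, the platform annotation named 1 of the 8 assigned. The others were named by the match to rows that rose in the wild type, so its count was largely set by the naming. *PBS3*, which encodes an enzyme of SA synthesis, rose by 2.72 (standard error 0.18) in the wild type and had a value of 0.11 in *lecrk-VI.2-2* (*q* = 0.96). This difference of 2.61 between the genotypes passed the test (*q* = 1.8e-05 from limma). The defense regulator gene *PAD4* rose by 1.79 (0.13) in the wild type against 0.51 in *lecrk-VI.2-2*, a difference of 1.28 (*q* = 9.7e-04). *CBP60G*, a transcription factor gene that acts on SA synthesis, rose by 1.18 (0.12) against 0.27, a difference of 0.91 (*q* = 0.012). *ICS1* (*EDS16*), the isochorismate synthase of the pathway, rose by 1.01 (0.17) against 0.11, and this difference of 0.90 missed the threshold (*q* = 0.075). *PAD4*, *CBP60G* and *ICS1* are dim too, with highest arrays of 5.73, 5.28 and 5.52, below the limit of 6. Their ratios are therefore not shown to be of signal above background. The transcription factor gene *WRKY40* rose by 3.39 (0.35) against 0.47, a difference of 2.92 (*q* = 0.0047). AT1G13650 fell by −2.40 (0.24) against −0.40, a difference of −2.0 (*q* = 0.0047).

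Of the 564 probe sets that rose in the wild type, 511 (90.6%) were not called in *lecrk-VI.2-2*, and of the 151 that fell, 130 (86.1%) were not. Not being called in one genotype is no test of a difference. The values of 495 of the 511 and of 127 of the 130 had the same sign as in the wild type, with medians of 0.48 and −0.43. Of the probe sets not called, 37 and 15 passed the *q* threshold in *lecrk-VI.2-2* at a fold change below 2. The difference between the genotypes itself passed the *q* threshold for 177 of the 511 and 28 of the 130.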

In other words, transcript levels of >90 and 82% of the genes that were induced and suppressed, respectively, in the wild type were not significantly changed in the *lecrk-VI.2-2* mutant. These results indicate that the eNAD(P)^+^-binding receptor LecRK-VI.2 is a crucial component in the SAR signaling pathway.

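Tested directly, the response of SA-responsive genes was smaller in *lecrk-VI.2-2* than in the wild type. The difference for *PR1* was 3.5 (standard error 0.21, *q* = 5.7e-08 from limma), for *PR2* 4.26 (0.60, *q* = 8.2e-04) and for *PR5* 2.12 (0.31, *q* = 0.0013). *DMR6*, an oxygenase gene that limits SA levels, rose by 3.75 in the wild type and 2.18 in *lecrk-VI.2-2*, a difference of 1.57 (0.16, *q* = 2.6e-05). *CRT3*, a calreticulin gene needed for folding of an immune receptor, rose by 3.6 and 1.64, a difference of 1.96 (0.21, *q* = 4.0e-05). *MPK11*, a MAP kinase gene of pattern-triggered immunity, rose by 2.50 in the wild type and had a value of 0.26 in *lecrk-VI.2-2*, a difference of 2.24 (0.30, *q* = 4.7e-04). *CRK6*, a cysteine-rich receptor-like kinase gene, rose by 3.40 in the wild type against 0.81, a difference of 2.60 (0.29, *q* = 7.1e-05).

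The difference passed the test for 9 of the 20 SA-responsive genes, for 6 of the 27 JA genes, for 10 of the 13 ER folding genes and for 11 of the 21 touch, wound and stress genes, all in the direction of a larger response in the wild type (17, 23, 13 and 17 when adjusted over the list alone). The median differences were 1.12, 1.71, 1.2 and 1.64. The 4 lists passed limma's camera with an estimated correlation at an adjusted p of 4.1e-04, 0.017, 5.6e-04 and 0.0082. Most members were named through their rise in the wild type, which favors it, so these tests are not independent evidence. Of 8 genes of pattern-triggered immunity assigned to a probe set, 4 rose in the wild type, 1 in *lecrk-VI.2-2*, and the difference passed for 3 (5, 1 and 5 when adjusted over the list alone), of which *SOBIR1* and *WRKY33* lost the call under 10 and 8 of the alternatives.

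The number of JA genes whose difference passed was 22 without *lecrk-VI.2-2* *Psm* replicate 2 and 1 without its replicate 1 or replicate 3 (26, 17 and 15 when adjusted over the list alone).

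Over all probe sets, the change in the wild type minus that in *lecrk-VI.2-2* was above 0 by a fold of at least 2 for 171 and below 0 for 20, so a probe set that fell less in *lecrk-VI.2-2* is among the latter. The first count was 107 without *lecrk-VI.2-2* *Psm* replicate 3 and 338 without *lecrk-VI.2-2* *Psm* replicate 2. The second was 3 without *lecrk-VI.2-2* *Psm* replicate 1 and 38 without wild-type *Psm* replicate 2. From the *PR* genes, the resistance assay and the numbers of genes changed (Fig. 4), the paper concludes that LecRK-VI.2 is a crucial component in the SAR signaling pathway.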

**Fig. 4:**
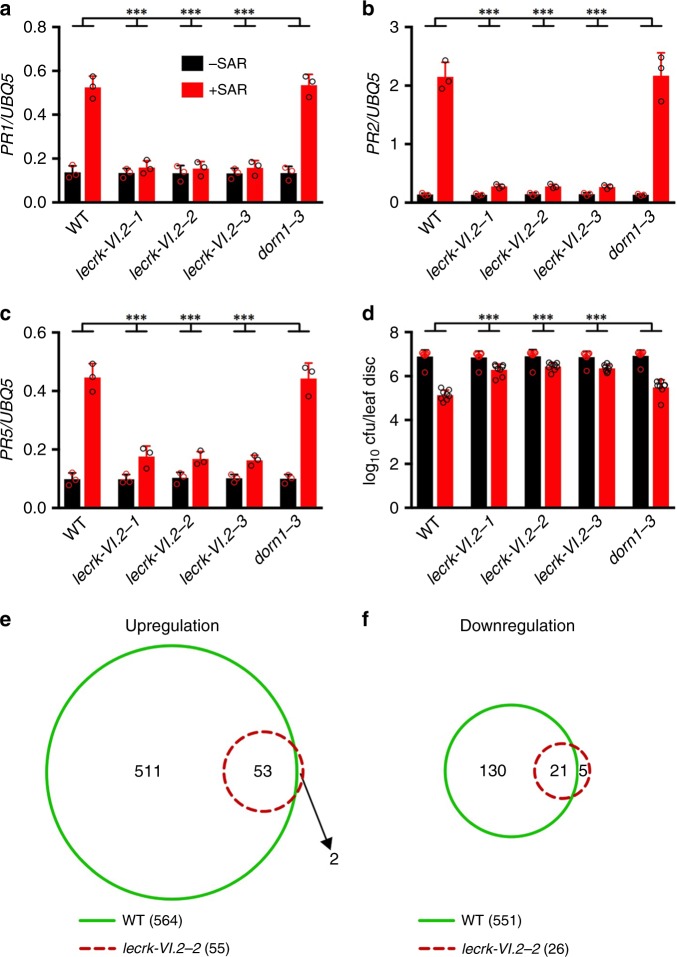
Biological induction of SAR in the *lecrk-VI.2* mutants. **a**–**c** Expression of *PR1* **a**, *PR2* **b**, and *PR5* **c** in the systemic leaves of the wild-type (WT), *lecrk-VI.2*, and *dorn1-3* plants with or without SAR induction. Three lower leaves on each 4-week-old soil-grown plant were infiltrated with 10 mm MgCl_2_ or a *Psm* suspension (OD_600_ = 0.002). Two d later, systemic leaves were collected for *PR* gene expression analysis by qPCR. Expression levels were normalized against the constitutively expressed *UBQ5*. Data represent the mean ± SD of three biological replicates. Asterisks denote significant differences between the induction in the mutants and that in the wild type (***p < 0.001; two-way ANOVA with Sidak’s test). **d** Biological induction of SAR in the wild-type, *lecrk-VI.2*, and *dorn1-3* plants. Three lower leaves on each 4-week-old soil-grown plant were infiltrated with 10 mm MgCl_2_ or a *Psm* suspension (OD_600_ = 0.002). Two d later, two systemic leaves were challenge-inoculated with *Psm* (OD_600_ = 0.001). Three d later, eight leaves were collected to examine the growth of the pathogen. Data represent the mean ± SD of eight biological replicates. Asterisks denote significant differences between the induction in the mutants and that in the wild type (***p < 0.001; two-way ANOVA with Sidak’s test). **e**, **f** Overlaps between the genes that were up- **e** or downregulated **f** in the systemic leaves of the wild-type and *lecrk-VI.2-2* plants. Plants were treated as in **a**–**c**. Total RNA extracted from the systemic tissues was subjected to microarray analysis. Genes with an absolute fold change ≥ 2 and a *q* value ≤ 0.05 were compared with obtain overlapped genes among the wild-type and *lecrk-VI.2-2* plants

### BAK1 and BKK1 are required for eNAD(P)^+^ signaling

It has previously been shown that LecRK-VI.2 has a positive role in PTI via constitutive association with the leucine-rich repeat receptor kinase (LRR-RK) PRR FLAGELLIN-SENSING2 (FLS2)^25,42^. Upon flagellin perception, FLS2 recruits its co-receptors BAK1 and BAK1-LIKE1 (BKK1), which phosphorylate their interacting receptor-like cytoplasmic kinase Botrytis-Induced Kinase1 (BIK1) to initiate the PTI signaling^43–48^. To test whether these well-established PTI signaling components function in eNAD(P)^+^ signaling, we tested exogenous NAD(P)^+^-induced immune responses in the *bak1-5*^49^, *bkk1*^50^, *bak1-5 bkk1*^49^, *fls2 efr* (*elongation factor Tu receptor*)^51,52^, and *bik1*^45^ mutants. As shown in Fig. 5a, b and Supplementary Fig. 6a, b, NAD(P)^+^-induced *PR* gene expression and *Psm* resistance were not significantly altered in the *fls2 efr* and *bik1* mutants, whereas the induction was differentially affected by the *bak1-5* and *bkk1* mutations. NAD^+^-induced expression of *PR1* and *PR2* was significantly inhibited in *bak1-5*, *bkk1*, and *bak1-5 bkk1*, but NAD^+^-induced expression of *PR5* and resistance to *Psm* was only significantly repressed in the *bak1-5 bkk1* double mutant. On the other hand, NADP^+^-induced *PR* gene expression and *Psm* resistance were significantly suppressed in both single and double mutants. These results indicate that BAK1 and BKK1 play overlapping and independent roles in the eNAD(P)^+^ signaling pathways.

**Fig. 5:**
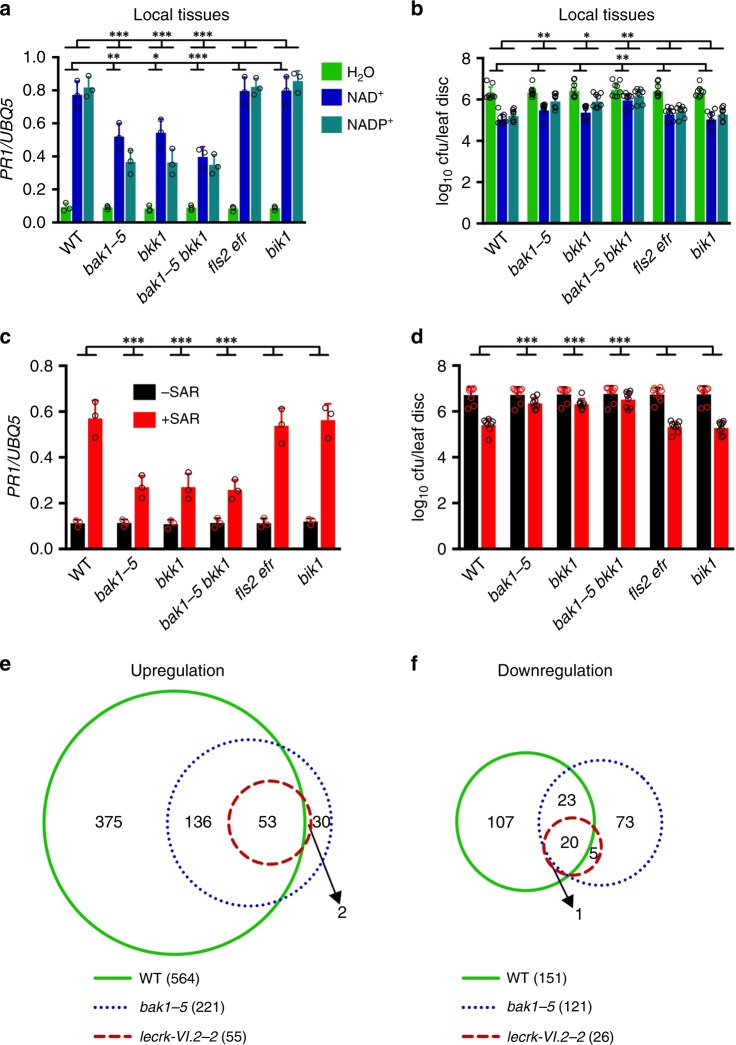
Exogenous NAD(P)^+^-induced local immune responses and biological induction of SAR in several PTI mutants. **a** Exogenous NAD(P)^+^-induced local *PR1* expression in the wild-type (WT), *bak1-5*, *bkk1*, *bak1-5 bkk1*, *fls2 efr*, and *bik1* plants. Leaves of 4-week-old soil-grown plants were infiltrated with 0.2 mm NAD^+^, 0.4 mm NADP^+^ or H_2_O. The infiltrated leaves were collected 20 hr later. Total RNA was extracted and subjected to qPCR analysis. Expression levels of *PR1* were normalized against the constitutively expressed *UBQ5*. Data represent the mean ± SD of three biological replicates. Asterisks denote significant differences between the induction in the mutants and that in the wild type (*p < 0.05, **p < 0.01, ***p < 0.001; two-way ANOVA with Sidak’s test). Upper line: induction by NADP^+^; lower line: induction by NAD^+^. **b** Exogenous NAD(P)^+^-induced local resistance in the wild-type, *bak1-5*, *bkk1*, *bak1-5 bkk1*, *fls2 efr*, and *bik1* plants. Leaves of 4-week-old soil-grown plants were infiltrated with 0.2 mm NAD^+^, 0.4 mm NADP^+^ or H_2_O. Five hr later, the infiltrated leaves were inoculated with a *Psm* suspension (OD_600_ = 0.001). Three d later, eight leaves were collected to examine the growth of the pathogen. Data represent the mean ± SD of eight biological replicates. Asterisks denote significant differences between the induction in the mutants and that in the wild type (*p < 0.05, **p < 0.01; two-way ANOVA with Sidak’s test). Upper line: induction by NADP^+^; lower line: induction by NAD^+^. **c** Expression of *PR1* in the systemic leaves of the wild-type, *bak1-5*, *bkk1*, *bak1-5 bkk1*, *fls2 efr*, and *bik1* plants with or without SAR induction. Three lower leaves on each 4-week-old soil-grown plant were infiltrated with 10 mm MgCl_2_ or a *Psm* suspension (OD_600_ = 0.002). Two d later, systemic leaves were collected for *PR1* expression analysis by qPCR. Data represent the mean ± SD of three biological replicates. Asterisks denote significant differences between the induction in the mutants and that in the wild type (***p < 0.001; two-way ANOVA with Sidak’s test). **d** Biological induction of SAR in the wild-type, *bak1-5*, *bkk1*, *bak1-5 bkk1*, *fls2 efr*, and *bik1* plants. Three lower leaves on each 4-week-old soil-grown plant were infiltrated with 10 mm MgCl_2_ or a *Psm* suspension (OD_600_ = 0.002). Two d later, two systemic leaves were challenge-inoculated with *Psm* (OD_600_ = 0.001). Three d later, eight leaves were collected to examine the growth of the pathogen. Data represent the mean ± SD of eight biological replicates. Asterisks denote significant differences between the induction in the mutants and that in the wild type (***p < 0.001; two-way ANOVA with Sidak’s test). **e**, **f** Overlaps among the genes that were up- or downregulated **f** in the systemic leaves of the wild-type, *bak1-5*, and *lecrk-VI.2-2* plants. Plants were treated as in **c**. Total RNA extracted from the systemic tissues was subjected to microarray analysis. Genes with an absolute fold change ≥ 2 and a *q* value ≤ 0.05 were compared with obtain overlapped genes among the wild-type, *bak1-5*, and *lecrk-VI.2-2* plants

### BAK1 and BKK1 are required for biological induction of SAR

Since BAK1 and BKK1 function in eNADP^+^ signaling, they may be required for SAR. To test this hypothesis, three lower leaves on each plant were infiltrated with either 10 mm MgCl_2_ (−SAR) or *Psm* (+SAR). Two days later, expression of *PR1*, *PR2*, and *PR5* in the systemic leaves was analyzed. Induction of the three *PR* genes was significantly reduced in the *bak1-5*, *bkk1*, and *bak1-5 bkk1* mutants (Fig. 5c and Supplementary Fig. 6c, d). We also challenge-inoculated the systemic leaves with *Psm* and determined in planta bacterial titers after 3 days. As shown in Fig. 5d, SAR activation induced strong resistance in the wild-type, *fls2 efr*, and *bik1* plants, whereas the resistance was significantly compromised in the *bak1-5*, *bkk1*, and *bak1-5 bkk1* mutants. We have included the *bak1-5* mutant in the microarray experiment described above (Fig. 4e, f) to compare SAR activation-induced transcriptome changes in *bak1-5* with those in *lecrk-VI.2-2* and the wild type. 

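In *bak1-5* with SAR, *PR1* rose by 1.65 (standard error 0.15, n = 3 arrays per group, *q* = 9.5e-07 from limma), *PR2* by 2.97 (0.43, *q* = 1.7e-04) and *PR5* by 2.37 (0.22, *q* = 1.2e-06). The response was smaller than in the wild type by 2.15 for *PR1* (*q* = 4.1e-05) and by 2.91 for *PR2* (*q* = 0.018), and the difference of 1.06 for *PR5* missed the threshold (*q* = 0.12). Of the SA-responsive genes, 17 of 20 rose in *bak1-5* (18 when adjusted over the list alone). Of the SA synthesis genes, 1 of 8 rose (1 when adjusted over the list alone), the lipase-like defense regulator gene *EDS1*, by 0.92 (0.10). *PBS3* and *PAD4* had values of 0.30 (*q* = 0.37) and 0.26 (*q* = 0.27), and their differences from the wild type of 2.42 (*q* = 5.9e-05) and 1.53 (*q* = 2.5e-04) passed.

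Of the JA genes, 12 rose and 1 fell in *bak1-5* (15 and 1 when adjusted over the list alone). *CLH1*, a chlorophyllase gene induced by JA, rose by 3.88 (0.47) and *CORI3* by 3.91 (0.53). The mean of the JA list was 1.59, 2.06 and 0.75 above the MgCl_2_ mean in the 3 *Psm* arrays, and without *Psm* replicate 3 15 JA genes rose (18 when adjusted over the list alone). Of the ER folding genes, 12 of 13 rose (12 when adjusted over the list alone). Of the touch, wound and stress genes, 3 rose and 1 fell (5 and 1 when adjusted over the list alone). With an estimated correlation, the SA list (adjusted p = 1.9e-04) and the ER list (adjusted p = 0.0015) rose, and the JA list (adjusted p = 0.11) and the touch list (adjusted p = 0.49) did not pass. The difference for *PR2* missed the threshold under 5 of the alternatives.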

Genes that were induced or suppressed twofold or higher with a low *q* value (≤0.05) by SAR activation in *bak1-5* were identified and compared with those in the wild type and *lecrk-VI.2-2*. 

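Among genes of the cysteine-rich and wall-associated receptor kinases, 4 of 8 rose in *bak1-5* with SAR, against 7 in the wild type and 2 in *lecrk-VI.2-2* (4, 7 and 3 when adjusted over the list alone). All 8, of 13 listed, were named by the match to rows of Supplementary Data 1 that rose in the wild type, which favors it over the mutants. The difference from the wild type passed for 3 in *bak1-5* and 4 in *lecrk-VI.2-2* (5 and 6 when adjusted over the list alone). *WAK1*, a wall-associated kinase gene, rose by 4.07 (standard error 0.28) in *bak1-5*, 3.64 in the wild type and 1.99 in *lecrk-VI.2-2*, and its difference from the wild type did not pass in *bak1-5* (*q* = 0.90) and passed in *lecrk-VI.2-2* (*q* = 0.049, a call lost under 16 of the alternatives). *CRK4* rose by 2.03 (0.18) in *bak1-5*, 2.78 in the wild type and 1.53 in *lecrk-VI.2-2*. Of 5 L-type lectin receptor kinase genes, the family of LecRK-VI.2, 4 rose in *bak1-5*, 5 in the wild type and none in *lecrk-VI.2-2* (4, 5 and 3 when adjusted over the list alone). All 5, of 39 listed, were named by the same match, so their rise in the wild type was nearly fixed in advance. The other members listed could not be tested. The 5 include the dim *LecRK-VI.2* itself, with values of 0.36, 0.03 and −0.02 in the wild type, *lecrk-VI.2-2* and *bak1-5*, and by limma no difference from the wild type passed (1 in *bak1-5* and 2 in *lecrk-VI.2-2* when adjusted over the list alone). A lectin gene, AT5G03350, rose by 4.73 (0.30) in *bak1-5*, 3.35 in the wild type and 2.58 in *lecrk-VI.2-2*, and its difference between *bak1-5* and the wild type did not pass (*q* = 0.14). Its level in *bak1-5* was below that in the wild type without SAR, by −1.75 (*q* = 0.032, a call lost under 12 of the alternatives), and with SAR the value was −0.37 (*q* = 0.70). AT3G19680 fell by −2.70 (0.20) in *bak1-5*, with values of 0.18 (*q* = 0.67) in the wild type and 0.13 (*q* = 0.96) in *lecrk-VI.2-2*, and its difference from the wild type of 2.88 passed the test (*q* = 3.5e-05 from limma). Without SAR it lay at 7.88, 7.97 and 7.41 in *bak1-5* against 6.10, 6.28 and 6.59 in the wild type.

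In *bak1-5*, 221 probe sets rose and 121 fell, and 204 and 56 of these were assigned to 1 gene. Of these probe sets, 189 and 43 also changed in the same direction in the wild type, where independent sets would share 5.48 and 0.803. All 55 probe sets that rose in *lecrk-VI.2-2* and 25 of the 26 that fell there did so in *bak1-5* too, where 0.534 and 0.138 would be shared by chance. A further 136 and 23 were called in the wild type and *bak1-5* without being called in *lecrk-VI.2-2*, and 30 and 73 were called in *bak1-5* alone.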

As shown in Fig. 5e, f, a total of 221 and 121 genes were up- and downegulated, respectively, in *bak1-5*, which fall between the numbers of genes that were up- and downregulated in the wild type and *lecrk-VI.2-2*. Furthermore, the majority of the genes that were induced or suppressed twofold or higher with a low *q* value (≤0.05) in the wild type were induced or suppressed to a smaller extent in *bak1-5* and the smallest extent in *lecrk-VI.2-2* (Supplementary Fig. 7 and Supplementary Data 1). These results indicate that the *bak1-5* mutation suppressed SAR activation-induced signaling, but the strength of the suppression was not as strong as that in *lecrk-VI.2-2*, which may be attributed to the presence of BKK1 that might have some redundant functions with BAK1 in biological induction of SAR (Fig. 5d).

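*GSTF6*, a glutathione transferase gene of camalexin synthesis, rose by 3.54 (standard error 0.16) in the wild type, 2.72 in *bak1-5* and 1.73 in *lecrk-VI.2-2*. Its difference between the wild type and *lecrk-VI.2-2* passed the test (1.81, *q* = 2.1e-04 from limma), and those of *bak1-5* from the wild type (0.82, *q* = 0.097) and from *lecrk-VI.2-2* (0.99, *q* = 0.16) did not. *CYP79B2*, an enzyme gene of indole glucosinolate and camalexin synthesis, rose by 2.57 (0.26), 1.96 and 1.36 in the same order, and none of its differences passed (*q* = 0.14 for the largest, 1.21 between the wild type and *lecrk-VI.2-2*). Of 8 glucosinolate synthesis genes assigned to a probe set, 7 rose in the wild type, 5 in *bak1-5* and 2 in *lecrk-VI.2-2* (7, 7 and 8 when adjusted over the list alone), and both camalexin genes assigned to one rose in the wild type and *bak1-5* and 1 of them in *lecrk-VI.2-2* (2 in each when adjusted over the list alone). By limma no difference between the genotypes passed for the glucosinolate genes (4 between the wild type and *lecrk-VI.2-2* when adjusted over the list alone), and 1 passed for the camalexin genes, between the wild type and *lecrk-VI.2-2* (2 there and 1 for each other pair when adjusted over the list alone). AT1G29660, another GDSL-type lipase gene, had values of −2.42 (0.45), −1.56 and −0.91 in the same order, and its change in *lecrk-VI.2-2* missed the threshold (*q* = 0.57), as did that in *bak1-5* under 9 of the alternatives. *WRKY33*, a regulator gene of camalexin synthesis, rose by 1.73 (0.21) in the wild type, with values of 0.38 in *bak1-5* (*q* = 0.32) and 0.37 in *lecrk-VI.2-2* (*q* = 0.66). *LURP1*, a gene of resistance to downy mildew, rose by 4.20 (0.30) in *bak1-5*, 3.77 in the wild type and 2.52 in *lecrk-VI.2-2*, with no difference between the genotypes that passed.

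Of the 564 probe sets that rose in the wild type, 529 (93.8%) had a smaller value in *bak1-5* and 561 (99.5%) in *lecrk-VI.2-2*. For 386 (68.4%) the order was wild type, *bak1-5*, *lecrk-VI.2-2*. The median changes were 1.59, 0.78 and 0.53, the last being 0.31 without *lecrk-VI.2-2* *Psm* replicate 2 and 0.69 without its *Psm* replicate 3. Of the 151 that fell, 127 (84.1%) had a smaller change in *bak1-5*, 147 (97.4%) in *lecrk-VI.2-2* and 83 (55.0%) the same order, with medians of −1.25, −0.62 and −0.50. Choosing the probe sets by the wild type favors the wild type. When they were chosen on 2 of 3 wild-type arrays of a group and measured on the third arrays of each genotype and the medians were averaged over the 9 choices of arrays, that in *bak1-5* was 0.488 times that in the wild type for the raised sets and 0.553 times for the lowered ones, and that in *lecrk-VI.2-2* was 0.321 and 0.442 times, with 56.3% and 42.8% in the order. In the single choices, each of 1 *Psm* array against 1 MgCl_2_ array, the ratio for the raised sets in *lecrk-VI.2-2* went from 0.0707 to 0.872. The highest came from its *Psm* replicate 2 and its MgCl_2_ replicate 2, an array of low signal. When chosen by the calls in *bak1-5*, the raised sets had a median in *bak1-5* that was 0.770 times that in the wild type and the lowered sets one that was 1.85 times, and 68.3% and 15.7% of them followed the order.

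**Figure D2:**
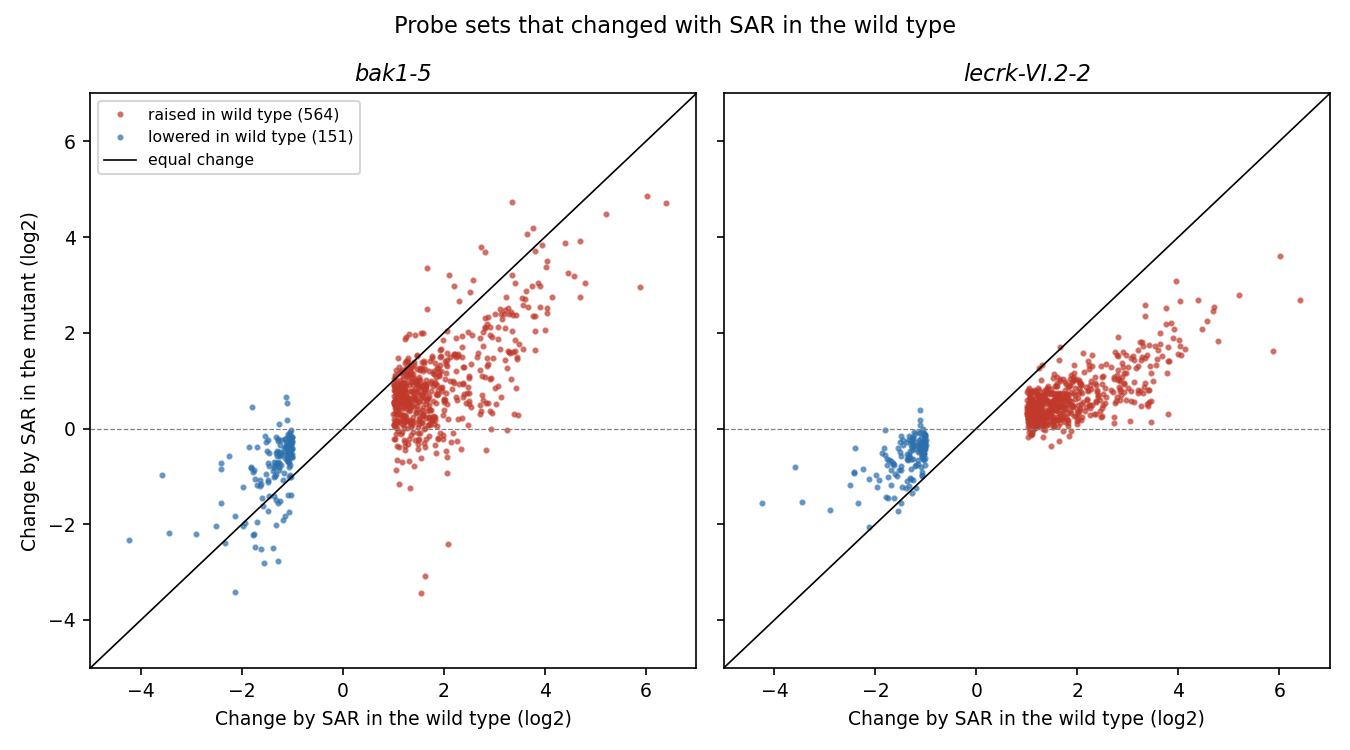
Log2 change with SAR in *bak1-5* (left) and *lecrk-VI.2-2* (right) on the vertical axis against the log2 change in the wild type on the horizontal axis, one point for each of the 564 probe sets that rose (red) and the 151 that fell (blue) in the wild type, with the line of equal change and a dashed line at 0. Most points lie on the side of a smaller change in the mutant, 561 of the raised ones in *lecrk-VI.2-2* and 529 in *bak1-5*.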

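Tested directly, the response of 7 probe sets differed by a fold of at least 2 between *bak1-5* and *lecrk-VI.2-2*. The change in *bak1-5* minus that in *lecrk-VI.2-2* was above 0 for *RLP37*, a receptor-like protein gene, by 1.76 (standard error 0.22, *q* = 0.0024 from limma), for *ANK*, an ankyrin repeat gene, by 1.77 (0.28, *q* = 0.019) and for *PR1*, by 1.35 (0.21, *q* = 0.019). For *ANK* most of the difference lay in the arrays without SAR, with means of 5.26 in *bak1-5* and 6.77 in *lecrk-VI.2-2*, against 8.95 and 8.68 with SAR. The calls of *ANK*, *PR1* and *EXO* were lost under 8, 5 and 6 of the alternatives. It was below 0 for AT3G19680, for *EXO*, a gene of cell expansion, and for 2 probe sets not assigned to 1 gene. Of the SA-responsive genes, 19 of 20 had a larger value in *bak1-5*, the median difference was 0.84, and the difference passed the test for 1 gene (11 when adjusted over the list alone). A part of this lay in the arrays without SAR, where the mean level of the list was 5.43, 5.39 and 5.36 in *bak1-5* and 6.07, 5.55 and 5.86 in *lecrk-VI.2-2*, against 7.53, 7.65 and 7.20 and 6.92, 7.17 and 6.86 with SAR. Compared with the wild type without SAR, 1 SA-responsive gene was lower in *bak1-5* (3 when adjusted over the list alone), with a median of −0.16. All 13 ER folding genes had a larger value in *bak1-5*, with a median difference of 0.48, and none passed the test (1 when adjusted over the list alone). With an estimated correlation both lists passed, at an adjusted p of 0.00242 and 0.0205. The JA list (median difference 0.22, adjusted p = 0.64 with an estimated correlation) and the touch list (median difference −0.17, adjusted p = 0.64 with an estimated correlation) did not pass.

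The change in the wild type minus that in *bak1-5* was above 0 by a fold of at least 2 for 176 probe sets and below 0 for 30, and the latter hold 13 that were lowered in the wild type and not called in *bak1-5*. The second count was 11 without wild-type MgCl_2_ replicate 2 and 46 without wild-type *Psm* replicate 2. The difference passed for 6 SA-responsive, 7 JA, 3 ER folding and 10 touch, wound and stress genes, all with a larger response in the wild type (9, 12, 11 and 18 when adjusted over the list alone, with 3 SA-responsive genes then larger in *bak1-5*). The median differences were 0.53, 1.12, 0.77 and 1.74, at an adjusted p of 0.0427, 0.0460, 0.0145 and 0.0145 by limma's camera with an estimated correlation. Most members were named through their rise in the wild type, which favors it here too. The touch list had a median difference of 0.29 between *bak1-5* and the wild type without SAR (adjusted p = 0.36 with an estimated correlation). Without *bak1-5* *Psm* replicate 3, the difference passed for 4 SA-responsive, 3 JA, 1 ER folding and 9 touch, wound and stress genes (9, 10, 7 and 17 when adjusted over the list alone).

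Both raised in the wild type and lowered in *bak1-5* were 5 probe sets. *TCH4*, a touch-induced gene of cell wall remodeling, rose by 2.09 (0.44) and fell by −2.41, *PHI-1*, a phosphate-induced gene, rose by 1.54 (0.46) and fell by −3.44, and *EXO* rose by 1.63 (0.31) and fell by −3.09. *BT2*, a BTB domain protein gene, rose by 1.12 (0.26) and fell by −1.16, and AT2G27080 rose by 1.33 (0.31) and fell by −1.25. The *bak1-5* arrays without SAR already lay above those of the wild type for *TCH4* (10.07, 10.64 and 8.90 against 7.21, 8.01 and 7.72). They did so for *PHI-1* (8.12, 9.44 and 7.04 against 4.62, 4.95 and 4.96), *EXO* and AT2G27080 too. With SAR they came near that wild-type level for *TCH4*, at 6.94, 8.14 and 7.30. For *BT2* they lay at 7.70, 6.60 and 6.92 without SAR, against 7.36, 7.39 and 6.62. The difference between both genotypes passed the test for each of the 5. The number of differences between *bak1-5* and *lecrk-VI.2-2* was 73 with array weights, 3 without *lecrk-VI.2-2* MgCl_2_ replicate 1 and 37 without *lecrk-VI.2-2* MgCl_2_ replicate 2. The rise of *PHI-1* in the wild type missed the threshold under 7 of the alternatives.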

### LecRK-VI.2 and BAK1 form a complex in vivo

As both LecRK-VI.2 and BAK1 function in eNAD(P)^+^ signaling and biological induction of SAR, they may form a protein complex. To test this hypothesis, we examined the interaction between the two proteins using three different approaches. First, we used pull-down assays to investigate possible interaction between the cytoplasmic kinase domains (KDs) of LecRK-VI.2 and BAK1 (LecRK-VI.2KD and BAK1KD, respectively). As shown in Fig. 6a and Supplementary Fig. 8a, amylose beads pulled down both MBP-LecRK-VI.2KD and GST-BAK1KD from a mixture of purified MBP-LecRK-VI.2KD and GST-BAK1KD, but only pulled down MBP from a mixture of purified MBP and GST-BAK1KD or MBP-LecRK-VI.2KD from a mixture of purified MBP-LecRK-VI.2KD and GST. This result indicates that LecRK-VI.2KD can physically interact with BAK1KD in vitro. Second, we employed the co-immunoprecipitation (Co-IP) technique in *N. benthamiana* to test possible association of LecRK-VI.2 with BAK1 in vivo. As shown in Fig. 6b, anti-FLAG beads precipitated both LecRK-VI.2-FLAG and BAK-GFP (green fluorescence protein) from *N. benthamiana* transiently co-expressing the LecRK-VI.2-FLAG and BAK1-GFP fusion proteins, and NADP^+^ treatment did not affect the amount of precipitated BAK1-GFP. In contrast, anti-FLAG beads did not precipitate BAK1-GFP from *N. benthamiana* transiently expressing BAK1-GFP only (Fig. 6b), indicating that BAK1-GFP did not bind nonspecifically to the anti-FLAG beads. Similarly, anti-FLAG beads precipitated LecRK-VI.2-FLAG and BAK1-GFP but not plasma membrane localized LTI6B-GFP^53^ (Supplementary Fig. 8b), excluding the possibility of nonspecific interaction with GFP. These results indicate that LecRK-VI.2-HA and BAK1-GFP constitutively associate with each other when transiently expressed in *N. benthamiana*. Finally, we created stable transgenic *Arabidopsis* plants co-expressing LecRK-VI.2-HA and BAK1-GFP by transforming a *LecRK-VI.2:LecRK-VI.2-HA* construct into the previously characterized *BAK1:BAK1-GFP* plants^54^. The *LecRK-VI.2:LecRK-VI.2-HA* construct was also transformed into wild type to generate plants expressing LecRK-VI.2-HA only as a control. Co-IP experiments were conducted using these plants to test the association between LecRK-VI.2-HA and BAK1-GFP. As shown in Fig. 6c, anti-GFP/protein G plus agarose precipitated both BAK1-GFP and LecRK-VI.2-HA from the *BAK1:BAK1-GFP*/*LecRK-VI.2:LecRK-VI.2-HA* plants, and NADP^+^ treatment did not increase the amount of LecRK-VI.2-HA. On the other hand, anti-GFP/protein G plus agarose did not precipitate any lecRK-VI.2-HA from plants carrying the *LecRK-VI.2:LecRK-VI.2-HA* transgene only. Taken together, these results demonstrate that LecRK-VI.2 and BAK1 constitutively form a protein complex in vivo.

**Fig. 6:**
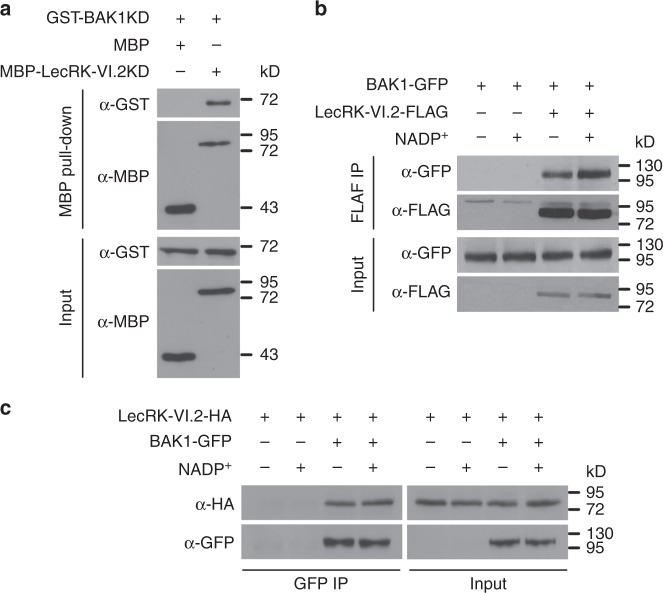
Physical association between LecRK-VI.2 and BAK1. **a** In vitro maltose-binding protein (MBP) pull-down assay of LecRK-VI.2KD interaction with BAK1KD. Recombinant MBP or MBP-LecRK-VI.2KD was incubated with GST-BAK1KD and pulled down with amylose resin beads. Input and bead-bound proteins were analyzed by immunoblotting with monoclonal anti-MBP and anti-GST antibodies. **b** Co-immunoprecipitation (Co-IP) analysis of LecRK-VI.2-FLAG association with BAK1-GFP in *N. benthamiana*. Total proteins (input) of *N. benthamiana* leaves transiently co-expressing LecRK-VI.2-FLAG and BAK1-GFP, or transiently expressing BAK1-GFP alone, were immunoprecipitated with anti-FLAG affinity agarose beads and the precipitates were analyzed by immunoblotting with monoclonal anti-FLAG and anti-GFP antibodies. The leaves were treated with (+) or without (−) 0.8 mm NADP^+^ for 10 min. **c** Co-IP analysis of LecRK-VI.2-HA association with BAK1-GFP in *Arabidopsis*. Total proteins of *Arabidopsis* leaves from the *BAK1:BAK1-GFP*/*LecRK-VI.2:LecRK-VI.2-HA* transgenic plants were immunoprecipitated with monoclonal anti-GFP antibody/protein G plus agarose and the precipitates were analyzed by immunoblotting with polyclonal anti-GFP and monoclonal anti-HA antibodies. The leaves were treated with (+) or without (−) 0.8 mm NADP^+^ for 10 min

To confirm that LecRK-VI.2 and BAK1 function through a protein complex in eNAD(P)^+^ signaling and SAR, we generated a *lecrk-VI.2 bak1* double mutant by crossing *lecrk-VI.2-2* with *bak1-5* and tested its responses to exogenous NADP^+^ treatment and biological induction of SAR. As shown in Supplementary Fig. 9a, b, NADP^+^-induced and SAR activation-conferred resistance to *Psm* was comparable in the *lecrk-VI.2 bak1* double mutant and the *lecrk-VI.2-2* single mutant. This result indicates no additive effect between the *lecrk-VI.2-2* and *bak1-5* mutations, supporting that LecRK-VI.2 and BAK1 function in SAR by constituting a protein complex.

### The importance of the kinase activity of LecR-VI.2 and BAK1

To determine whether phosphorylation is involved in LecRK-VI.2/BAK1-mediated signaling, we tested if the kinase activities of LecRK-VI.2 and BAK1 are required for their functions in eNADP^+^ signaling and biological induction of SAR. To this end, a point mutation was introduced into the *LecRK-VI.2:LecRK-VI.2-HA* construct to replace a conserved Asp (D) residue at the position 494 of the catalytic loop HRD motif with an Asn (N) residue. The resulting construct (*LecRK-VI.2:lecrk-VI.2(D494N)-HA*) and the wild-type construct were then transformed into the *lecrk-VI.2-2* background. As shown in Fig. 7a–c and Supplementary Fig. 10a, the wild-type construct *LecRK-VI.2:LecRK-VI.2-HA* almost completely complemented the defects of *lecrk-VI.2-2* in NADP^+^-induced *PR* gene expression and *Psm* resistance as well as biological induction of SAR, whereas the *LecRK-VI.2:lecrk-VI.2(D494N)-HA* construct did not rescue any of these defects. For BAK1, we transformed the *35* *S:BAK1-GFP* construct and a *35* *S:bak1(K317E)-GFP* construct into the *bak1-5* background. The *K317E* mutation has been shown to abolish the kinase activity of BAK1^54,55^. Although it has been shown that BAK1-GFP is not fully functional in PTI responses and *bak1-5* is a dominant-negative mutation^49,56^, the *35* *S:BAK1-GFP* construct largely complemented the *bak1-5* mutant phenotypes including reduced induction of *PR* gene expression and *Psm* resistance by NADP^+^ as well as compromised SAR (Fig. 7d–f and Supplementary Fig. 10b). To exclude the possibility of seed contamination or transgene modification, we confirmed the *bak1-5* genetic background of the transgenic plants and the inability of BAK1-GFP to complement *bak1-5* in flg22-induced ROS burst (Supplementary Fig. 11a, b). Therefore, C-terminal-tagged BAK1 is still functional in NADP^+^ signaling and SAR. On the other hand, the *35* *S:bak1(K317E)-GFP* construct did not complement any of the *bak1-5* phenotypes (Fig. 7d–f and Supplementary Fig. 10b). Taken together, these results demonstrate that the kinase activities of both LecRK-VI.2 and BAK1 are required for eNADP^+^-induced immune responses and biological induction of SAR, suggesting that phosphorylation is involved in LecRK-VI.2/BAK1-mediated eNADP^+^ and SAR signaling.

**Fig. 7:**
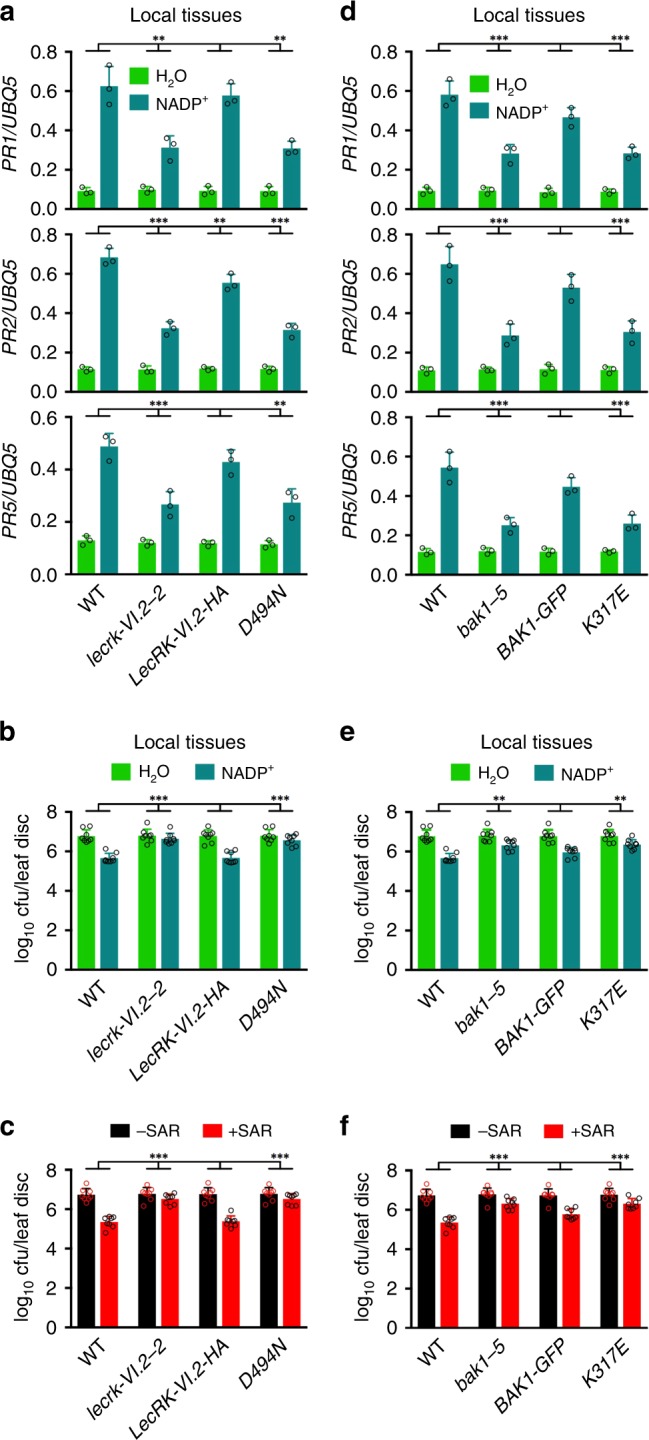
The necessity of the kinase activities of LecRK-VI.2 and BAK1 in eNADP^+^ signaling and SAR. **a** Exogenous NADP^+^-induced local expression of *PR1*, *PR2*, and *PR5* in the wild-type (WT), *lecrk-VI.2-2*, *LecRK-VI.2:LecRK-VI.2-HA*, and *LecRK-VI.2:lecrk-VI.2(D494N)-HA* plants. Leaves of 4-week-old soil-grown plants were infiltrated with 0.4 mm NADP^+^ or H_2_O. The infiltrated leaves were collected 20 hr later. Total RNA was extracted and subjected to qPCR analysis. Expression levels were normalized against the constitutively expressed *UBQ5*. Data represent the mean ± SD of three biological replicates. Asterisks denote significant differences between the induction in the mutant or transgenic plants and that in the wild type (**p < 0.01, ***p < 0.001; two-way ANOVA with Sidak’s test). **b** Exogenous NADP^+^-induced local resistance in the wild-type, *lecrk-VI.2-2*, *LecRK-VI.2:LecRK-VI.2-HA*, and *LecRK-VI.2:lecrk-VI.2(D494N)-HA* plants. Leaves of 4-week-old soil-grown plants were infiltrated with 0.4 mm NADP^+^ or H_2_O. Five hr later, the infiltrated leaves were inoculated with a *Psm* suspension (OD_600_ = 0.001). Three d later, eight leaves were collected to examine the growth of the pathogen. Data represent the mean ± SD of eight biological replicates. Asterisks denote significant differences between the induction in the mutant or transgenic plants and that in the wild type (***p < 0.001; two-way ANOVA with Sidak’s test). **c** Biological induction of SAR in the wild-type, *lecrk-VI.2-2*, *LecRK-VI.2:LecRK-VI.2-HA*, and *LecRK-VI.2:lecrk-VI.2(D494N)-HA* plants. Three lower leaves on each 4-week-old soil-grown plant were infiltrated with 10 mm MgCl_2_ or a *Psm* suspension (OD_600_ = 0.002). Two d later, two systemic leaves were challenge-inoculated with *Psm* (OD_600_ = 0.001). Three d later, eight leaves were collected to examine the growth of the pathogen. Data represent the mean ± SD of eight biological replicates. Asterisks denote significant differences between the induction in the mutant or transgenic plants and that in the wild type (***p < 0.001; two-way ANOVA with Sidak’s test). **d** Exogenous NADP^+^-induced local expression of *PR1*, *PR2*, and *PR5* in the wild-type, *bak1-5*, *35* *S:BAK1-GFP*, and *35* *S:bak1(K317E)-GFP* plants. The experiment was conducted as in **a**. Data represent the mean ± SD of three biological replicates. Asterisks denote significant differences between the induction in the mutant or transgenic plants and that in the wild type (***p < 0.001; two-way ANOVA with Sidak’s test). **e** Exogenous NADP^+^-induced local resistance in the wild-type, *bak1-5*, *35* *S:BAK1-GFP*, and *35* *S:bak1(K317E)-GFP* plants. The experiment was conducted as in **b**. Data represent the mean ± SD of eight biological replicates. Asterisks denote significant differences between the induction in the mutant or transgenic plants and that in the wild type (**p < 0.01; two-way ANOVA with Sidak’s test). **f** Biological induction of SAR in the wild-type, *bak1-5*, *35* *S:BAK1-GFP*, and *35* *S:bak1(K317E)-GFP* plants. The experiment was conducted as in **c**. Data represent the mean ± SD of eight biological replicates. Asterisks denote significant differences between the induction in the mutant or transgenic plants and that in the wild type (***p < 0.001; two-way ANOVA with Sidak’s test)

### LecRK-VI.2 is required for flg22-induced systemic immunity

It has been shown that LecRK-VI.2 contributes to PTI responses including flg22 (a 22-amino acid peptide corresponding to the N terminus of bacterial flagellin)-induced MPK3/6 activation, callose deposition, and stomatal closure^25^. Consistently, the *lecrk-VI.2-1* mutant plants are highly sensitive to *P. syringae* pv. *tomato* DC3000 when plants are dip inoculated^25^. To explore possible relationship between eNAD(P)^+^ and flg22, we tested flg22-induced local apoplastic and systemic resistance in the eNAD(P)^+^ receptor mutants. To this end, we first generated a *lecrk-I.8 lecrk-VI.2* (*lecrkI.8/VI.2*) double mutant by crossing *lecrk-I.8-2* with *lecrk-VI.2-2* and tested its responses to exogenous NAD(P)^+^ treatment and biological induction of SAR. The double mutant behaved like *lecrk-I.8-2* upon NAD^+^ treatment and like *lecrk-VI.2-2* upon NADP^+^ treatment or SAR induction (Supplementary Fig. 12a-c), suggesting that mutations in *LecRK-I.8* and *LecRK-VI.2* inhibit eNAD^+^ and eNADP^+^ signaling, respectively. We then tested flg22-induced local apoplastic resistance in the double mutant. As shown in Supplementary Fig. 12d, 100 nm flg22 induced similar levels of resistance to *Psm* in the wild-type, *lecrk-I.8-2*, *lecrk-VI.2-2*, and *lecrkI.8/VI.2* plants. Finally, we examined flg22-induced systemic immunity in the *lecrk-VI.2* single mutants, as the *lecrk-I.8-2* mutation did not affect SAR^22^ (Supplementary Fig. 12c). To this end, three lower leaves on each plant were infiltrated with 200 nm flg22 every 12 hours for a total of 4 times. Five hours after the last infiltration, the systemic leaves were challenge-inoculated with *Psm* to test flg22-induced resistance. As shown in Supplementary Fig. 12e, flg22-induced systemic resistance was significantly inhibited in the three *lecrk-VI.2* mutants. Therefore, LecRK-VI.2 is crucial for flg22-induced systemic immunity but not for flg22-induced local apoplastic resistance.

## Discussion

Although it has been well documented in animals that eNAD(P)^+^ functions in numerous physiopathological processes^18^, eNAD(P)^+^ and its signaling role in plants have not been established. The identification of the first eNAD^+^-binding receptor in *Arabidopsis* has stimulated us to begin investigating this interesting molecule in depth^22^. Here, we identified LecRK-VI.2 as a potential primary eNAD(P)^+^-binding receptor, which allowed us to uncover the LecRK-VI.2/BAK1 complex that has a central role in the establishment of SAR in *Arabidopsis*.

Several lines of evidence generated in this study suggest that eNAD(P)^+^ may be an SAR signal molecule in *Arabidopsis*. First, NAD(P)^+^ continuously leaks into the extracellular space during pathogen infection (Fig. 1a, b). Second, local application of physiological concentrations of NAD(P)^+^ induces resistance in the systemic leaves (Fig. 1c, d). Third, mutations in the potential eNAD(P)^+^-binding receptor LecRK-VI.2 significantly inhibit SAR induction (Fig. 4). And fourth, BAK1 and BKK1 are required for both eNAD(P)^+^ signaling and SAR (Fig. 5). The above hypothesis is also supported by our previous finding that removal of eNAD(P)^+^ by transgenic expression of the human NAD(P)^+^-hydrolyzing ectoenzyme CD38 partially compromises biological induction of SAR^21^.

Interestingly, locally applied ^32^P-NAD^+^ and/or its metabolite(s) moved systemically, although the radioactivity signal detected in the systemic leaves is much weaker than that in the local leaves (Fig. 1e, f). Approximately 10.8% of the applied radioactivity moved into the systemic leaves in wild-type *Arabidopsis* plants (Supplementary Fig. 2a), suggesting that only a small fraction of eNAD(P)^+^ accumulated in the local leaves could be transported to the systemic leaves. Similarly, only a small fraction (~7–10%) of several other putative SAR mobile signals including AzA and G3P is transported from the local to systemic leaves^57^. Thus, eNAD(P)^+^ could potentially function as an SAR mobile signal in plants. However, as exogenously added molecules often move systemically^58,59^, further in-depth investigations are required to conclusively determine whether and how endogenous eNAD(P) ^+^ moves.

Treatment of various SAR mutants revealed that eNAD(P)^+^ functions either downstream or independently of the putative mobile signals Pip, NHP, G3P, and AzA in both local and systemic leaves (Fig. 3c and Supplementary Fig. 4a). It has been proposed that Pip, NO, ROS, AzA, and G3P function in a signaling amplification loop and that ROS mediates a systemic signal network in SAR^7,15,16^. Biochemically, ROS has been shown to oxidize cell membrane, leading to pore formation and membrane disintegration^60,61^. Thus, the ROS produced in the Pip-NO-ROS-AzA-G3P amplification loop may cause reversible or irreversible injuries to the plasma membrane, resulting in leakage of cellular NAD(P)^+^ into the extracellular space to activate its receptor LecRK-VI.2. On the other hand, eNAD(P)^+^-induced defense signaling requires SA (Fig. 3c and Supplementary Fig. 4a), and, conversely, SA induces *LecRK-VI.2* gene expression through the coactivator NPR1 (Supplementary Fig. 5c). These results suggest a signaling amplification loop involving SA, NPR1, and LecRK-VI.2. Nevertheless, as NAD(P)^+^-induced expression of *PR1*, an SA pathway marker gene, is not always correlated with NAD(P)^+^-induced disease resistance (Fig. 3a, b and 5a, b), the relationship between eNAD(P)^+^ and SA as well as other SAR signal molecules is complicated and warrants further investigation.

LecRK-VI.2 binds both NAD^+^ and NADP^+^ (Fig. 2e–h), indicating that LecRK-VI.2 is a potential receptor for both NAD^+^ and NADP^+^. Interestingly, mutations in *LecRK-VI.2* did not affect NAD^+^-induced resistance to *Psm* in the local leaves^22^, but completely blocked both NAD^+^- and NADP^+^-induced resistance in the systemic leaves (Fig. 3b), suggesting that LecRK-VI.2 may be involved in eNAD(P)^+^-triggered SAR signal production in the local leaves and/or perceiving eNAD(P)^+^ and/or other signal molecules in the systemic leaves. Furthermore, while exogenous NAD(P)^+^-induced systemic *PR1* transcription was only slightly reduced in *lecrk-VI.2* mutants (Fig. 3a), *Psm*-induced systemic *PR* gene expression was almost completely abolished (Fig. 4a–c), suggesting that LecRK-VI.2 may have eNAD(P)^+^-independent functions. This is not without precedent for PRRs. For instance, the human cell-surface receptors TLR2 (Toll-like receptor 2) and TLR4 recognize a group of chemically different ligands including PAMPs and DAMPs^62^. Further investigation on potential ligands of LecRK-VI.2 would help reveal the activation mechanisms of this important plant immune regulator.

Mutations in *LecRK-VI.2* had no effect on basal immunity against bacterial pathogens when the bacteria were inoculated by leaf infiltration^25^, but significantly suppressed biological induction of SAR (Fig. 4). The partial SAR defect in *lecrk-VI.2* mutants may be attributed to possible redundancy in eNAD(P)^+^ perception, as the *Arabidopsis* genome encodes 75 LecRKs (32 G-type, 42 L-type, and 1 C-type)^63^. Indeed, LecRK-VI.2 is not the only receptor for eNAD(P)^+^ in *Arabidopsis*^22^. Nevertheless, ~ 90% of the transcriptome changes in the systemic leaves were suppressed in the *lecrk-VI.2-2* mutant (Fig. 4e, f), indicating that LecRK-VI.2 is a key SAR signaling component responsible for the vast majority of SAR signaling triggered by *Psm*. 

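The genes of both directions came to 715 probe sets in the wild type, and 641 of them (89.7%) were not called in *lecrk-VI.2-2*. Among those that fell in the wild type was *PSAN*, a photosystem I subunit gene, by −1.04 (standard error 0.11, *q* = 2.6e-06 from limma), with a value of −0.38 in *lecrk-VI.2-2* (*q* = 0.13). Of 5 nuclear photosynthesis genes assigned to a probe set, 4 fell in the wild type and none passed in *lecrk-VI.2-2* (5 and 1 when adjusted over the list alone), and the difference passed for 1, *PSAN*, by −0.66 (*q* = 0.036, a call lost under 13 of the alternatives; 3 genes when adjusted over the list alone). The calls of *LHCB4.3* and *LHCB4.1* in the wild type were lost under 14 and 8. Of 6 leaf senescence genes, 5 rose in the wild type and none passed in *lecrk-VI.2-2* (5 and 0 when adjusted over the list alone), while by limma the difference passed for none (4 when adjusted over the list alone). *SAG13*, one of them, rose by 1.34 (0.21), with 0.13 in *lecrk-VI.2-2* (*q* = 0.96) and a difference of 1.21 that missed the threshold (*q* = 0.058). Of 5 genes of the abscisic acid and drought response, 3 and none did (3 and 0 when adjusted over the list alone), again with no difference that passed by limma (1 when adjusted over the list alone). *RD20*, a drought-induced caleosin gene among them, rose by 2.86 (0.37), with a difference of 2.03 (*q* = 0.070). Of 3 genes of pipecolic acid and other proposed SAR signals, 3 and none did (3 and 1 when adjusted over the list alone), and the difference passed for 1 (2 when adjusted over the list alone). AT5G52810 (*SARD4*), a reductase gene of pipecolic acid synthesis, rose by 1.43 (0.16), with 0.34 in *lecrk-VI.2-2* (*q* = 0.50) and a difference of 1.09 (*q* = 0.017, lost under 3 of the alternatives). *SAG13* and AT5G52810 stayed below 6, the limit for dim probe sets, in every array. Of 6 genes of NAD synthesis and turnover, 2 rose in the wild type and 1 in *lecrk-VI.2-2* (4 in each when adjusted over the list alone), and the difference passed for 1 (2 when adjusted over the list alone). *NUDT6* and *NUDT7*, genes of Nudix hydrolases that act on NADH, rose in the wild type by 2.41 (0.19) and 1.71 (0.23), with 0.71 in *lecrk-VI.2-2* for both (*q* = 0.089 and 0.19). The smaller response of *NUDT6* in *lecrk-VI.2-2* passed the test, by 1.70 (*q* = 0.0021), and that of *NUDT7*, by 1.00, did not (*q* = 0.17). A fold change of 2 or more that did not pass the *q* threshold in *lecrk-VI.2-2* was seen for 49 of the raised and 4 of the lowered probe sets not called there.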

In line with this conclusion, overexpression of *LecRK-VI.2* has been shown to confer constitutive resistance against bacterial pathogens, which is a phenotype similar to SAR^25^. As LecRK-VI.2 is a plasma membrane-located transmembrane protein with an extracellular NAD(P)^+^-binding domain and a cytoplasmic kinase domain (Fig. 2e–h)^64,65^, these results suggest that eNAD(P)^+^-triggered LecRK-VI.2-mediated outside-in signaling is an integral constituent of the SAR signaling pathway. In support of this hypothesis, the LecRK-VI.2-associating BAK1 and its homolog BKK1, two plasma membrane-located LRR-RKs^50,54,55^, are also required for SAR (Fig. 5c, d).

BAK1 and BKK1 have been established as crucial co-receptors or adaptors for a number of LRR domain PRRs^66^. The PRR-BAK1 immune complex formation is fine-tuned by other regulators. For instance, the malectin-like RLKs FERONIA (FER) and IMPAIRED OOMYCETE SUSCEPTIBILITY1 constitutively associate with both FLS2 and BAK1 to act as scaffolds for ligand-induced FLS2-BAK1 complex formation^67,68^. FER is a receptor for several *Arabidopsis* RAPID ALKALINIZATION FACTORs (RALFs)^68,69^. The constitutive association between BAK1 and FER can be strongly enhanced upon treatment with flg22, whereas binding of RALF23 to FER inhibits flg22-induced complex formation between FLS2 and BAK1^68^. LecRK-VI.2 also constitutively associates with FLS2 and BAK1^70^ (Fig. 6), but is dispensable for flg22-induced FLS2-BAK1 complex formation, suggesting a distinct mechanism underlying the function of LecRK-VI.2 in PTI. As a potential eNAD(P)^+^ receptor, binding of eNAD(P)^+^ may enhance its function in the FLS2-BAK1 immune complex. Indeed, exogenous NAD^+^ induces expression of the PTI marker genes *WRKY53* and *FRK1* as well as production of ROS^20,22^.

The interplay between eNAD(P)^+^ and flg22 (and other PAMPs) signaling is complex and deserves further attention. Recognition of flg22 by FLS2 results in PTI responses including ROS burst, which could potentially damage the plasma membrane, contributing to accumulation of eNAD(P)^+^. eNAD(P)^+^ in turn could potentiate flg22 signaling through the LecRK-VI.2-FLS2 complex. Indeed, flg22-induced MPK3/6 activation, callose deposition, and stomatal closure are inhibited in *lecrk-VI.2-*mutant plants^25^, though the contribution of eNAD(P)^+^ in this process remains to be determined. On the other hand, the potential roles of eNAD(P)^+^ in PAMP signaling and SAR are clearly distinct. First, only BAK1 and BKK1, but not FLS2, are required for SAR (Fig. 5c, d), indicating that the LecRK-VI.2-BAK1 complex, but not the LecRK-VI.2-FLS2 complex, has a major role in SAR. In agreement with this idea, flg22-induced systemic immunity is compromised in the *lecrk-VI.2* mutants, whereas flg22-induced local apoplastic resistance is not significantly affected by the mutations (Supplementary Fig. 12d, e). Furthermore, the BAK1-GFP fusion is not functional in PTI responses^56^, but is active in NAD(P)^+^ signaling and SAR (Fig. 7d–f), indicating that the LecRK-VI.2-BAK1 complex-mediated eNAD(P)^+^ signaling is likely independent or downstream of flg22 signaling.

The kinase activities of both LecRK-VI.2 and BAK1 are essential to their function in eNADP^+^ signaling and SAR (Fig. 7), suggesting that binding of eNAD(P)^+^ to LecRK-VI.2 may trigger transphosphorylation between LecRK-VI.2 and BAK1, which in turn may phosphorylate downstream target(s). A potential target is the serine/threonine kinase SNF1-RELATED PROTEIN KINASE2.8 (SnRK2.8), which has been shown to function in SAR via phosphorylating NPR1^71^. NPR1 is a master transcription coactivator in plants and nuclear localization is required for its function in plant immunity^33^. In the systemic leaves, SAR activation-induced redox changes switch NPR1 from an oligomer to monomers and SnRK2.8 phosphorylates monomeric NPR1 at Ser-589 and Thr-373 to facilitate its nuclear import, which is a critical step in SAR induction^71^.

Induction of SAR comprises four stages: signal generation, signal translocation, signal perception, and SAR execution. Among the four stages, signal perception in the systemic leaves is the least understood^3,24^. In this study, we uncovered a putative SAR mobile signal eNAD(P)^+^ and its potential receptor LecRK-VI.2 and demonstrate that the LecRK-VI.2/BAK1 complex has a pivotal role in SAR. Identification of the precise relationship between eNAD(P)^+^ and other SAR signal molecules as well as the downstream targets of the LecRK-VI.2/BAK1 complex will shed further light on the SAR signaling process.

## Methods

### *Arabidopsis* growth

*Arabidopsis thaliana* seeds were sown on autoclaved soil (Sunshine MVP; Sun Gro Horticulture, Agawam, MA, USA) and cold-treated at 4 °C for 3 days. After germination, seedlings were grown at 22–24 °C under a 16-hr-light/8-hr-dark regime for 2 weeks. Seedlings were then transplanted individually into pots containing the autoclaved soil. Four-week-old plants were used for NAD(P)^+^ treatment and *Psm* inoculation.

### *Pseudomonas* culture

*Pseudomonas syringae* pv. *maculicola* ES4326 (*Psm*) was grown at 28 °C in King’s B medium containing 50 μg mL^−1^ streptomycin under shaking at 220 rpm. Bacteria in overnight log-phase cultures were precipitated by centrifugation at 500 × *g* for 5 min, re-suspended in 10 mm MgCl_2_, and diluted to different final OD_600_ levels for leaf infiltration experiments.

### NAD(P) leakage

Three fully expanded leaves on each 4-week-old soil-grown *Arabidopsis* plant were infiltrated from the abaxial side with 10 mm MgCl_2_ (mock) or a *Psm* suspension (OD_600_ = 0.002). Ten min after the treatment, 30 leaf disks (~7 mm in diameter) for each treatment were removed and washed twice for a total of 50 min. Sets of 10 leaf disks each were then placed in 5 mL fresh water in a test tube. NAD(P) concentrations in the water were measured over time following an enzymatic cycling assay protocol. One hundred μL of the water surrounding the leaf disks was added into a 1.5 mL microcentrifuge tube containing 0.1 mL Bicine-NaOH buffer (1.0 m, pH 8.0), followed by addition of 0.1 mL each of EDTA (disodium salt, 40 mm), 3-(4,5-dimethylthiazolyl-2)-2,5-diphenyltetrazolium bromide (MTT, 4.2 mm), phenazine ethosulfate (PES, 16.6 mm), and ethanol (5.0 m) for the determination of NAD or 0.05 mL of glucose-6-phosphate (G6P, 50 mm) for the determination of NADP. After adjusting the total volume to 1 mL by adding H_2_O, the microcentrifuge tube was kept at 37 °C for 5 min. The reaction was started by adding 0.02 mL of alcohol dehydrogenase (500 units mL^−1^, for NAD) or G6P dehydrogenase (35 units mL^−1^, for NADP). After incubated at 37 °C for 10 min, the reaction mixture was transferred to a microcuvette and the absorbance at 570 nm was measured with a Beckman Du640 spectrophotometer (Beckman).

### Plant treatment with NAD^+^ and NADP^+^

β-Nicotinamide adenine dinucleotide sodium salt (NAD^+^-Na; Sigma-Aldrich) and β-NAD^+^ phosphate sodium (NADP^+^-Na; Sigma-Aldrich) were dissolved in water, and the pH of the resulting solutions was adjusted to ~6.0 using 0.1 m NaOH. The solution (0.2 mm NAD^+^ or 0.4 mm NADP^+^) was infiltrated from the abaxial side into *Arabidopsis* leaves of 4-week-old soil-grown plants using a 1-mL needleless syringe. Distilled water was used as the negative control. The infiltration was conducted between 10 and 11 AM. For NAD(P)^+^-induced defense gene expression, the infiltrated leaf tissues were collected 20 hr after the treatment for RNA analysis. For NAD(P)^+^-induced *Psm* resistance, the infiltrated leaves were inoculated with *Psm* 5 hr after the NAD(P)^+^ treatment as described below (“assessment of plant resistance to *Psm*”). For SAR induction, three lower leaves on each *Arabidopsis* plant were infiltrated with H_2_O (mock), 0.4 mm NAD^+^, or 0.8 mm NADP^+^ every 12 hr for a total of four times. The first infiltration was performed at around 9 PM. About 5 hr after the last infiltration, two systemic (upper untreated) leaves were either collected for defense gene analysis or challenge-inoculated with *Psm* as described below (“assessment of plant resistance to *Psm*”).

### Biological induction of SAR

Three lower leaves on each 4-week-old soil-grown *Arabidopsis* plant were infiltrated from the abaxial side with 10 mm MgCl_2_ (mock) or a *Psm* suspension (OD_600_ = 0.002). The SAR activation treatment was conducted between 10 and 11 AM. Two days later, two systemic leaves were either collected for defense gene analysis or challenge-inoculated with *Psm* as described below (“assessment of plant resistance to *Psm*”).

### Assessment of plant resistance to *Psm*

To assess *Psm* resistance in the NAD(P)^+^-treated leaves or the systemic leaves, a *Psm* suspension (OD_600_ = 0.001) was infiltrated from the abaxial side into the target leaves using a 1-mL needleless syringe. A total of 12 plants were used per genotype/treatment. Two and a half to three days later, eight leaves per genotype/treatment from eight plants (one leaf from each plant) were collected to examine the growth of the pathogen. A leaf disk (~7 mm in diameter) was removed from each leaf using a hole punch and the leaf disk was placed into 500 μL of 10 mM MgCl_2_ in a 2-mL microcentrifuge tube and ground forcefully using a plastic pestle. Twenty-fold serial dilutions of the homogenate were plated on trypticase soy agar (BD) plates supplemented with 50 μg/mL streptomycin to determine bacterial concentrations. Bacterial growth rates were expressed as colony-forming units (cfu) per leaf disk area. All experiments depicted in the figures were repeated at least three times with similar results.

### RNA analysis

For reverse transcription (RT), total RNA was treated with DNase I (ThermoFisher Scientific) at 37 °C for 30 min. After inactivation of the DNase, RT was performed using SUPERSCRIPT First-strand Synthesis System (ThermoFisher Scientific) and 2 μg of the DNase-treated RNA in a 20 μL reaction. Quantitative PCR was performed using SYBR Green protocol (Applied Biosystems) with 1 μm primers and 0.2 μL aliquot of RT product in a total of 12.5 μL per reaction. Reactions were run and analyzed on a MX3000P real-time PCR machine (Stratagene) according to the manufacturer’s instructions. A standard curve was made by determining the threshold cycle (Ct) values for a dilution series of the RT reaction product for each primer pair. For each reaction, the Ct was determined by setting the threshold within the logarithmic amplification phase. The relative quantity of a gene is expressed in relation to *UBIQUITIN5* (*UBQ5*) using the formula 2^(Ct^*UBQ5*^-Ct^*GENE*^), where 2 represents perfect PCR efficiency. All experiments described in the figures were repeated at least three times with similar results.

### NAD^+^ movement assay

Three lower leaves on a 4-week-old soil-grown *Arabidopsis* plant or two lower leaves on a 5-week-old soil-grown *N. benthamiana* plant were infiltrated from the abaxial side with a water solution of 1 mm unlabeled NAD^+^ plus 6.25 nm ^32^P-NAD^+^ (specific activity 800 Ci/mmol; PerkinElmer, USA). The treated plants were incubated at 22–24 °C under a 16-hr-light/8-hr-dark regime for 24 hr. The infiltrated leaves and two systemic leaves from each plant were collected, wrapped with plastic waterproofing membrane, and exposed to X-ray film for 24 hr at −80 °C. The X-ray film was then developed to visualize the radioactivity in the leaves.

### Protein purification

For purification of MBP, MBP-eLecRK-VI.2, and MBP-eDORN1, a single colony of BL21(DE3) carrying the corresponding plasmid was cultured overnight at 37 °C in 5 mL Lysogeny broth (LB) with 50 µg/mL ampicillin. One mL of the seed culture was added to 500 mL fresh LB medium with 50 µg/mL ampicillin and cultured at 37 °C with shaking to an OD_600_ of 0.4. Isopropyl *β*-d-1-thiogalactopyranoside was added to a final concentration of 0.3 mm and the culture was allowed to grow for another 16–18 hr at 18 °C before the cells were harvested for protein extraction. MBP-fusion proteins were purified with amylose resin according to the protocol supplied by the manufacturer (New England BioLabs).

### NAD^+-^binding assays

Amylose resin beads with the bound proteins were re-suspended in binding buffer (10 mm HEPES, pH 7.5, 5 mm MgCl_2_) and aliquoted in 86 µL portions for individual binding reactions. For total binding assay, 10 µL binding buffer and 4 µL ^32^P-NAD^+^ (6.25 µm) were added, resulting in 250 nm ^32^P-NAD^+^ in the final 100 µL reaction mixture. For nonspecific binding, 10 µL of 2.5 mm unlabeled NAD^+^ and 4 µL ^32^P-labeled NAD^+^ were added, resulting in 250 µm unlabeled NAD^+^ and 250 nm ^32^P-NAD^+^ in the final 100 µL reaction mixture. The mixtures were incubated for 30 min at room temperature with gentle mixing every 5 min. The beads containing the binding reactions were then precipitated by centrifugation at 500 × *g* for 5 min, washed three times with the binding buffer, re-suspended in 10 mL ScintiVerse BD Cocktail (ThermoFisher Scientific) per sample, and carefully transferred into scintillation vials. The vials were placed in a Beckman Coulter LS6500 Multi-Purpose Scintillation Counter (Beckman) and bound ^32^P-NAD^+^ was quantified by scintillation counting. Specific NAD^+^ binding was calculated by subtracting the nonspecific binding from the total binding. For saturation binding assay, amylose resin beads with the bound proteins were incubated with different concentrations (50, 200, 500, 1000, 1500, and 2000 nm) of ^32^P-NAD^+^ in the absence (for total binding) or presence (for nonspecific binding) of additional 1000-fold unlabeled NAD^+^ in the binding buffer. The dissociation constant (*K*d) was calculated by one site specific binding saturation model using GraphPad Prism 7 (GraphPad Software, La Jolla, CA, USA). For competitive binding assay, amylose resin beads with the bound proteins were incubated with 250 nm of ^32^P-labeled NAD^+^ in the presence of different concentrations (100 nm, 1 µm, 10 µm, 100 µm, and 1 mm) of unlabeled nucleotides (NAD^+^, NADP^+^, and ATP) in the binding buffer. The 50% inhibition concentration (IC_50_) values were calculated by importing the data points into GraphPad Prism 7 using the one site Fit logIC_50_ competition model.

For microsome-based binding assays, *Arabidopsis* plants were grown under a 15-hr-light/9-hr-dark regime for about 6 weeks. Rosette leaf tissues were homogenized with a mortar and pestle in 1 mL/1 gram chilled membrane extraction buffer (20 mm Tris-HCl, pH 7.5, 250 mm mannitol, 5 mm MgCl_2_, 0.1 mm CaCl_2_, and protease inhibitors). Homogenates were filtered through two layers of Miracloth and centrifuged at 10,000 × *g* for 10 min at 4 °C. The supernatant was centrifuged at 100,000 × *g* for 1 hr at 4 °C to pellet microsomes. The microsomal pellet was re-suspended at a protein concentration of 2 mg/mL in binding buffer (10 mm MES-KOH, pH 5.7, 5 mm MgCl_2_, 0.25 mm CaCl_2_, 0.25 m mannitol, and protease inhibitors) and aliquoted in 10 µL portions for individual binding reactions. For total binding assay, 4 µL binding buffer and 1 µL ^32^P-NAD^+^ were added, resulting in ~420 nm ^32^P-NAD^+^ in the final 15 µL reaction mixture. For competitive binding assay, the microsomes were incubated with 420 nm ^32^P-NAD^+^ in the presence of 420 µm unlabeled NAD^+^ or NADP^+^ in the binding buffer. The binding reactions were incubated for 30 min at room temperature with gentle mixing every 5 min. The bound and free ^32^P-NAD^+^ were separated by filtering the mixture through a glass-fiber filter (GE Healthcare) and washing with 10 mL ice-cold binding buffer, and were quantified by scintillation counting.

### Microarray analysis

Three lower leaves on each four-week-old soil-grown plant were infiltrated with either 10 mm MgCl_2_ (−SAR) or *Psm* (OD_600_ = 0.002) (+SAR). Two days later, the systemic leaves were collected for total RNA extraction. Total RNA samples were subjected to microarray analysis using the Affymetrix microarray platform, which was performed at Interdisciplinary Center for Biotechnology Research Gene Expression and Genotyping Core at The University of Florida. RNA concentration was determined on a NanoDrop Spectrophotometer (ThermoFisher Scientific) and sample quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies). All microarray sample preparation used the GeneChip 3’ IVT Plus Express kit (ThermoFisher Scientific), and reactions were done following the manufacturer’s protocols. In brief, cDNA was synthesized from 500 ng of total RNA and used as template for in vitro transcription during which a biotin-modified nucleotide was incorporated. The biotin-labeled aRNA (amplified RNA) was then purified and fragmented. Eleven μg of biotin-labeled aRNAs were hybridized with rotation at 45 °C for 16 hr to the GeneChip Arabidopsis Genome ATH1 Array (ThermoFisher Scientific). The arrays were washed and stained with the reagents supplied in GeneChip Hybridization Wash and Stain kit (ThermoFisher Scientific) on an Affymetrix Fluidics Station 450, and scanned with a GeneChip 7 G Scanner (ThermoFisher Scientific).

The microarray data were pre-processed and normalized using the affy package^72^. The Robust Multichip Analysis approach was applied for the normalization. After normalization, the empirical Bayes moderated *t* statistics, which is implemented in the limma Bioconductor package^73^, was performed for differential expression detection. In each comparison, a *p* value and fold change were computed for each gene locus. The gene expression fold changes were computed based on the normalized log-transformed signal intensity data. To control false discovery rate and correct multiple hypothesis testing, a *q* value was calculated and used to assess the significance of each test using Benjamini and Hochberg’s approach^74^. Genes with an absolute fold change ≥ 2 and a *q* value ≤ 0.05 were considered as significantly induced or suppressed and were then further explored to obtain overlapped genes among genotypes. The venn function implement in limma package was applied to compute classification counts and draw a venn diagram.

### Plasmid construction and plant transformation

For expression of the MBP-eLecRK-VI.2 fusion protein in *E. coli*, the DNA fragment encoding the extracellular domain (AAs 23-310) of LecRK-VI.2 was amplified using the primers *Xba*I-eLecRK-VI.2 F and *Hin*dIII-eLecRK-VI.2 R (All primers are listed Supplementary Table 1). The PCR products were digested with *Xba*I and *Hin*dIII and cloned into the *Xba*I/*Hin*dIII site of pMAL-p2X, generating pMAL-p2X-eLecRK-VI.2. The pMAL-p2X-eDORN1 plasmid has previously been described^22^. For expression of the MBP-LecRK-VI.2KD (AAs 331–682) and GST-BAK1KD (AAs 250–615) fusion proteins in *E. coli*, DNA fragments encoding the KDs of LecRK-VI.2 and BAK1 were amplified using primers *Bgl*II-LecRK-VI.2KDF/*Xho*I-LecRK-VI.2KDR and EcoRI-BAK1KDF/*Sal*I-BAK1KDR and cloned into the *Bam*HI/*Sal*I site of pMAL-p2X and the *Eco*RI/*Sal*I site of pGEX-4T-1, generating pMAL-p2X-LecRK-VI.2KD and pGEX-4T-BAK1KD, respectively. For transient expression in *N. benthamiana*, the coding regions of *LecRK-VI.2* and *BAK1* were amplified using primers *Xba*I-LecRK-VI.2 F/*Xho*I-lecRK-VI.2-noStopR and SacI-BAK1F/*Sal*I-BAK1-noStopR and cloned into the *Xba*I/*Sal*I site of pCAMBIA1300S-FLAG and the *Sac*I/*Sal*I site of pCAMBIA1300S-GFP, resulting in pCAMBIA1300S-LecRK-VI.2-FLAG and pCAMBIA1300S-BAK1-GFP, respectively. For generation of transgenic *Arabidopsis* plants expressing LecRK-VI.2-HA, the DNA fragment containing the *LecRK-VI.2* promoter and coding region was amplified using primers *Xba*I-LecRK-VI.2PF and *Bgl*II-3×HA-lecRK-VI.2 R and cloned into the *Xba*I/*Bam*HI site of pCB302, resulting in pCB302-LecRK-VI.2:LecRK-VI.2-HA. Site-directed mutagenesis of Asp494 of LecRK-VI.2 and Lys317 of BAK1 was performed in pCB302-LecRK-VI.2:LecRK-VI.2-HA and pCAMBIA1300S-BAK1-GFP, respectively, using primers listed in Supplementary Table 1. The presence of the expected mutations in the resulting constructs was verified by DNA sequencing. The plasmids pCAMBIA1300S-LecRK-VI.2-FLAG, pCAMBIA1300S-BAK1-GFP, pCB302-LecRK-VI.2:LecRK-VI.2-HA, pCB302-LecRK-VI.2:LecRK-VI.2(D494N)-HA, and pCAMBIA1300S-BAK1(K317E)-GFP were introduced into the *Agrobacterium* strain GV3101(pMP90) and pMAL-p2X, pMAL-p2X-eLecRK-VI.2, pMAL-p2X-eDORN1, pMAL-p2X-LecRK-VI.2KD, and pGEX-4T-BAK1KD were introduced into the *E. coli* strain BL21(DE3) by electroporation.

For transient expression in *N. benthamiana*, Agrobacteria carrying pCAMBIA1300S-LecRK-VI.2-FLAG, pCAMBIA1300S-BAK1-GFP were suspended in an induction buffer (10 mm MES-KOH, pH 5.6, 10 mm MgCl_2_ and 100 μm acetosyringone) to an OD_600_ of 0.4, pre-induced for 2 to 3 h at 28 °C, mixed in a 1:1 ratio before infiltration, and then infiltrated from the abaxial side into *N. benthamiana* leaves using a 1-mL needleless syringe. Two to 3 days later, the leaves infiltrated with the Agrobacteria were used for co-immunoprecipitation analysis.

### Pull-down and co-immunoprecipitation assays

One microgram MBP or MBP-LecRK-VI.2KD was incubated with 1 μg GST-BAK1KD in a binding buffer (20 mm Tris-HCl, 200 mm NaCl, 1 mm EDTA, pH 7.4) under agitation at 4 °C. After 2 hr, 50 μL amylose resin beads (New England BioLabs, E8021S) were added, and the incubation continued for another 2 hr. The beads were then washed five times with the washing buffer (20 mm Tris-HCl, 200 mm NaCl, 1 mm EDTA, 0.6% Triton X-100, pH 7.4). Input and pulled down proteins were resolved by 8% sodium dodecyl sulphate-polyacrylamide gel electrophoresis (SDS-PAGE) and detected by immunoblotting using anti-MBP (New England BioLabs, E8032S, dilution 1:10,000) and anti-GST (Cell Signaling, 2625 S, dilution 1:1000) antibodies. Co-immunoprecipitation assay was performed as described by Roux et al.^47^. *N. benthamiana* or *Arabidopsis* leaves were ground in liquid nitrogen and extraction buffer (50 mm Tris-HCl, pH 7.5, 150 mm NaCl, 10% glycerol, 10 mm DTT, 10 mm EDTA, 1 mm NaF, 1 mm Na_2_MoO_4_, 1% [w/v] polyvinylpyrrolidone, 1% [v/v] IGEPAL CA-630, and 1% [v/v] protease inhibitor cocktail) was added at 2 mL/g tissue powder. Samples were clarified by centrifugation at 16,000 × *g* at 4 °C for 20 min. For *N. benthamiana*, the supernatant was incubated with anti-FLAG M2 affinity agarose gel (Sigma-Aldrich, A2220) at 4 °C for 4 hr. For *Arabidopsis*, the supernatant was incubated with monoclonal anti-GFP antibody (Santa Cruz Biotechnology, sc-9996) overnight at 4 °C followed by precipitation with protein G plus agarose (Santa Cruz Biotechnology) for 4 hr. After washing four times with the extraction buffer, proteins were eluted by boiling in 40 μL of 2× Laemmli sample buffer for 10 min. The eluates were separated on 8% SDS-PAGE, transferred onto nitrocellulose membranes (Maine Manufacturing, Gloucester, MA, USA). For *N. benthamiana*, the membranes were probed with monoclonal anti-FLAG (Sigma-Aldrich, F1804, dilution 1:5000) and polyclonal anti-GFP (Santa Cruz Biotechnology, sc-8334, dilution 1:1000) antibodies to detect immunoprecipitated LecRK-VI.2-FLAG and co-immunoprecipitated BAK1-GFP, respectively. For *Arabidopsis*, the membranes were probed with polyclonal anti-GFP and monoclonal anti-HA (Santa Cruz Biotechnology, sc-7392, dilution 1:1000) antibodies to detect immunoprecipitated BAK1-GFP protein and co-immunoprecipitated LecRK-VI.2-HA, respectively.

### Quantification and statistical analysis

Statistical analyses were performed using the data analysis tools (Student’s *t* test) in Microsoft Excel of Microsoft Office 2011 for Macintosh as well as the one-way ANOVA and the two-way ANOVA in Prism 7. Unless indicated otherwise, all experiments were repeated at least three times with similar trends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Source Data

## Data Availability

The authors declare that all data supporting the findings of this study are available within the manuscript and its supplementary files or are available from the corresponding author upon request. The source data underlying Figs. 1–7 and Supplementary Figs. 1–12 are provided as a Source Data file. Microarray data generated as part of this study has been deposited in the Gene Expression Omnibus repository under accession code GSE121886.

# Supplementary material for: Extracellular pyridine nucleotides trigger plant systemic immunity through a lectin receptor kinase/BAK1 complex
**Source:** Nat Commun. 2019 Oct 22;10:4810. doi: 10.1038/s41467-019-12781-7
**Supplement:** Supplementary file 1 — Supplementary Information

Supplemental Information

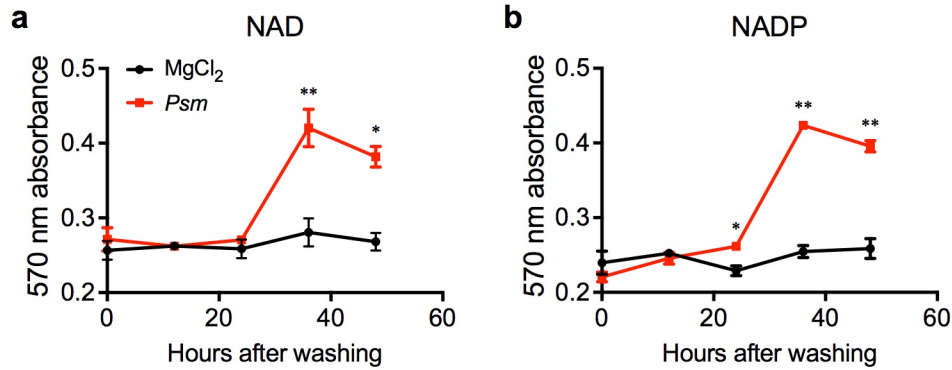

Supplementary Figure 1. NAD and NADP leakage from *Psm*-treated intact leaves

(a, b) Leaves of 4-week-old soil-grown *Arabidopsis* plants were infiltrated with 10 mM MgCl₂ or *Psm* (OD₆₀₀ = 0.002). The infiltrated leaves were removed and sets of 5 leaves were submerged in 2 mL water in test tubes with the petioles above the water surface. NAD (a) and NADP (b) concentrations in the water were measured at the indicated time points by enzymatic cycling assays. Data represent the mean ± standard deviation (SD) of three biological replicates. Asterisks denote significant differences between *Psm*- and MgCl₂-treated samples (*p < 0.05, **p < 0.01; Student's *t* test).

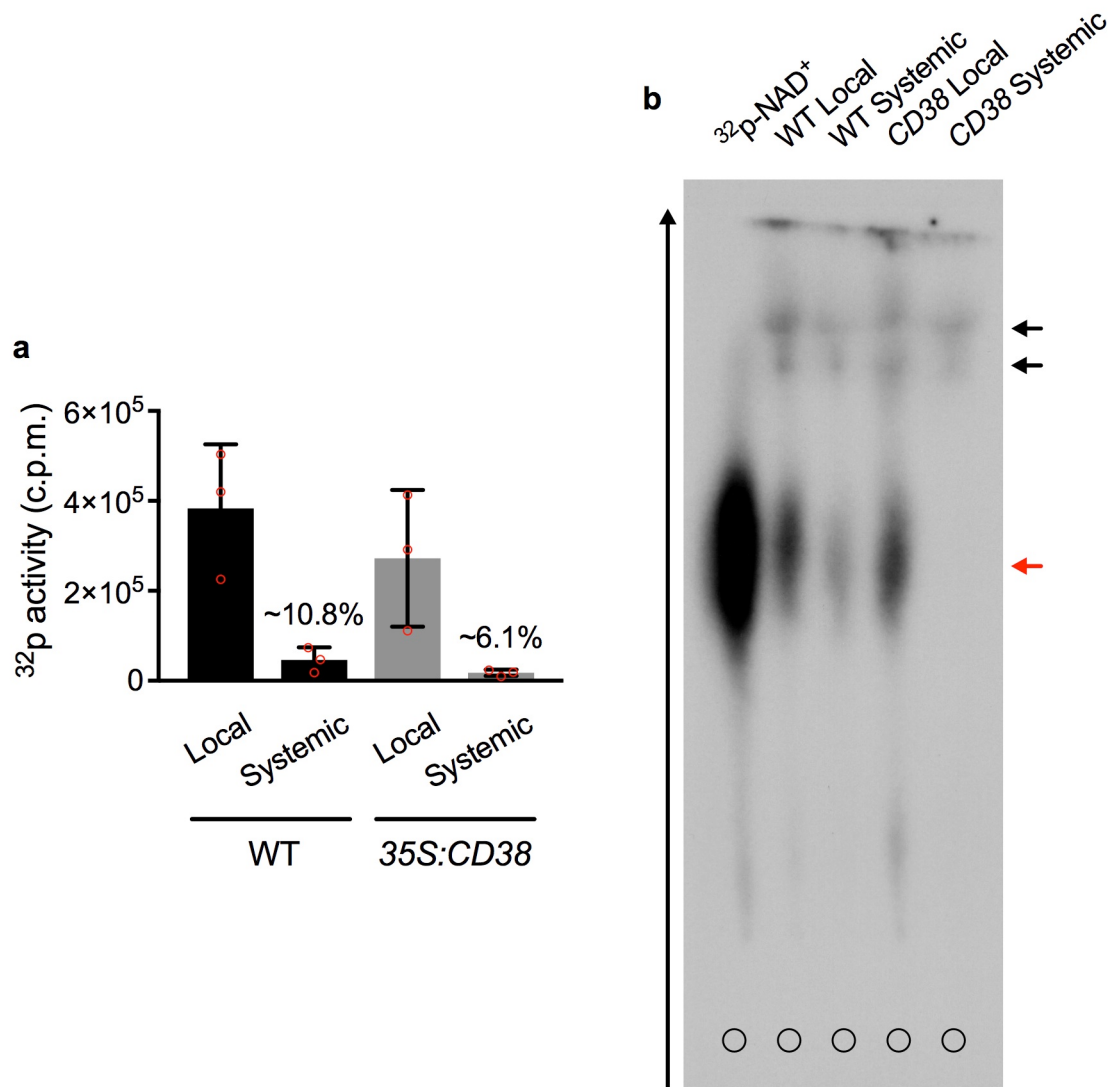

Supplementary Figure 2. Movement of exogenously added ^{32}P -NAD⁺ in *Arabidopsis* plants

(a) Three lower leaves on each *Arabidopsis* wild-type (WT) or *35S:CD38* transgenic plant were infiltrated with a water solution of 6.25 nM ^{32}P -NAD⁺. Twenty-four hr later, the radioactivity in the local and systemic leaves was quantified. Data represent the mean $\pm$ SD of three experiments. The percentages of radioactivity in the systemic leaves were calculated from the following equation: systemic/(local + systemic).

(b) Plants were treated as in (a). The local and systemic leaves were submerged in 1 mL 80% ethanol and boiled at 95°C for 2 min. After removing the leaf debris, the extracts (50 μL each)

21 were loaded on a Whatman No. 1 filter paper strip. The samples were chromatographed in a
22 solvent system (150 mM Tris-HCl, pH 7.6/ethanol/1-butanol, v/v, 6/10/1) till the solvent front
23 reached ~1 cm from the top of the paper strip. The filter paper was then wrapped with plastic
24 waterproofing membrane and exposed to X-ray film. Empty circles: the starting line; red arrow:
25 the ^{32}P -NAD $^{+}$ band; black arrows: ^{32}P -NAD $^{+}$ metabolites.

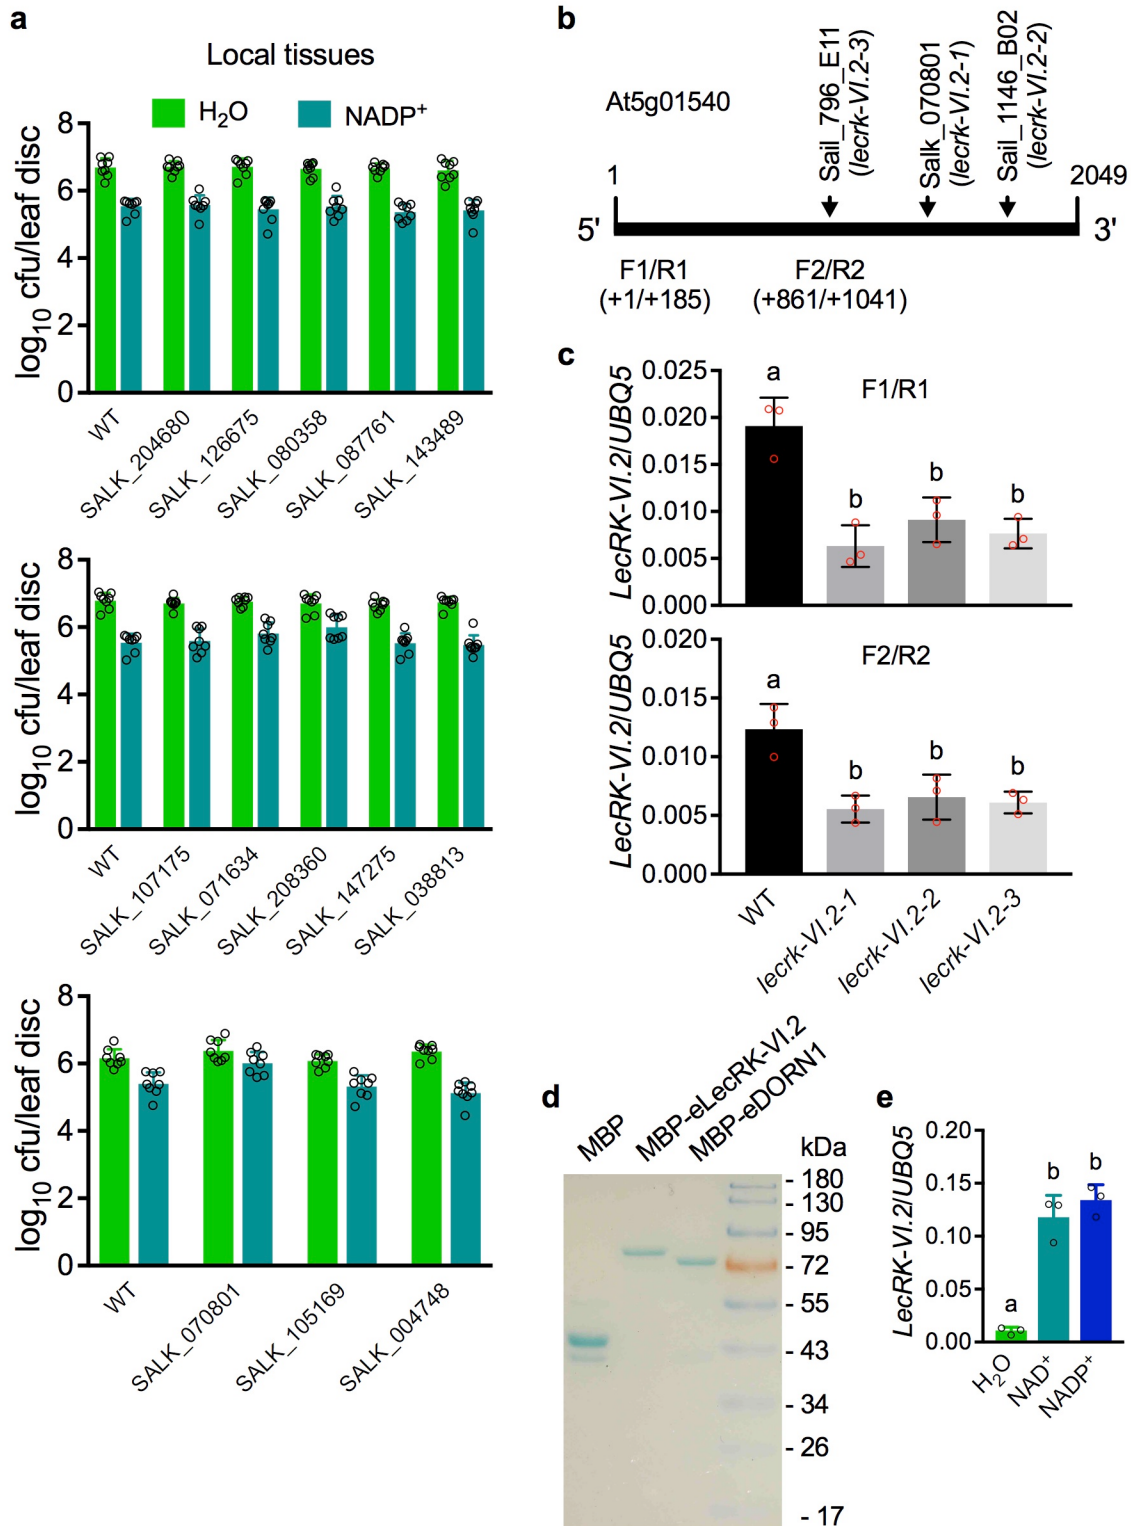

Supplementary Figure 3. Exogenous NADP^+ -induced local resistance in the previously isolated T-DNA insertion lines and the transcript levels of *LecRK-VI.2* in three T-DNA insertion lines

(a) Exogenous NADP⁺-induced local resistance in the wild-type (WT) and indicated T-DNA insertion lines. Three leaves on each 4-week-old soil-grown plant were infiltrated with H₂O or 0.4 mM NADP⁺, and the infiltrated leaves were inoculated with *Psm* (OD₆₀₀ = 0.001) 5 hr after the NADP⁺ treatment. The bacterial growth was determined 3 d later. Data represent the mean ± SD of eight biological replicates. Cfu: colony-forming units.

(b) The T-DNA insertion sites in SALK_070801 (*lecrk-VI.2-1*), SAIL_1146_B02 (*lecrk-VI.2-2*), and SAIL_796_E11 (*lecrk-VI.2-3*) and the positions of the two pairs of primers used for qPCR analysis of *LecRK-VI.2* transcript levels in (c).

(c) Transcript levels of *LecRK-I.8* in the wild type, *lecrk-VI.2-1*, *lecrk-VI.2-2*, and *lecrk-VI.2-3*. Total RNA was extracted from leaves of 4-week-old soil-grown plants and subjected to qPCR analysis. Expression levels were normalized against *UBQ5*. Data represent the mean ± SD of three biological replicates. Different letters above the bars denote significant differences ($p < 0.05$; one-way ANOVA with Tukey's test).

(d) The purified recombinant MBP, MBP-eLecRK-VI.2, and MBP-eDORN1 proteins used for NAD(P)⁺ binding assays in Figures 2e-2g.

(e) Induction of *LecRK-VI.2* by NAD⁺ and NADP⁺. Leaves of 4-week-old soil-grown wild-type Col-0 plants were infiltrated with H₂O, 0.2 mM NAD⁺ or 0.4 mM NADP⁺. Four hr later, the treated leaves were collected. Total RNA was extracted and subjected to qPCR analysis. Expression levels were normalized against *UBQ5*. Data represent the mean ± SD of three biological replicates. Different letters above the bars denote significant differences ($p < 0.05$; one-way ANOVA with Tukey's test).

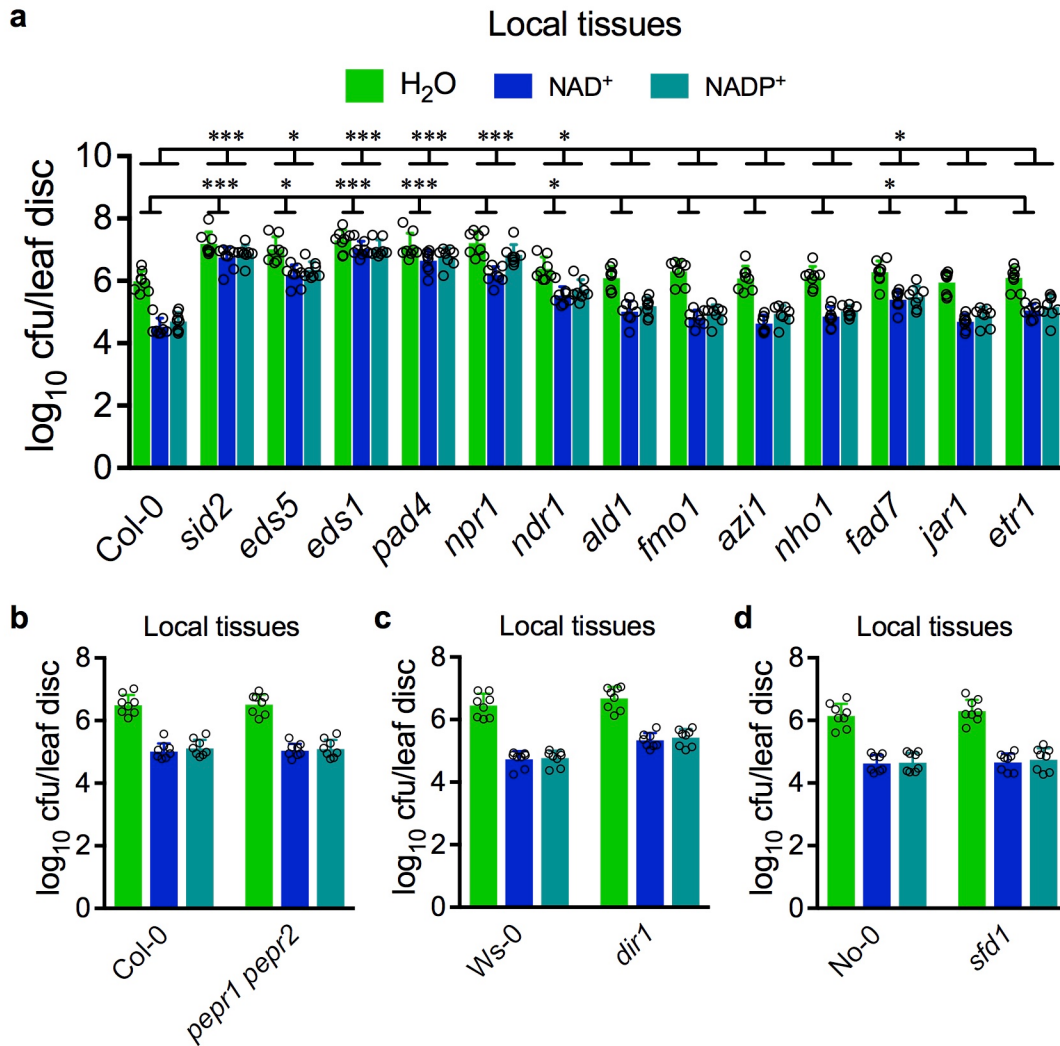

Supplementary Figure 4. Exogenous NAD(P)⁺-induced local resistance in various SAR mutants

(a-d) Exogenous NAD(P)⁺-induced local resistance in the wild-type Col-0, *sid2*, *eds5*, *eds1*, *pad4*, *npr1*, *ndr1*, *ald1*, *fmo1*, *azi1*, *nho1*, *fad7*, *jar1*, and *etr1* (a), Col-0 and *pepr1 pepr2* (b), the wild-type Ws-0 and *dir1* (c), as well as the wild-type No-0 and *sfd1* (d). Three leaves on each 4-week-old soil-grown plant were infiltrated with H₂O, 0.2 mM NAD⁺, or 0.4 mM NADP⁺. The infiltrated leaves were inoculated with *Psm* (OD₆₀₀ = 0.001) 5 hr after the NAD(P)⁺ treatment, and the bacterial growth was determined 3 d later. Data represent the mean ± SD of eight

biological replicates. Asterisks denote significant differences between the induction in the mutants and that in the wild type ($*p < 0.05$, $***p < 0.001$; two-way ANOVA with Sidak's test).

Upper line: induction by NADP^+ ; lower line: induction by NAD^+ .

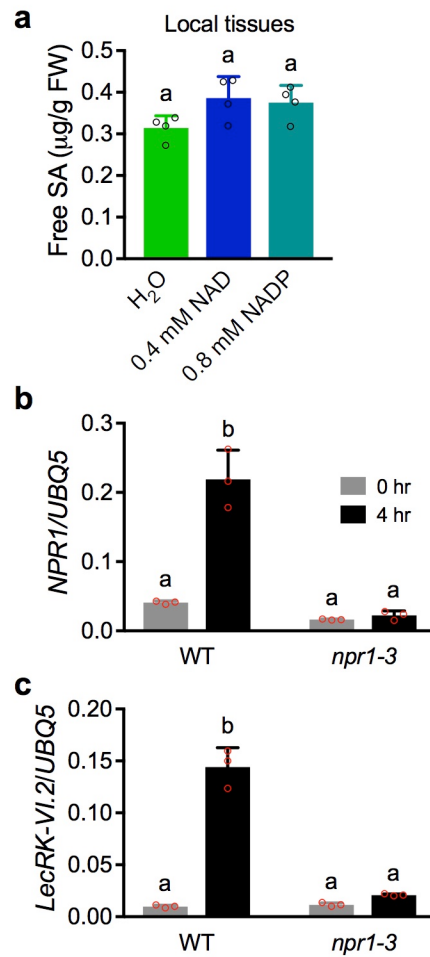

Supplementary Figure 5. NAD(P)^+ -induced SA accumulation and SA-induced *LecRK-VI.2* expression

(a) Leaves of 4-week-old soil-grown wild-type Col-0 plants were infiltrated with H_2O , 0.4 mM NAD^+ or 0.8 mM NADP^+ . Twenty-four hr later, the treated leaves were collected, and free SA levels in the samples were determined by HPLC. Data represent the mean $\pm$ SD of three biological replicates. Same letters above the bars indicate no significant differences ($p > 0.05$;

one-way ANOVA with Tukey's test).

(b, c) Four-week-old soil-grown wild-type (WT) Col-0 and *npr1-3* mutant plants were sprayed and soil-drenched with 0.5 mM SA water solution. Leaf tissues were collected 4 hr later. Total RNA was extracted and subjected to qPCR analysis. Data represent the mean $\pm$ SD of three biological replicates. Different letters above the bars denote significant differences ($p < 0.05$; one-way ANOVA with Tukey's test).

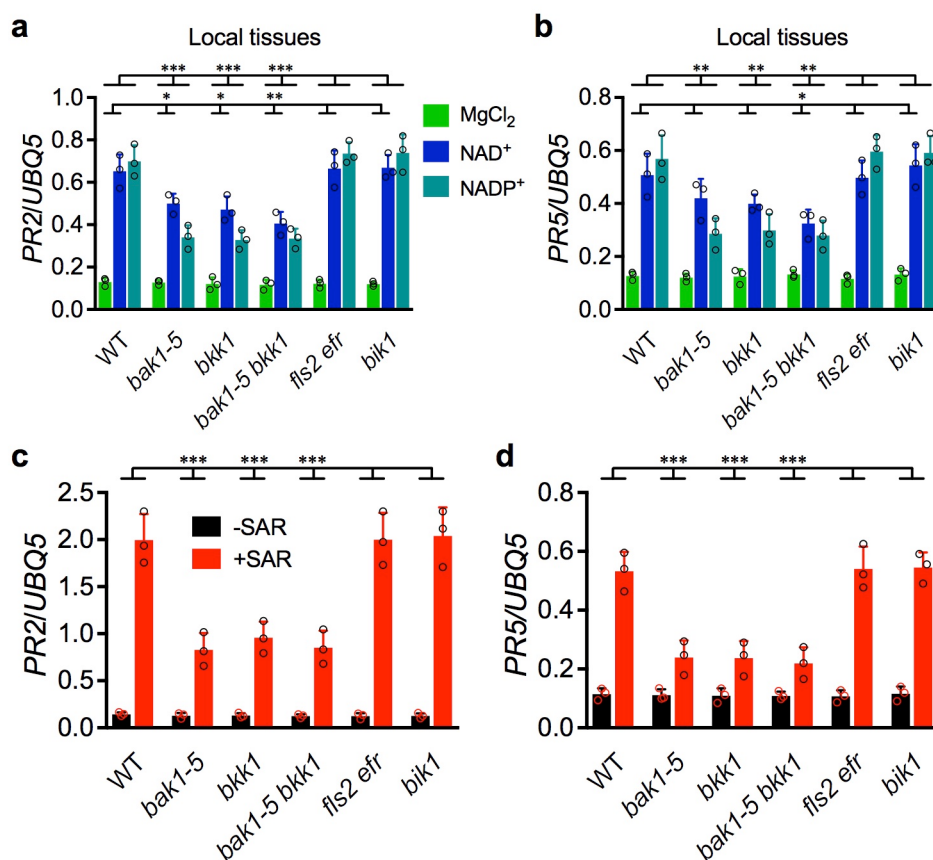

Supplementary Figure 6. *PR2* and *PR5* expression in the local and systemic leaves of several PTI mutants

(a, b) Exogenous NAD(P)⁺-induced local expression of *PR2* (a) and *PR5* (b) in the wild-type (WT), *bak1-5*, *bkk1*, *bak1-5 bkk1*, *fls2 efr*, and *bik1* plants. Three leaves on each 4-week-old

soil-grown plant were infiltrated with H₂O, 0.2 mM NAD⁺, or 0.4 mM NADP⁺. The infiltrated leaves were collected 20 hr later for *PR* gene analysis by qPCR. Expression levels were normalized against *UBQ5*. Data represent the mean ± SD of three biological replicates. Asterisks denote significant differences between the induction in the mutants and that in the wild type (*p < 0.05, **p < 0.01, ***p < 0.001; two-way ANOVA with Sidak's test). Upper line: induction by NADP⁺; lower line: induction by NAD⁺.

(c, d) Expression of *PR2* (c) and *PR5* (d) in the systemic leaves of the wild-type, *bak1-5*, *bkk1*, *bak1-5 bkk1*, *fls2 efr*, and *bik1* plants with or without SAR induction. Three lower leaves on each 4-week-old soil-grown plant were infiltrated with 10 mM MgCl₂ or a *Psm* suspension (OD₆₀₀ = 0.002). Two d later, the systemic leaves were collected for *PR* gene analysis by qPCR. Expression levels were normalized against *UBQ5*. Data represent the mean ± SD of three biological replicates. Asterisks denote significant differences between the induction in the mutants and that in the wild type (***p < 0.001; two-way ANOVA with Sidak's test).

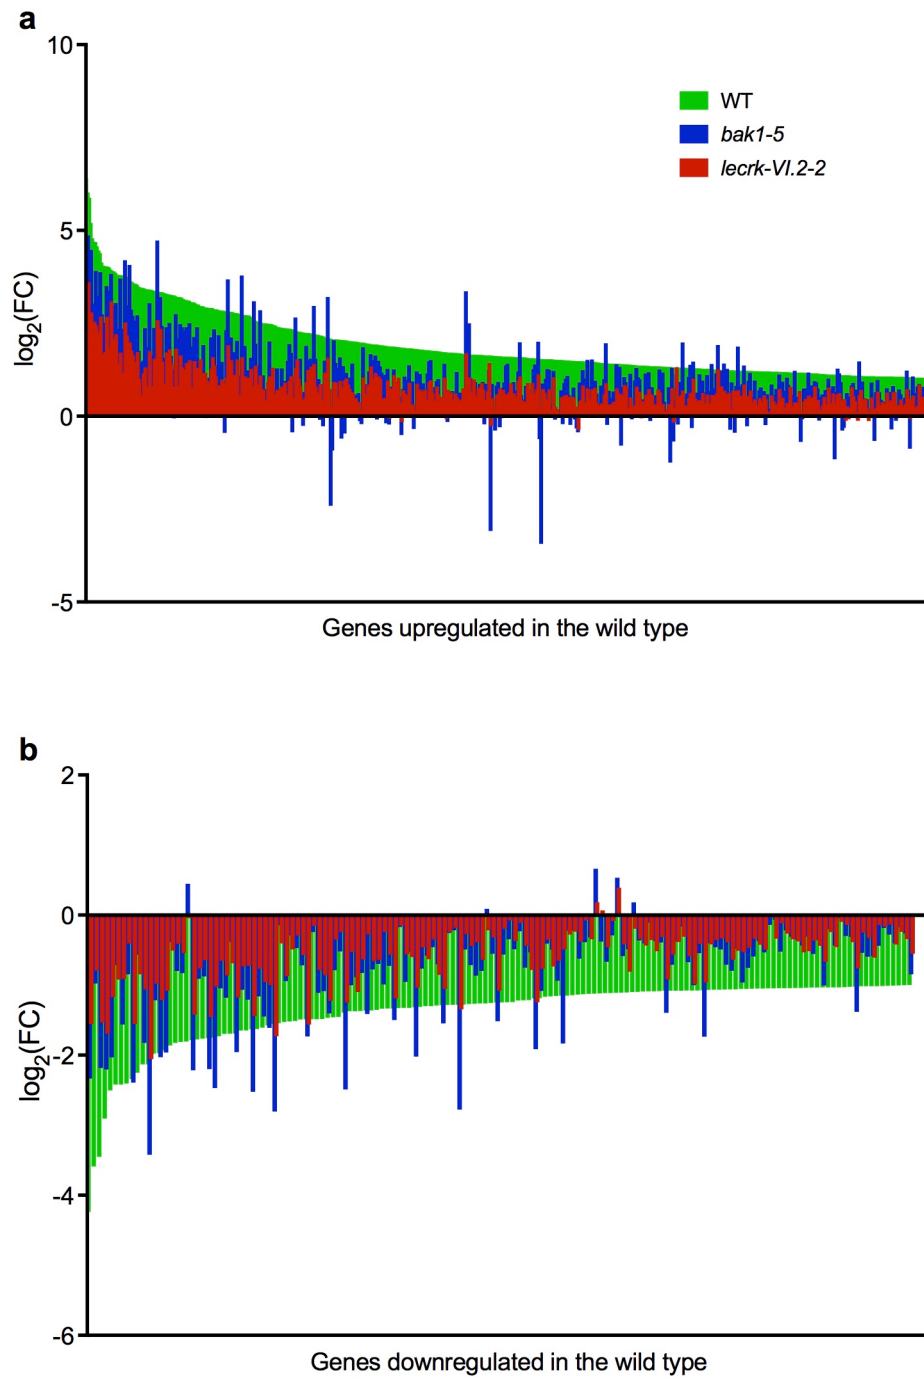

96

97 **Supplementary Figure 7.** Comparison of SAR activation-mediated gene induction and

98 suppression in the wild type, *bak1-5*, and *lecrk-VI.2-2*

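For the 564 probe sets that rose in the wild type, *PR1* and *CRT3* among them, the mean signal over the sets was computed for each array and taken relative to the mean of the 3 MgCl_2_ arrays of its genotype. The *Psm* arrays of the wild type lay at 2.03, 1.70 and 1.92 on the log2 scale, a mean of 1.88 (SD 0.166, n = 3). Those of *bak1-5* lay at 0.96, 1.21 and 0.60, a mean of 0.93 (SD 0.306), and those of *lecrk-VI.2-2* at 0.50, 1.12 and 0.33, a mean of 0.65 (SD 0.418). The probe sets were chosen by their rise in these wild-type arrays, which favors the wild type, so the exact permutation tests against it (p = 0.1 for each mutant, the smallest possible) decide nothing. The arrays of *bak1-5* and *lecrk-VI.2-2* overlapped (two-sided exact permutation test, p = 0.4), which 3 arrays against 3 cannot bring below 0.1, so this test could not pass.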

(a) Induction of the genes, which were induced twofold or higher with a low q value (≤ 0.05) in the wild type, in the systemic leaves of the wild type (WT), *bak1-5*, and *lecrk-VI.2-2* after local *Psm* inoculation is presented.

(b) Suppression of the genes, which were suppressed twofold or more with a low q value (≤ 0.05) in the wild type, in the systemic leaves of the wild type, *bak1-5*, and *lecrk-VI.2-2* after local *Psm* inoculation is presented.

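For the 151 probe sets that fell in the wild type, *PSAN* and AT1G62510 among them, the *Psm* arrays of the wild type lay at −1.78, −1.14 and −1.26 relative to the mean of their MgCl_2_ arrays (mean −1.39, SD 0.342, n = 3). Those of *bak1-5* lay at −0.86, −1.01 and −0.65 (mean −0.84, SD 0.182) and those of *lecrk-VI.2-2* at −0.38, −0.72 and −0.70 (mean −0.60, SD 0.189). The choice by these wild-type arrays again favors the wild type, and the arrays of the 2 mutants overlapped (exact permutation p = 0.3, again with 0.1 as the smallest possible). AT1G62510 had changes of −4.24 in the wild type, −2.33 in *bak1-5* and −1.56 in *lecrk-VI.2-2* (*q* = 0.12), and its difference between the wild type and *lecrk-VI.2-2* of −2.68 (*q* = 0.040 from limma) missed the threshold under 14 of the alternatives.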

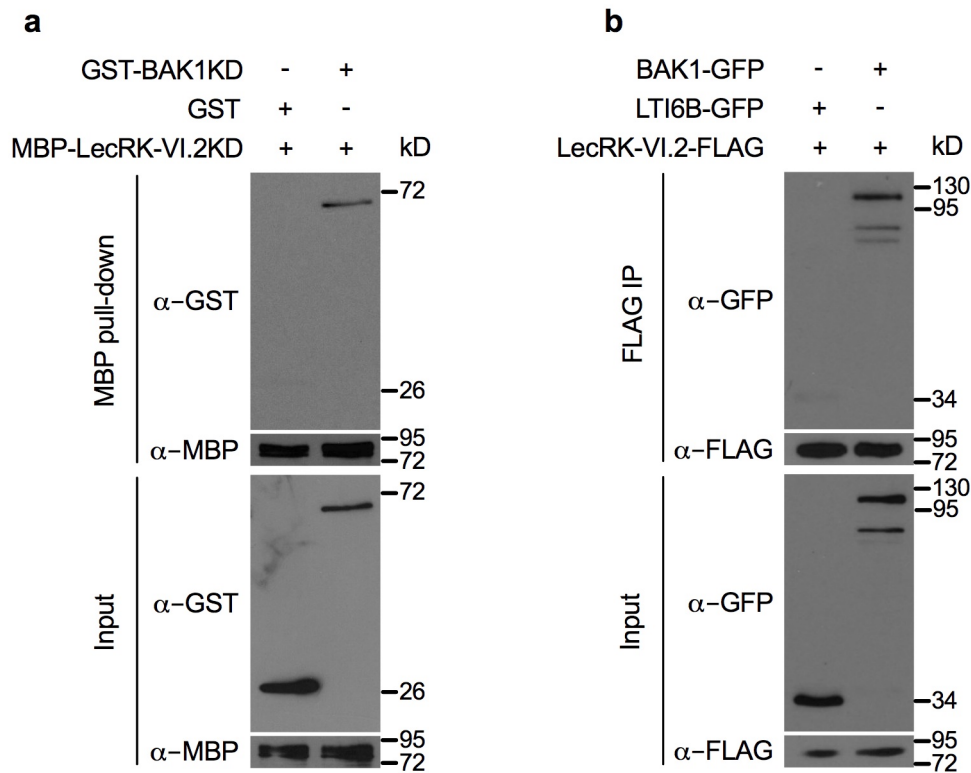

Supplementary Figure 8. LecRK-VI.2 does not interact with GST *in vitro* or LTI6B-GFP in *N. benthamiana*

(a) *In vitro* MBP pull-down assay of LecRK-VI.2KD interaction with BAK1KD. Recombinant MBP-LecRK-VI.2KD was incubated with GST-BAK1KD or GST and pulled down with amylose resin beads. Input and bead-bound proteins were analyzed by immunoblotting with

monoclonal anti-GST and anti-MBP antibodies.

(b) Co-IP analysis of LecRK-VI.2-FLAG association with BAK1-GFP in *N. benthamiana*. Total proteins (input) of *N. benthamiana* leaves transiently co-expressing LecRK-VI.2-FLAG and BAK1-GFP or LTI6B-GFP were immunoprecipitated with anti-FLAG affinity agarose beads and the precipitates were analyzed by immunoblotting with monoclonal anti-GFP and anti-FLAG antibodies.

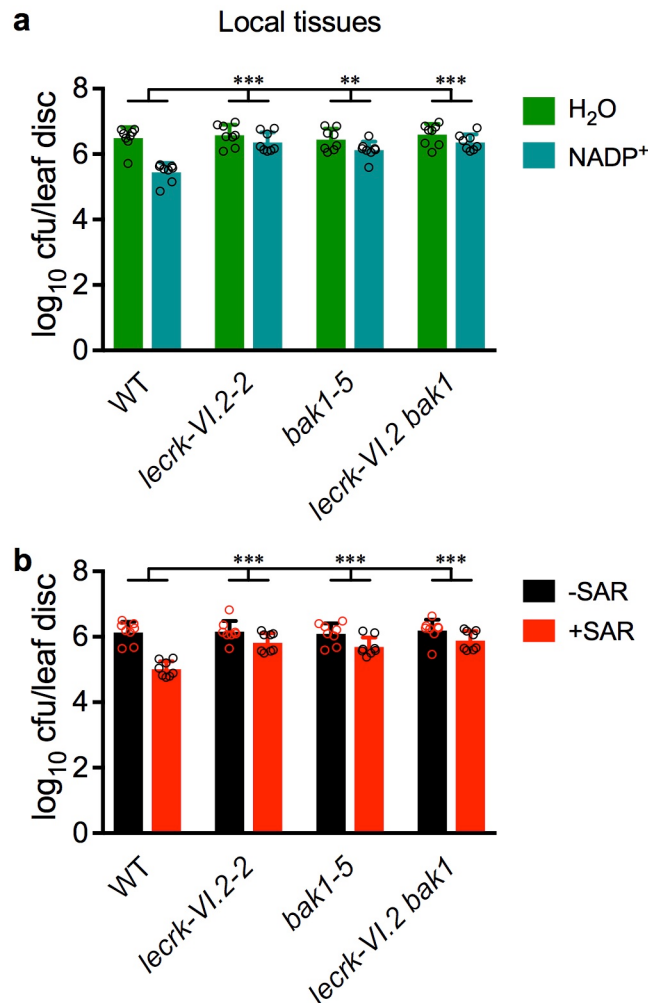

Supplementary Figure 9. Characterization of the *lecrk-VI.2 bak1* double mutant

121 (a) Exogenous NADP⁺-induced local resistance in the wild-type (WT), *lecrk-VI.2-2*, *bak1-5*, and
122 *lecrk-VI.2 bak1* plants. Leaves of 4-week-old soil-grown plants were infiltrated with 0.4 mM
123 NADP⁺ or H₂O. Five hr later, the infiltrated leaves were inoculated with a *Psm* suspension
124 (OD₆₀₀ = 0.001). Three d later, eight leaves were collected to examine the growth of the
125 pathogen. Data represent the mean ± SD of eight biological replicates. Asterisks denote
126 significant differences between the induction in the mutants and that in the wild type (**p < 0.01,
127 ***p < 0.001; two-way ANOVA with Sidak's test).

128 (b) Biological induction of SAR in the wild-type, *lecrk-VI.2-2*, *bak1-5*, and *lecrk-VI.2 bak1*
129 plants. Three lower leaves on each 4-week-old soil-grown plant were infiltrated with 10 mM
130 MgCl₂ or a *Psm* suspension (OD₆₀₀ = 0.002). Two d later, two systemic leaves were challenge-
131 inoculated with *Psm* (OD₆₀₀ = 0.001). Three d later, eight leaves were collected to examine the
132 growth of the pathogen. Data represent the mean ± SD of eight biological replicates. Asterisks
133 denote significant differences between the induction in the mutants and that in the wild type
134 (***p < 0.001; two-way ANOVA with Sidak's test).

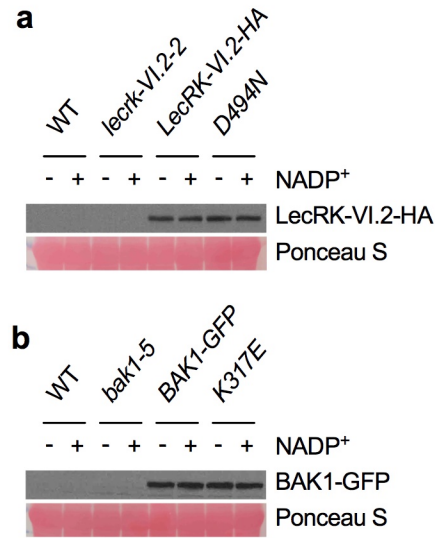

Supplementary Figure 10. Protein levels in the transgenic lines used for characterization in Fig.

7

(a) LecRK-VI.2-HA levels in the wild-type (WT), *lecrk-VI.2-2*, *LecRK-VI.2:LecRK-VI.2-HA*, and *LecRK-VI.2:lecrk-VI.2(D494N)-HA* plants with (+) or without (-) 0.8 mM NADP⁺ for 4 h.

Total protein was extracted, subjected to SDS-PAGE, and analyzed by immunoblot using a monoclonal anti-HA antibody. Ponceau S staining of RuBisCO was used as the loading control.

(b) BAK1-GFP levels in the wild-type, *bak1-5*, *35S:BAK1-GFP*, and *35S:bak1(K317)-GFP* plants with (+) or without (-) 0.8 mM NADP⁺ for 4 h. Total protein was extracted, subjected to SDS-PAGE, and analyzed by immunoblot using a polyclonal anti-GFP antibody. Ponceau S staining of RuBisCO was used as the loading control.

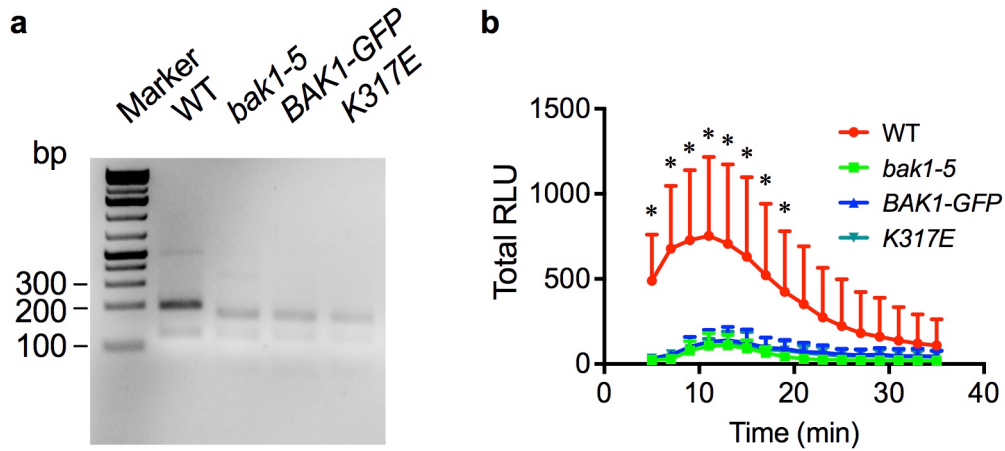

Supplementary Figure 11. BAK1-GFP is unable to complement *bak1-5* in flg22-induced ROS

burst

(a) Confirmation of the *bak1-5* genetic background of the *35S:BAK1-GFP/bak1-5* (BAK1-GFP)

and *35S:bak1(K317E)-GFP/bak1-5* (K317E) transgenic plants. To avoid interference of the

transgene, the genomic DNA region carrying the *bak1-5* mutation was first amplified by PCR

using an intron primer and the PCR products were then analyzed with the *bak1-5* dCAPS marker.

(b) ROS production triggered by 100 nM flg22 in the wild-type (WT), *bak1-5*, *35S:BAK1-*

GFP/bak1-5, and *35S:bak1(K317E)-GFP/bak1-5* leaf disks measured in a luminol-based assay

as relative light units (RLUs). Data represent the mean $\pm$ SD of 12 biological replicates.

Asterisks denote significant differences between the wild type and other genotypes ($*p < 0.05$;

Student's t test).

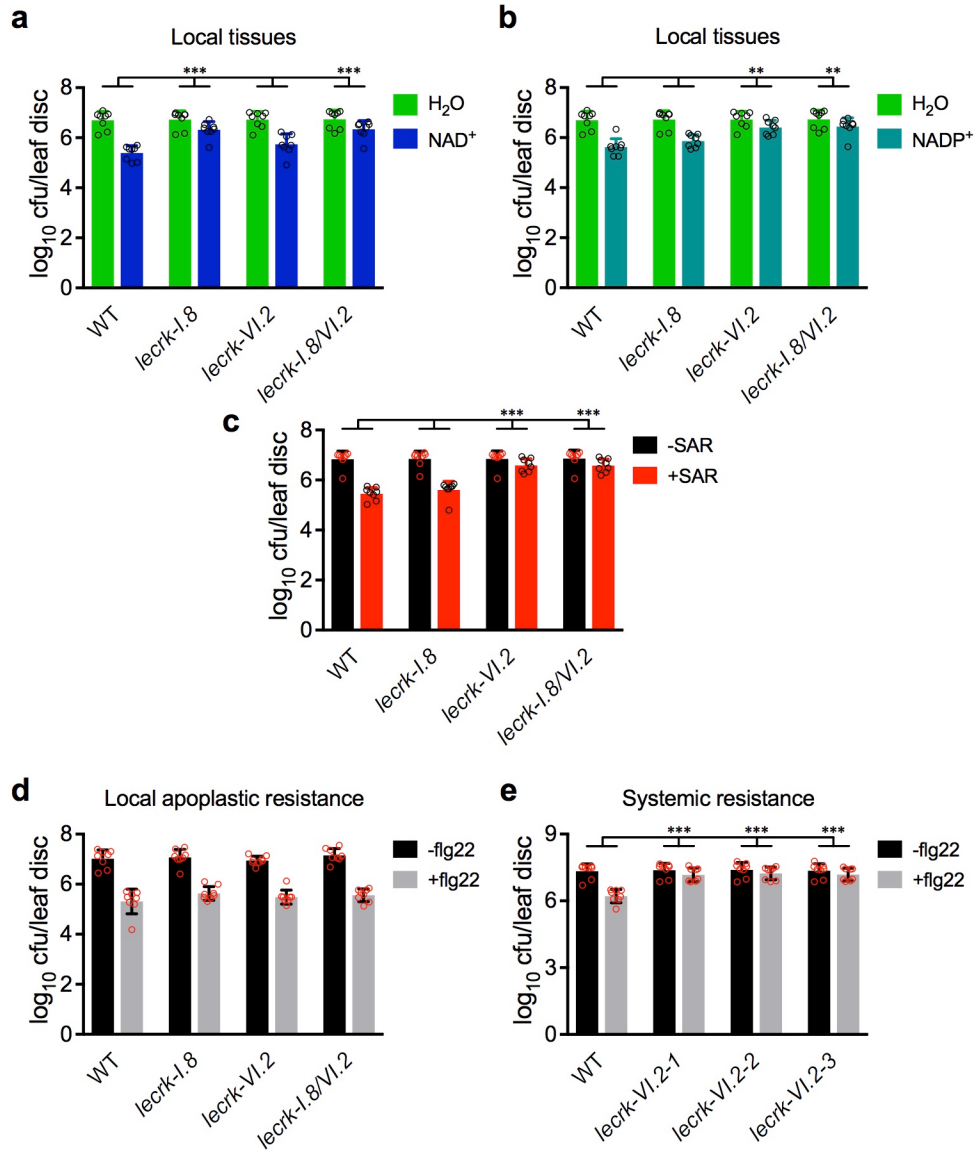

Supplementary Figure 12. Characterization of the *lecrk-I.8/VI.2* double mutant

(a, b) Exogenous NAD⁺ (a) and NADP⁺ (b) -induced local resistance in the wild-type (WT), *lecrk-I.8*, *lecrk-VI.2*, and *lecrk-I.8/VI.2* plants. Leaves of 4-week-old soil-grown plants were infiltrated with 0.2 mM NAD⁺, 0.4 mM NADP⁺ or H₂O. Five hr later, the infiltrated leaves were inoculated with a *Psm* suspension (OD₆₀₀ = 0.001). Three d later, eight leaves were collected to examine the growth of the pathogen. Data represent the mean ± SD of eight biological

replicates. Asterisks denote significant differences between the induction in the mutants and that in the wild type (** $p < 0.01$, *** $p < 0.001$; two-way ANOVA with Sidak's test).

(c) Biological induction of SAR in the wild-type, *lecrk-I.8*, *lecrk-VI.2*, and *lecrk-I.8/VI.2* plants.

Three lower leaves on each 4-week-old soil-grown plant were infiltrated with 10 mM MgCl_2 or a *Psm* suspension ($\text{OD}_{600} = 0.002$). Two d later, two systemic leaves were challenge-inoculated with *Psm* ($\text{OD}_{600} = 0.001$). Three d later, eight leaves were collected to examine the growth of the pathogen. Data represent the mean $\pm$ SD of eight biological replicates. Asterisks denote significant differences between the induction in the mutants and that in the wild type (*** $p < 0.001$; two-way ANOVA with Sidak's test).

(d) Flg22-induced local resistance in the wild-type, *lecrk-I.8*, *lecrk-VI.2*, and *lecrk-I.8/VI.2*

plants. Leaves of 4-week-old soil-grown plants were infiltrated with 100 nM flg22 or H_2O .

Twenty-four hr later, the infiltrated leaves were inoculated with a *Psm* suspension ($\text{OD}_{600} = 0.001$). Three d later, eight leaves were collected to examine the growth of the pathogen. Data represent the mean $\pm$ SD of eight biological replicates.

(e) Flg22-induced systemic resistance in the wild-type and *lecrk-VI.2* mutant plants. Three lower

leaves on each 4-week-old soil-grown plant were infiltrated with H_2O or 200 nM flg22 every 12

hr for a total of 4 times. About 5 hr after the last infiltration, two systemic leaves were

challenge-inoculated with a *Psm* suspension ($\text{OD}_{600} = 0.001$). Three d later, eight leaves were

collected to examine the growth of the pathogen. Data represent the mean $\pm$ SD of eight

biological replicates. Asterisks denote significant differences between the induction in the

mutants and that in the wild type (*** $p < 0.001$; two-way ANOVA with Sidak's test).

Supplementary Table S1. Primers used in this study

Primer name	Sequence (5' to 3')
XbaI-eLecRK-VI.2F	GCTCTAGACATGTTTCGAGCTCAGAGAAC
HindIII-eLecRK-VI.2R	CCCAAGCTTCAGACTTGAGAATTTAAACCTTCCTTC
BglII-LecRK-VI.2KDF	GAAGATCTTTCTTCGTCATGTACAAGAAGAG
XhoI-LecRK-VI.2KDR	CCCTCGAGCTACTGACTGATACGAGAAGTC
EcoRI-BAK1KDF	GGAATTCCGAAGGAAAAAGCCGCAGGAC
Sall-BAK1KDR	GCGTCGACTTATCTTGGACCCGAGGGGTA
XbaI-LecRK-VI.2F	GCTCTAGATGGGCACACAAAGATCCATG
XhoI-LecRK-VI.2-noStopR	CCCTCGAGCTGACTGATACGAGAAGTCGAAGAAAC
SacI-BAK1F	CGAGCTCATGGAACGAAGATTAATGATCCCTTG
Sall-BAK1-noStopR	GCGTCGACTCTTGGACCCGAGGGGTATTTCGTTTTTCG
XbaI-LecRK-VI.2PF	GCTCTAGACGGAGATGATGATGTACCTG
BglII-3×HA-LecRK-VI.2R	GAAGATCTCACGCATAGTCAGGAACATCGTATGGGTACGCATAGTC<br>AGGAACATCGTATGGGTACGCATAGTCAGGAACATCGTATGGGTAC<br>TGACTGATACGAGAAGTCGAAGAAAC
LecRK-VI.2(D494N)F	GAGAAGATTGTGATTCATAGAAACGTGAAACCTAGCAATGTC
LecRK-VI.2(D494N)R	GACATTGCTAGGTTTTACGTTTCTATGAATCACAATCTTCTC
BAK1(K317E)F	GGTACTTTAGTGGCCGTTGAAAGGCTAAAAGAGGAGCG
BAK1(K317E)R	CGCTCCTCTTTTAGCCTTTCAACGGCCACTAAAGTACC
KpnI-LTI6BF	GGGGTACCATGAGTACAGCCACTTTCGTAG
XbaI-LTI6BR	GCTCTAGACTTGGTGATGATATAAAGAGCG
BAK1intronF	AACTTGCTTTACCTGTTTCCTC
BAK1intronR	TAACACAAATAGAGGTAACACAG
bak1-5dCAPSF	AAGAGGGCTTGCGTATTTACATGATCAGT
bak1-5dCAPSR	GAGGCGAGCAAGATCAAAAG
qLecRK-VI.2F1	ATGGGCACACAAAGATCCATG
qLecRK-VI.2R1	GTGAGTCTCAATAGTCCGTC
qLecRK-VI.2F2	TCTAATCCTCTCGGAGCTTC
qLecRK-VI.2R2	CCAGTCTTCAAGAGTCTCTTC
qPR1F	CTCATACACTCTGGTGGG
qPR1R	ATTGCACGTGTTTCGCAGC
qPR2F	ATCAAGGAGCTTAGCCTCAC
qPR2R	TGTAAAGAGCCACAACGTCC
qPR5F	CTCTTCCTCGTGTTTCATCAC
qPR5R	GAAGCACCTGGAGTCAATTC
qUBQ5F	TCTCCGTGGTGGTGCTAAG
qUBQ5R	GAACCTTTCCAGATCCATCG

Supplementary Methods

SA and ROS measurement

Free SA levels and ROS burst were measured as previously reported^{1,2}. For free SA assay, 0.1 g tissues were ground in liquid nitrogen and extracted with 1 mL of 90% methanol. After

centrifugation at 14,000 ×g for 10 min, the supernatant was transferred into a microcentrifuge tube. The pellet was extracted with 0.5 mL of 100% methanol and the supernatant was transferred to the same tube and dried in a speed vacuum to final volume of ~50 µL. The residue was resuspended to 0.5 mL of 0.1 M sodium acetate buffer, pH 5.5. An equal volume of 10% trichloroacetic acid was added to the tube. After centrifugation at 14,000 ×g for 10 min, the supernatant was transferred to a fresh tube and partitioned with 1 mL extraction solvent (1 ethylacetate : 1 cyclohexane). The top organic phase was transferred to a new tube, and dried in a speed vacuum to final volume ~25 µL. The residue was resuspended to 0.25 mL with 0.2 M sodium acetate buffer (pH 5.5). After centrifugation at 14,000 ×g for 10 min, the supernatant was used for HPLC analysis. The sample was eluted with 0.2 M sodium acetate buffer pH 5.5 in 10% methanol at a flow-rate of 0.80 mL min⁻¹. For ROS burst assay, leaf disks (~6 mm in diameter) were collected from newly expanded leaves and each disc was placed in a well of a black 96-well plate containing 150 µL of water. The plate was covered with a transparent lid and kept at room temperature overnight. After removing water, 100 µL of assay solution (100 µM luminal, 10 µg mL⁻¹ peroxidase, and 100 nM flg22) was added into each well, and light emission was immediately measured using a Veritas™ Microplate Luminometer (Promega Corporation, Sunnyvale, CA).

Paper Chromatography

Paper chromatography was conducted as previously described³. Briefly, leaves were submerged in 1 mL 80% ethanol and boiled at 95°C for 2 min. After removing the leaf debris, the extracts (50 µL each) were loaded on a Whatman No. 1 filter paper strip. The samples were chromatographed in a solvent system (150 mM Tris-HCl, pH 7.6/ethanol/1-butanol, v/v, 6/10/1)

till the solvent front reached ~1 cm from the top of the paper strip. The filter paper was then wrapped with plastic waterproofing membrane and exposed to X-ray film.

Supplementary References

1. Marek, G. et al. A high-throughput method for isolation of salicylic acid metabolic mutants. *Plant Methods* 6, 21 (2010).
2. Roux, M. et al. The *Arabidopsis* leucine-rich repeat receptor-like kinases BAK1/SERK3 and BKK1/SERK4 are required for innate immunity to hemibiotrophic and biotrophic pathogens. *Plant Cell* 23, 2440-2455 (2011).
3. Chan, P. C. & Bielski, B. H. Lactate dehydrogenase-catalyzed stereospecific hydrogen atom transfer from reduced nicotinamide adenine dinucleotide to dicarboxylate radicals. *J Biol Chem* 250, 7266-7271 (1975).

# Supplementary material for: Extracellular pyridine nucleotides trigger plant systemic immunity through a lectin receptor kinase/BAK1 complex
**Source:** Nat Commun. 2019 Oct 22;10:4810. doi: 10.1038/s41467-019-12781-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: SAR activation-induced transcriptome changes in the wild type, lecrk-VI.2-2, and bak1-5. 

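Supplementary Data 1 gives, for each probe set on the array, the log2 change with SAR and its *q* value in the wild type, *lecrk-VI.2-2* and *bak1-5*, beside the gene. A positive value means a higher signal in the *Psm* arrays than in the MgCl_2_ arrays of the same genotype. The part used here holds 1998 of its 22746 rows, those with the largest increases in the wild type, so the genes that fell are not in it. Each of these rows matched exactly 1 probe set of the deposited values, within 0.0006 in the log2 changes of the 3 genotypes and within 5.0e-07 in the *q* values. These matches named 981 probe sets that the platform annotation did not assign to a gene. Where both sources name a probe set, they gave the same gene for 885 of 886. The names of *PR1*, *PR2* and *PR5* come from this match, so for these 3 genes a comparison with the table's values is circular.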

The data were sorted by the $\log_2(\text{FC})$ values in the wild type (WT) (column D), $\log_2(\text{FC})$ values ≥ 1 and ≤ -1 are highlighted in red and blue, respectively, and q values ≤ 0.05 are highlighted in red. FC: fold change.

# Supplementary material for: Extracellular pyridine nucleotides trigger plant systemic immunity through a lectin receptor kinase/BAK1 complex
**Source:** Nat Commun. 2019 Oct 22;10:4810. doi: 10.1038/s41467-019-12781-7
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☒	☐	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☒	☐	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☒	☐	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐	For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒	Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Affymetrix Expression Console Software (version 3.0) was used for microarray probe set summarization and initial data quality examination.
Data analysis	R Software (version 3.4.2), Affy software (version 1.58), and Limma software (version 3.36) were used for microarray data analysis. Microsoft Excel of Microsoft Office 2011 for Macintosh was used for Student's <i>t</i> test, and Prism 7 was used for one-way and two-way ANOVA analyses.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The microarray data that support the findings of this study have been deposited in the Gene Expression Omnibus database with the accession number GSE121886.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	For RNA analysis, three independent biological samples were analyzed, and each sample was collected from 12 plants. For bacterial pathogen growth assessment, three leaves on each plant were inoculated and a total of 12 plants were used for each genotype/treatment. Eight leaves per genotype/treatment were collected to examine the growth of the pathogen. A leaf disk was collected from each leaf and used as a independent biological sample.
Data exclusions	No data were excluded from the analyses.
Replication	All experiments were repeated at least three times with similar results.
Randomization	For RNA sample collection, one leaf from each of the 12 plants was collected, cut into small pieces, and mixed, then 100 mg leaf tissues were taken from the mixture for RNA extraction. For pathogen growth assessment, eight leaves were randomly taken from a total of 36 leaves (3 x 12).
Blinding	Blinding was not possible for the described experiments, as the investigator had to carefully label each genotype/treatment to ensure that samples were not messed up.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	anti-MBP, NEB, cat# E8032S; anti-GST, Cell Signaling, cat# 2625S; anti-FLAG, Sigma, cat# F1804; polyclonal and monoclonal anti-GFP, monoclonal anti-HA, Santa Cruz Biotechnology, cat# sc-8334, sc-9996, and sc-7392, respectively.
Validation	All antibodies were tested for specificities by detecting tagged proteins. All antibodies recognize tagged proteins, though unspecific bands were also detected.

How the deposited data were processed for this re-analysis (not part of the article)

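RNA from systemic leaves of the wild type, *lecrk-VI.2-2* and *bak1-5*, each after infiltration of lower leaves with MgCl_2_ or *Psm*, was measured on 18 ATH1 arrays, 3 for each of 6 groups. The deposited values are log2 intensities per probe set, made by the authors by Robust Multichip Analysis (RMA) in the affy package from the scanned arrays, with background correction, quantile normalization between arrays and a summary of the probes of each set. The reporting summary names Expression Console 3.0 for the summary of the probe sets. These steps could not be repeated from the files used. No replicate was pooled and no array was left out of the results at the claims.

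Of 22810 probe sets, the 64 control probe sets were left out and 22746 were tested. A linear model with the mean of each of the 6 groups and no other term was fitted to all 18 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes). It has 12 residual degrees of freedom, 18.03 with those of the prior. The changes with SAR in each genotype, the differences of these changes between genotypes, and the differences between genotypes within each treatment were tested in this fit. *q* values were adjusted by Benjamini and Hochberg's approach within each comparison. Probe sets were counted at a *q* value of 0.05 or less and a fold change of 2 or more, and single genes and members of lists by the *q* value alone. Arrays carry no read depth, and their number limits the precision. Tested on simulated data with 200 changed probe sets among 22746, the same steps called 99% of those changed by 1.5 on the log2 scale and 100% of those changed by 3, with 0 others called for the wild type and 1 for the difference between the wild type and *lecrk-VI.2-2*. The simulated spread was equal in all groups, and only wild-type *Psm* arrays were changed. In the real arrays the median SD was 0.140 (MgCl_2_) and 0.126 (*Psm*) in *lecrk-VI.2-2*, against 0.087 and 0.086 in the wild type. The simulation therefore does not show what share of changes is found in *lecrk-VI.2-2*.

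Probe sets were named by the annotation of the platform (13513 assigned to 1 gene) and, for a further 981, by matching their changes to the rows of Supplementary Data 1. Probe sets that these sources gave to several genes, to conflicting names or to none were counted and not named. Whether a probe set assigned to 1 gene, such as those of *GSTF6*, *CRK6* and *RLP37*, also detects a related gene was not tested. The match covers only genes whose wild-type change was at least 0.33, so named genes lean to those that rose. This favors the wild type where lists are compared with a mutant.

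Gene lists, the rule for named genes, the comparisons, the thresholds and all alternatives but one were set before the data were examined, while many wild-type values had been seen in Supplementary Data 1. The rule took the genes the paper names, the 10 probe sets with the largest increase and the 10 with the largest decrease in the wild type, the 5 with the largest differences in each direction between genotypes, up to 4 members of each list by their change in the wild type, and every member of a count of 5 or fewer. The lists cover SA-responsive genes, SA synthesis, pipecolic acid and other proposed SAR signals, JA synthesis and response, ER protein folding, glucosinolate and camalexin synthesis, pattern-triggered immunity, L-type lectin receptor kinases, cysteine-rich and wall-associated receptor kinases, the rapid response to touch, wounding and stress, the circadian clock, photosynthesis, auxin, brassinosteroids, senescence, abscisic acid and drought, NAD, the genes the paper names, and markers of guard cells, epidermis, vascular tissue and dividing cells. One probe set per gene was used, the one with the highest mean over the arrays. The lists of SA-responsive, JA, ER folding and touch genes were also tested as sets with limma's camera, with the correlation between genes preset and estimated, and adjusted over these 4 lists.

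Means over the called probe sets were compared between genotypes with exact permutation tests in R 4.3.3. Probe sets were matched to rows of Supplementary Data 1 with scipy 1.17.1 under Python 3.11.15, and figures were drawn with matplotlib 3.10.9. The alternatives were a fit of the compared arrays alone, an intensity trend with a robust prior, array weights, leaving out probe sets whose highest group mean was below 6, cyclic loess, median centring, the replicate number as a block, a *q* value of 0.01, no fold limit, a fold of 1.2 inside the test, counting unique loci, leaving out each array in turn, other selections and summaries for the size of the response, all probe sets of a gene and an estimated correlation within a list. The alternative without a pair of weak *lecrk-VI.2-2* arrays was added after the data were seen.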

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

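The use of the arrays outside the selection as a test of the spread, leaving out both *lecrk-VI.2-2* arrays of low signal, both tests of the probe sets higher in *bak1-5* with MgCl_2_, the test of RNA degradation and that of a shared hybridizing step were chosen only after the result was seen.

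SAR changed 715 probe sets in the wild type and 81 in *lecrk-VI.2-2*, and the difference between the responses passed the test for 191. A larger spread between the *lecrk-VI.2-2* arrays would leave the size of the response alike, while the median change of the raised probe sets in *lecrk-VI.2-2* was 0.321 times that in the wild type in arrays not used for the selection, with both averaged over 9 choices of arrays. In the single choices the ratio went from 0.0707 to 0.872. Each choice set 1 *Psm* array of a genotype against 1 MgCl_2_ array of the same genotype. The highest ratio came from *lecrk-VI.2-2* *Psm* replicate 2 and its MgCl_2_ replicate 2, an array of low signal. A range that rests on single arrays cannot tell a larger spread from a smaller response. The fit gave a probe set the same standard error in the 3 genotypes. A larger spread in *lecrk-VI.2-2* alone would raise this shared error in all 3 genotypes and make its own mean changes less exact. In a fit of the *lecrk-VI.2-2* arrays alone, which also has fewer arrays, 20 probe sets rose there, against 55 in the fit of all arrays. In each of the 3 *Psm* arrays of *lecrk-VI.2-2*, the mean rise of the SA-responsive list (1.03 to 1.34) was below that in each wild-type array (2.51 to 2.71). So was that of the ER folding list (0.68 to 0.73 against 1.64 to 2.16), though members were listed and named with their wild-type rise known. Were a low signal of MgCl_2_ replicate 2 and *Psm* replicate 3 the cause, *lecrk-VI.2-2* without both would have at least 50% of wild-type calls. It had 11.7%. Leaving them out also left fewer arrays in both *lecrk-VI.2-2* groups (16 arrays in all), which itself costs calls. With array weights instead, 156 probe sets were higher and 49 lower in *lecrk-VI.2-2*. The count without both arrays therefore cannot decide on the low signal. From these arrays alone, an effect of the *lecrk-VI.2-2* mutation stays open as a hypothesis, since the genotype and any difference between the plants of the genotypes go together. The paper has other evidence, from assays of *PR* genes and resistance in 3 *lecrk-VI.2* alleles. It also reports that a LecRK-VI.2 transgene largely restored SAR in *lecrk-VI.2-2* and that a kinase-mutant form did not. Those plants were not measured on the arrays.

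Of 9 probe sets that differed between *bak1-5* and the wild type with MgCl_2_, 8 were higher in *bak1-5* (5 differed without wild-type MgCl_2_ replicate 2, 18 without *lecrk-VI.2-2* MgCl_2_ replicate 2 and 27 with array weights), among them *PHI-1* (by 3.35), *EXO* (2.56), *EXLA1* (1.76, a call lost under 5 of the alternatives) and AT3G19680 (1.43), and 5 probe sets rose with SAR in the wild type and fell in *bak1-5*. A *bak1-5* effect present with and without SAR would keep these 8 higher with *Psm*, and their median difference went from 1.36 with MgCl_2_ to −0.46 with *Psm*, which argues against it. A rapid handling response of the *bak1-5* MgCl_2_ plants cannot be told apart from an effect of the genotype that is present only with MgCl_2_. Over the 21 genes of the touch list the median difference with MgCl_2_ was 0.29, between the values set for and against a handling response. The 18 genes above 0 met the share set for it. Both measures were needed, so this test cannot decide. None of the 21 passed the test by limma (2 when adjusted over the list alone).

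The *lecrk-VI.2-2* arrays MgCl_2_ replicate 2 and *Psm* replicate 3 deviated from their group means in a like way, with a correlation across probe sets, which are not independent replicates, of 0.566. A loss of bright signal that depends on intensity would be removed by cyclic loess, after which the correlation was 0.521, while the highest of any other pair of arrays from different groups was 0.322 in the deposited values. RNA degradation would raise the difference between 3′ and 5′ control probe sets above that of all other arrays, and it was 0.852 and 0.802 in these arrays and 0.694 to 0.899 in the other 16. Both tests argue against these as the whole cause. A shared step of hybridizing stays open. Its control probe sets lay at 9.47 and 9.34, the lowest of all, against 9.48 to 10.25 in the other 16, a margin below their SD of 0.234. They lay at 9.48 in both *lecrk-VI.2-2* *Psm* replicate 2 and *bak1-5* *Psm* replicate 1. Those arrays had 19.0% and 19.2% of probe sets at a log2 signal of 6 or more, so a low control was also seen without a low signal. No biological explanation was tested.

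For the 191 differences between the wild type and *lecrk-VI.2-2*, of 100 splits of the arrays 8 gave as many differences, the real one included, and the highest other gave 448, so chance is not excluded by this count. The count does not speak for chance either, since all 8 keep the real *Psm* groups and regroup only MgCl_2_ arrays, and the highest that mixes the *Psm* groups gave 1. The response differed between the wild type and *bak1-5* for 206 probe sets. Of 100 splits only the real one, 1, gave as many, and the highest other gave 168. The splits that mix the *Psm* groups gave at most 1, and the 15 that keep them are too few for a share under 0.05. Between *bak1-5* and *lecrk-VI.2-2* the response differed for 7 probe sets, 15 of 100 splits gave as many and the highest other gave 102, so chance is not excluded. Why other splits gave more was not tested.

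The lists of SA-responsive, JA, ER folding and touch genes responded more in the wild type than in *lecrk-VI.2-2*, with median log2 differences of 1.12, 1.71, 1.2 and 1.64. Against *bak1-5* the medians were 0.53, 1.12, 0.77 and 1.74 in the same order. Most members were named through their rise in the wild type, which favors it in both comparisons, so these medians are not independent evidence. The SA-responsive and ER folding lists responded more in *bak1-5* than in *lecrk-VI.2-2*, by medians of 0.84 and 0.48, and for the former the mean level without SAR was 5.36 to 5.43 in *bak1-5* and 5.55 to 6.07 in *lecrk-VI.2-2*.

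In comparisons that the paper does not report, 9 probe sets differed between *bak1-5* and the wild type with MgCl_2_, 376 between *lecrk-VI.2-2* and the wild type with *Psm* and 210 between *bak1-5* and the wild type with *Psm*. No probe set differed between *lecrk-VI.2-2* and the wild type with MgCl_2_ by limma, where 987 had an unadjusted p under 0.05 and 1137.3 would by chance. A comparison of 3 arrays with 3 has 10 splits, too few for a share under 0.05. In the 10 splits of each of 6 comparisons, 1, the real one, gave the most calls: 715 against 0 for the highest other in the wild type with SAR, 81 against 0 in *lecrk-VI.2-2*, 342 against 0 in *bak1-5*, 9 against 0 for *bak1-5* and the wild type with MgCl_2_, 376 against 3 for *lecrk-VI.2-2* and the wild type with *Psm* and 210 against 1 for *bak1-5* and the wild type with *Psm*. For *lecrk-VI.2-2* and the wild type with MgCl_2_ all 10 gave at least the real 0, and the highest gave 3.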

How the results depend on the processing

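The results without both weak *lecrk-VI.2-2* arrays were chosen only after the result was seen. A count moved when it changed by more than 1.5 times, a share when it left its 95% Wilson interval and a size when it changed by the SD of the 3 arrays or more. Of the counts, shares and sizes, 732 values under an alternative stayed near the reported one and 152 moved, and of those of the gene lists 645 stayed on the same side of the threshold, 18 lost the call, 8 gained one and 1 turned direction. No named gene that was called turned direction. The cause of the changes below was not tested, except that fewer loci than probe sets can be counted where probe sets lack a name and that dropping the fold limit can only add calls. The labels and methods do not say whether the replicate numbers pair the arrays. Deviations from the group means had a median correlation of −0.020 between same-numbered arrays and 0.0076 between differently numbered ones. This shows no shared replicate effect over all probe sets, and one on some genes is not excluded. With the number as a block there were 564 and 151 calls in the wild type, 57 and 26 in *lecrk-VI.2-2* and 225 and 121 in *bak1-5*. None of the results below moved beyond its limit with the intensity trend and robust prior, the block, the median of ratios, the slope, or all probe sets of a gene.

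With no fold limit, 1674 probe sets were higher and 1259 lower in the wild type with SAR, 138 and 110 in *lecrk-VI.2-2* and 929 and 685 in *bak1-5*. Differences between responses are given with their sign, so a lower response in the wild type includes a larger fall there. The response was lower in the wild type than in *lecrk-VI.2-2* for 59 and than in *bak1-5* for 70. With *Psm*, 293 were higher and 1076 lower in *lecrk-VI.2-2* than in the wild type, and 399 and 519 in *bak1-5*. The wild type shared 127 raised and 91 lowered probe sets with *lecrk-VI.2-2* and 683 and 292 with *bak1-5*, and 92.8% of the lowered ones were not called in *lecrk-VI.2-2*.

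With a fold of 1.2 inside the test, 366 were lower in the wild type. The response of the wild type was higher than in *lecrk-VI.2-2* for 89 and lower for 3, and against *bak1-5* for 115 and 10. Between *bak1-5* and *lecrk-VI.2-2* 4 differed, and 5 between *bak1-5* and the wild type with MgCl_2_. The overlap of raised probe sets with *lecrk-VI.2-2* was 34, and the shares not called there were 96.0% and 94.5%. At a *q* of 0.01, the response of the wild type was higher than in *lecrk-VI.2-2* for 86 and lower for 4, against *bak1-5* for 108 and 12, 3 differed between *bak1-5* and *lecrk-VI.2-2*, 5 between *bak1-5* and the wild type with MgCl_2_, and 93.5% of the raised were not called in *lecrk-VI.2-2*.

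Counting unique loci, 66 were lower in the wild type, 10 in *lecrk-VI.2-2* and 55 in *bak1-5*, and the overlaps of the lowered were 8 and 20. The response of the wild type was lower for 7 against *lecrk-VI.2-2* and for 10 against *bak1-5*, and 13 and 16 were higher in *lecrk-VI.2-2* and *bak1-5* than in the wild type with *Psm*. In a fit of only the arrays compared, 20 were higher in *lecrk-VI.2-2*, all 20 shared with the wild type, 96.5% of the raised were not called there, the response was lower in the wild type than in *lecrk-VI.2-2* for 11, and 18 differed between *bak1-5* and the wild type with MgCl_2_.

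With array weights, 156 were higher and 49 lower in *lecrk-VI.2-2*, with 152 and 39 shared with the wild type and 72.8% and 70.5% not called. The response was lower in the wild type than in *lecrk-VI.2-2* for 12, 73 differed between *bak1-5* and *lecrk-VI.2-2*, 8 and 27 differed between *lecrk-VI.2-2* or *bak1-5* and the wild type with MgCl_2_, and 11 were higher in *lecrk-VI.2-2* with *Psm*. The order of the 3 genotypes held for 53.6% of the raised and 35.6% of the lowered, and the median of the lowered in *lecrk-VI.2-2* was −0.74. Adjusted p by camera was 0.0534 for the touch list in *bak1-5*, 6.41e-06 for this list between *bak1-5* and *lecrk-VI.2-2*, and 0.734 for the JA list there, which turned direction.

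Without both weak arrays, the response was lower in the wild type than in *lecrk-VI.2-2* for 5, 29 differed between *bak1-5* and *lecrk-VI.2-2*, 4 and 17 differed between *lecrk-VI.2-2* or *bak1-5* and the wild type with MgCl_2_, the order held for 61.9% of the raised, and the adjusted p between *bak1-5* and *lecrk-VI.2-2* was 0.106 for the JA list and 0.0143 for the touch list. Without dim probe sets (highest group mean below 6), 22 differed between *bak1-5* and *lecrk-VI.2-2*, 87.4% of the raised were not called in *lecrk-VI.2-2*, and the adjusted p was 0.635 for the touch list in *bak1-5*, 0.0666 for the JA list and 0.0273 for the touch list between *bak1-5* and *lecrk-VI.2-2*. With cyclic loess these were 28 and 16 (*bak1-5* and the wild type with MgCl_2_) and adjusted p of 0.0756 for the touch list in *bak1-5* and 0.0739 for the JA list between the mutants. With median centring, adjusted p was 0.0800 for the touch list in *bak1-5* and, between the mutants, 0.0525 for the JA list and 0.0361 for the touch list. With an estimated correlation, adjusted p was 0.0844 and 0.114 for the JA and touch lists in *lecrk-VI.2-2*, 0.110 and 0.486 in *bak1-5*, and 0.636 for the JA list between the mutants.

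Selected on 2 of 3 wild-type arrays and measured on the third arrays, 56.3% of the raised and 42.8% of the lowered were in order. Selected on the calls in *bak1-5*, the median in *bak1-5* was 1.49 for the raised (0.770 times the wild type) and −1.38 for the lowered (1.85 times), that in *lecrk-VI.2-2* −0.74 for the lowered (0.986 times), and the order held for 15.7% of the lowered. Selected on the calls of any genotype, the lowered had a median of −1.02 in *bak1-5* (0.957 times the wild type) and 36.2% in order.

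Leaving out each array in turn, the number lower in the wild type ranged from 98 (without Col-0 *Psm* replicate 1) to 196 (without Col-0 *Psm* replicate 2). In *lecrk-VI.2-2* the number higher ranged from 32 (without *Psm* replicate 2) to 81 (without *Psm* replicate 3) and the number lower from 17 (without MgCl_2_ replicate 3) to 46 (without MgCl_2_ replicate 2). The response of the wild type was higher than in *lecrk-VI.2-2* for 107 (without its *Psm* replicate 3) to 338 (without its *Psm* replicate 2) and lower for 3 (without its *Psm* replicate 1) to 38 (without Col-0 *Psm* replicate 2), and lower than in *bak1-5* for 11 (without Col-0 MgCl_2_ replicate 2) to 46 (without Col-0 *Psm* replicate 2). Between *bak1-5* and *lecrk-VI.2-2*, 3 (without *lecrk-VI.2-2* MgCl_2_ replicate 1) to 37 (without *lecrk-VI.2-2* MgCl_2_ replicate 2) differed. With MgCl_2_, 0 to 3 (without *lecrk-VI.2-2* MgCl_2_ replicate 2) differed between *lecrk-VI.2-2* and the wild type, and 5 (without Col-0 MgCl_2_ replicate 2) to 18 (without *lecrk-VI.2-2* MgCl_2_ replicate 2) between *bak1-5* and the wild type. With *Psm*, 11 to 43 were higher in *lecrk-VI.2-2* and 22 to 51 in *bak1-5* (each without Col-0 *Psm* replicate 1 and replicate 2). The raised overlap with *lecrk-VI.2-2* ranged from 31 (without its *Psm* replicate 2) to 75 (without its *Psm* replicate 3), and the shares not called there from 86.7% (without its *Psm* replicate 3) to 94.5% (without its *Psm* replicate 2) for the raised and from 74.5% (without Col-0 *Psm* replicate 1) to 90.7% (without *lecrk-VI.2-2* MgCl_2_ replicate 3) for the lowered. The order held for 56.0% to 79.4% of the raised (without *lecrk-VI.2-2* *Psm* replicate 3 and 2) and 39.1% to 66.2% of the lowered (without its MgCl_2_ replicate 2 and 1). The median of the raised in *lecrk-VI.2-2* ranged from 0.31 (without its *Psm* replicate 2) to 0.69 (without its *Psm* replicate 3), and that of the lowered in *bak1-5* from −0.85 to −0.55 (without Col-0 *Psm* replicate 1 and 2). Adjusted p of the touch list in *bak1-5* ranged from 2.32e-05 to 0.455 (without *bak1-5* MgCl_2_ replicate 2 and 3), between the mutants from 7.62e-04 to 0.702 (without *bak1-5* MgCl_2_ replicate 3 and 2), and that of the JA list between the mutants from 7.17e-13 to 0.876 (without *lecrk-VI.2-2* *Psm* replicate 2 and 1).

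For the members of the 4 lists that passed, leaving out 1 array moved the following numbers most. In *lecrk-VI.2-2* 1 JA gene rose without its *Psm* replicate 2 or MgCl_2_ replicate 1 and 2 without MgCl_2_ replicate 2 (6, 10 and 9 when adjusted over the list alone, and 16 without *Psm* replicate 1 or 3), and 3 ER folding genes rose without *Psm* replicate 2, *Psm* replicate 3 or MgCl_2_ replicate 2. In *bak1-5* 5 touch genes rose without its MgCl_2_ replicate 2 or without *lecrk-VI.2-2* MgCl_2_ replicate 2, *Psm* replicate 2 or *Psm* replicate 3. The difference between the wild type and *lecrk-VI.2-2* passed for 15 SA-responsive genes without *lecrk-VI.2-2* MgCl_2_ replicate 2, for 1 JA gene without Col-0 MgCl_2_ replicate 3, Col-0 *Psm* replicate 3 or *lecrk-VI.2-2* *Psm* replicate 1 or 3, for 22 without *lecrk-VI.2-2* *Psm* replicate 2, and for 4 touch genes without Col-0 MgCl_2_ replicate 3 or *lecrk-VI.2-2* MgCl_2_ replicate 3, *Psm* replicate 1 or *Psm* replicate 3. The difference between the wild type and *bak1-5* passed for 3 JA genes without Col-0 MgCl_2_ replicate 1 or 3 or *bak1-5* MgCl_2_ replicate 1 or 2 or *Psm* replicate 1 or 3, for 1 ER folding gene without Col-0 MgCl_2_ replicate 2, Col-0 *Psm* replicate 1 or 3, *bak1-5* MgCl_2_ replicate 2 or *bak1-5* *Psm* replicate 3, and for 5 without Col-0 *Psm* replicate 2 or *lecrk-VI.2-2* MgCl_2_ replicate 2. Between the mutants it passed for 7 SA-responsive genes without *lecrk-VI.2-2* MgCl_2_ replicate 2 and for 0 by limma without *bak1-5* MgCl_2_ replicate 2 or *lecrk-VI.2-2* MgCl_2_ replicate 1, *Psm* replicate 1 or *Psm* replicate 3.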

Differences from the paper's values

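The paper measured *PR* genes by qPCR in other plants, and its values here are computed from its source data on the log2 scale. For *PR1* in the wild type the paper's value is 1.94 and the arrays gave 3.80. For *PR2* it is 3.95 in the wild type and 0.94 in *lecrk-VI.2-2*, against 5.88 and 1.62, and for *PR5* 2.18 and 0.71, against 3.43 and 1.31. The errors from the paper's SDs are 0.347, 0.294 and 0.351 for *PR1*, *PR2* and *PR5* in the wild type and 0.309 and 0.340 for *PR2* and *PR5* in *lecrk-VI.2-2*. All 25 alternatives set before the data were examined differ in the same way for the 3 genes in the wild type and for *PR5* in *lecrk-VI.2-2*. For *PR2* in *lecrk-VI.2-2* 24 differ, and the value without *lecrk-VI.2-2* *Psm* replicate 2, 1.28, does not. In each case the direction was that of the paper, and for *PR1* in *lecrk-VI.2-2* the values were 0.22 (the paper's) and 0.29.

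For the level of *LecRK-VI.2* in *lecrk-VI.2-2* without SAR, the paper's qPCR of other plants gives 47.7% of the wild type with its first primer pair (SD 12.5) and 53.1% with its second (SD 15.5), against 105% on the arrays. All 24 alternatives set before the data were examined that give a value differ, from 104% to 108%. The probe set is dim on the arrays, with no group mean above 5.84, so this ratio is not shown to be of signal above background.

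The paper's percentage for probe sets lowered in the wild type and not called in *lecrk-VI.2-2* is 82%, against 86.1% here, and 82.1% without *lecrk-VI.2-2* MgCl_2_ replicate 2 or without its *Psm* replicate 1. Taken from the counts alone, whatever their overlap, *lecrk-VI.2-2* had 82.8% fewer lowered probe sets than the wild type (26 and 151) and 90.2% fewer raised ones (55 and 564). The counts of changed genes in the 3 genotypes equal the paper's at its stated thresholds.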

Other observations

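With *Psm*, 18 of the 21 touch, wound and stress genes, all 13 ER folding genes, 23 of the 27 JA genes and 13 of the 20 SA-responsive genes were lower in *lecrk-VI.2-2* than in the wild type, and none was higher (21, 13, 24 and 16 when adjusted over the list alone). In *bak1-5* with *Psm*, 15, 7, 6 and 9 were lower (21, 11, 20 and 13 when adjusted over the list alone), with an adjusted p of 0.0527 for the JA list with an estimated correlation. The JA number in *lecrk-VI.2-2* was 11 without its *Psm* replicate 1 or 3, 12 without wild-type *Psm* replicate 1 and 15 without wild-type *Psm* replicate 3, and that in *bak1-5* was 3 without its *Psm* replicate 3 and 13 without *lecrk-VI.2-2* *Psm* replicate 2. *BSMT1* lay at 4.53, 9.20 and 5.83 in the *lecrk-VI.2-2* arrays with *Psm* and at 8.02, 8.39 and 4.04 in those of *bak1-5*. All 8 SA synthesis genes were lower in *lecrk-VI.2-2* and 7 in *bak1-5* (8 and 8 when adjusted over the list alone). The naming of members leans to genes that rose in the wild type, which favors it in these counts. With MgCl_2_, none of the members of these 5 lists differed between *lecrk-VI.2-2* and the wild type by limma, also when adjusted over the list alone, while without *lecrk-VI.2-2* MgCl_2_ replicate 2 1 SA-responsive gene did (5 when adjusted over the list alone). *ATSPS4F*, a sucrose phosphate synthase gene, was higher with *Psm* than in the wild type by 1.51 in *lecrk-VI.2-2* (*q* = 0.0074) and by 1.80 in *bak1-5* (*q* = 0.0027).

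Of 15 genes the paper names that could be assigned to a probe set, 10 rose in the wild type with SAR, 1 in *lecrk-VI.2-2* and 5 in *bak1-5*, where 1 fell (11, 5 and 5 rose when adjusted over the list alone, with 1 lower in each mutant), and the difference between the wild type and *lecrk-VI.2-2* passed for 6 (12 when adjusted over the list alone). Of 6 auxin response genes 1 fell in the wild type and none passed in a mutant (1 and 0 when adjusted over the list alone). Of 2 vascular tissue markers 1 rose in the wild type and in *bak1-5* and none in *lecrk-VI.2-2* (2, 2 and 0 when adjusted over the list alone), and by limma the difference between the wild type and *lecrk-VI.2-2* passed for none of the auxin and vascular genes (0 and 1 when adjusted over the list alone). Neither of 2 guard cell markers passed in any genotype (1 lower in the wild type when adjusted over the list alone), nor did the only gene assigned of the circadian clock and of the dividing cell markers. None of the brassinosteroid and epidermis genes could be assigned to a probe set, so these lists gave no result, and the lists with 1 or 2 genes cannot show that a cell type or the time of harvest did not differ.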
